# An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors

**DOI:** 10.1038/s44320-024-00040-x

**Published:** 2024-05-09

**Authors:** Francesco Gualdrini, Stefano Rizzieri, Sara Polletti, Francesco Pileri, Yinxiu Zhan, Alessandro Cuomo, Gioacchino Natoli

**Keywords:** Clinical Kinase Inhibitors, Inflammation, Machine Learning, Epigenome, Drug Repurposing, Chromatin, Transcription & Genomics, Methods & Resources

## Abstract

More than 500 kinases are implicated in the control of most cellular process in mammals, and deregulation of their activity is linked to cancer and inflammatory disorders. 80 clinical kinase inhibitors (CKIs) have been approved for clinical use and hundreds are in various stages of development. However, CKIs inhibit other kinases in addition to the intended target(s), causing both enhanced clinical effects and undesired side effects that are only partially predictable based on in vitro selectivity profiling. Here, we report an integrative approach grounded on the use of chromatin modifications as unbiased, information-rich readouts of the functional effects of CKIs on macrophage activation. This approach exceeded the performance of transcriptome-based approaches and allowed us to identify similarities and differences among CKIs with identical intended targets, to recognize novel CKI specificities and to pinpoint CKIs that may be repurposed to control inflammation, thus supporting the utility of this strategy to improve selection and use of CKIs in clinical settings.

## Synopsis

Unbiased genome-wide analyses of epigenomic alterations induced by clinical kinase inhibitors (CKIs) in macrophages activated by inflammatory stimuli allow identifying insofar unknown similarities and differences among CKIs, improving their annotations and showing opportunities for repurposing.

- A genome-wide analysis was developed that exploits epigenetic changes as unbiased, high-content and information-rich read-outs of CKIs’ effects.
- Effects of CKIs on epigenomic changes induced by macrophage activation can be explained by drug-specific combinations of on-target and off-target effects on different sets of signal-regulated transcription factors.
- CKIs with similar intended annotated target(s) show only partially overlapping epigenomic effects.
- Conversely, similarities among CKIs with distinct annotations indicate opportunities for drug repurposing.
- An epigenomic readout was shown to exceed transcription-based analyses in capturing functional effects of CKIs and similarities among them.

## Abstract (web summary)

Unbiased genome-wide analyses of epigenomic alterations induced by clinical kinase inhibitors (CKIs) in macrophages activated by inflammatory stimuli allow identifying insofar unknown similarities and differences among CKIs, improving their annotations and showing opportunities for repurposing.

## Introduction

As phospho-transfer reactions occur in virtually every signal transduction process, kinases stand out as central regulators of normal and pathological cell functions. The human genome contains 518 genes encoding for a kinase domain (Manning et al, 2002) and 510 of them have a highly conserved mouse ortholog (Caenepeel et al, 2004). These kinases account for the many thousands of phospho-sites identified in human and mouse cells and currently annotated in databases (Hornbeck et al, 2015), implying that the signaling scope of individual kinases as well as the complexity of cross-talks among signaling pathways inside cells remain vastly under-characterized.

Given that protein kinases regulate nearly all aspects of cell life, inhibition of kinases has been extensively pursued by pharmaceutical companies over the last 30 years. 80 kinase inhibitors (KIs) are approved for clinical use (Roskoski, 2024) and hundreds more are being tested (Carles et al, 2018) (http://www.icoa.fr/pkidb/). While most clinical KIs (CKIs) are employed in the treatment of various cancers, some of them are currently used in the therapy of non-malignant diseases such as autoimmune and inflammatory disorders (Ferguson and Gray, 2018), and broad opportunities exist for the use of CKIs for the treatment of other diseases (Cohen and Alessi, 2013; Zarrin et al, 2021).

A few CKIs, such as the MEK1/2 inhibitor Trametinib (Abe et al, 2011), interact with surfaces outside of the ATP-binding site and act as allosteric inhibitors claimed to possess relatively high specificity for their intended target(s). However, most CKIs act by competing with the conserved ATP-binding site in the kinase domain and thus show cross-activity on multiple kinases. Overall, clinically approved CKIs do not appear to have higher specificity compared to compounds in earlier phases of development (Klaeger et al, 2017), implying that selectivity does not increase the chances of clinical approval. In fact, simultaneous inhibition of multiple kinases and downstream effectors may enhance therapeutic effects; however, non-selective inhibition of multiple kinases is also expected to increase risk and extent of side effects.

Aside from its implications in the delicate balance between therapeutic efficacy *vs*. side effects due to off-targeting, the poly-pharmacology of CKIs would benefit from the development of profiling approaches that accurately describe their composite effects in living cells. However, CKI selectivity profiling is typically carried out using in vitro assays. Traditional approaches to profile CKI selectivity using kinase assays with recombinant kinases have been largely superseded by assays measuring the ability of CKIs to competitively displace kinases pulled down from cell lysates using ATP analogs-coated beads (kinobeads) (Bantscheff and Drewes, 2012; Bantscheff et al, 2007). Kinobeads-based assays have two main advantages: first, they allow profiling binding selectivity of CKIs towards endogenously expressed kinases rather than recombinant kinase domains; and second, they generate a measure of binding selectivity that integrates the two essential determinants of CKI activity, namely the intrinsic affinity of CKIs towards the target kinase(s) and the affinity of target kinases towards ATP. However, only a fraction of the kinome can be pulled down using kinobeads (Eberl et al, 2019; Klaeger et al, 2017) and since it is an in vitro assay based exclusively on the measurement of binding-unbinding events, its ability to predict cellular effects of CKIs is unclear. Alternative chemoproteomics approaches based on the use of biotin-labeled CKIs on cell lysates followed by mass spectrometry have been reported (Patricelli et al, 2011), with advantages and limitations similar to those of kinobeads. Other techniques that measure selectivity profiles in a more physiological setting include assays based on the effects of small molecule binding on the thermal stability of their targets in cells or cell lysates (Savitski et al, 2014). These assays, however, have a relatively limited throughput and they may have detection limits in the case of proteins expressed at very low levels. Moreover, the inherent complexities of drug-protein interactions in cells can result in a broad panel of direct and indirect effects on thermal stability of a given drug target, ranging from increased stability to no changes and even reduced thermal stability (Seashore-Ludlow et al, 2020), thus complicating data interpretation. Finally, recent technical advancements enabled the generation of global phosphoproteomics maps to delve deeper into the dynamic cellular responses to CKIs (Lee et al, 2024), and specific algorithms have been developed that aim to reconstruct topological relationships among protein-kinases and their signaling networks (Hijazi et al, 2020). By examining the effects of small molecule binding on the phosphoproteome and inferring enzyme-substrate relationships within a pathway, these methods provide the essential grounds to understand the impact of CKIs on intracellular signaling. On the other hand, however, they fall short in providing insights into the functional effects of CKIs within cells. Hence, they would ideally require integration with complementary assays providing functional readouts.

Based on these considerations, we set out to develop an in vivo experimental and analytical approach that would complement current selectivity profiling methods by providing high-content functional information on the actual effects of CKIs on cells using a specific and interpretable readout. We reasoned that although not all signaling events triggered by kinase activation result in transcriptional changes, a large number of them are indeed relayed to transcription factors (TFs) and additional nuclear regulators, eventually impacting TF-instructed deposition and removal of dynamic histone modifications such as histone acetylation. Histone acetylation changes occurring at hundreds or thousands of genomic regions in response to CKIs can then be analyzed through established statistical approaches to determine the TF DNA-binding motifs over-represented in the affected regions. This would in principle allow determining which combinations of TFs are impacted by each CKI, and thus, albeit indirectly, the upstream signaling pathway(s) regulated by each given inhibitor.

As a biological setting of biomedical relevance and therapeutic interest, we focused on the activation of the inflammatory gene expression programs in macrophages (Xue et al, 2014). Upon innate immune receptor triggering (Janeway and Medzhitov, 2002; Thaiss et al, 2016), signals transduced by multiple kinases (Arthur and Ley, 2013; Karin and Ben-Neriah, 2000; O’Shea et al, 2015; Sharma et al, 2003) activate transcription factors (TFs) such as NF-kB, IRF, STAT, and AP-1 family members that are combinatorially recruited with complex temporal kinetics to thousands of enhancers that control the expression of genes involved in inflammation and its resolution and whose acetylation rapidly and dynamically changes over time (Glass and Natoli, 2016). Specifically, we comparatively characterized the effects of a large panel of CKIs on two pathways triggering functionally divergent macrophage activation programs: the TLR4 (Toll-like Receptor 4) pathway, which is triggered by lipopolysaccharide (LPS) and leads to the generation of classical inflammatory macrophages (Fitzgerald and Kagan, 2020); and the Interleukin 4 (IL-4) signaling pathway (Junttila, 2018), which activates gene expression programs involved in immunity against parasites and in the resolution phase of acute inflammation (Fig. 1A, top left cartoon).

**Figure 1:**
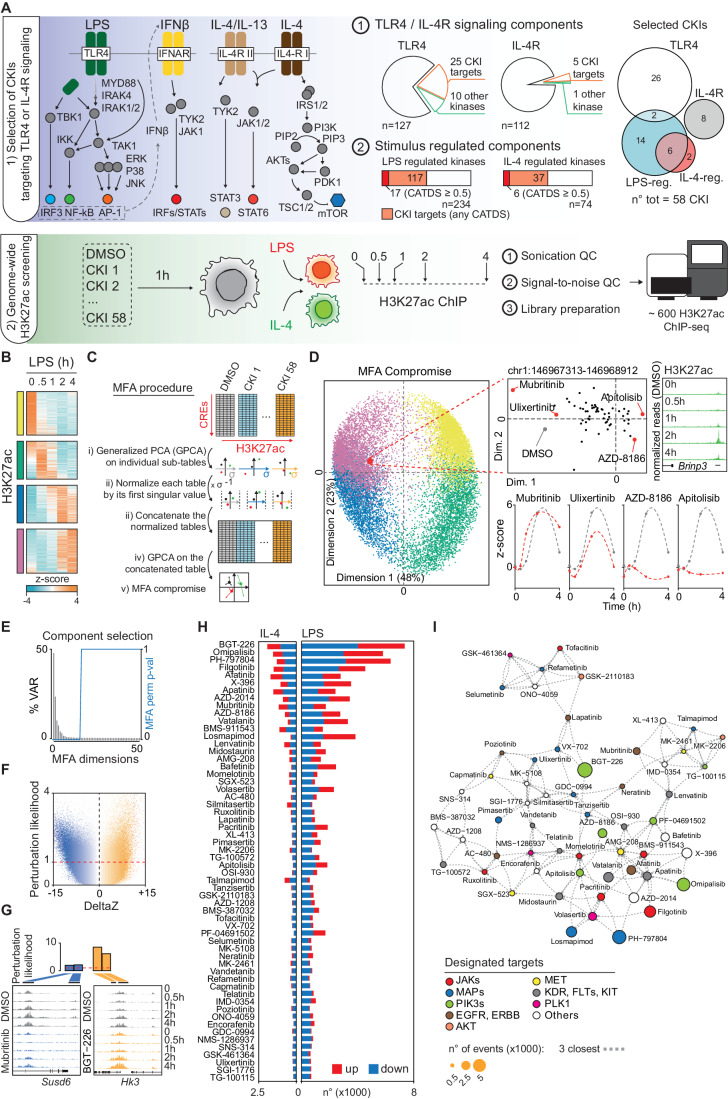
Determination of CKIs’ effects in macrophages using epigenomic features. (**A**) Experimental outline. CKIs targeting signaling components of the TLR4 or the IL-4R pathway, or stimulus-regulated kinases were selected for a total of 58 CKIs. 25 TLR4 and 5 IL-4R components (top middle pie-charts) could be targeted with 28 and 8 CKIs, respectively (top right Venn-diagram), while 17 out of 117 LPS-regulated and 6 out of 37 IL-4-regulated genes could be targeted by 22 and 8 CKIs respectively (top right Venn-diagram). The ChIP-seq-based screening was carried out in primary mouse bone marrow-derived macrophages (BMDM) pre-treated with individual CKIs or vehicle (DMSO) for 1 h and then stimulated as indicated (bottom scheme). (**B**) Four main clusters of CREs displaying LPS-regulated H3K27ac are shown. The four groups of CREs are color-coded (the same color-code was used throughout all figures). (**C**) Schematic workflow of the MFA algorithm (adapted from (Abdi et al, 2013), which comprises: i. Generalized PCA (GPCA) of the 59 individual tables (58 CKIs and the DMSO); ii. Normalization of individual tables by the inverse of their first singular values; iii. Concatenation of individual tables; iv. GPCA of the concatenated table; v. Final MFA compromise derived from the final GPCA step. (**D**) Reduced dimensionality plot showing H3K27ac changes of individual CREs in macrophages stimulated with LPS. The right panel shows the first two dimensions of the MFA compromised analysis (de Tayrac et al, 2009; Escofier and Pagès, 2008) for the ~16,500 LPS-controlled CREs. Each CRE was colored according to the macro-clusters defined in panel (**B**). The position of each CRE in the MFA compromise plot corresponds to the average position of the same CRE considering all individual CKIs and the DMSO. A representative CRE located 5’ of the *Bripn3* gene and characterized by a peak of H3K27ac at 2 h post-LPS is shown as example. The position of this CRE in the 2D plot (inset) is the centroid of the 59 conditions tested (58 CKIs and the DMSO), each represented by a dot in the inset. The effects of four different CKIs on the H3K27ac profile of this specific CRE are also shown (bottom left). (**E**) MFA component selection via permutation testing (1000 iterations). Column-wise permutation was conducted to select components carrying variance more than by random. The gray bars (left y-axes) correspond to the observed unpermuted data tables; the blue line (right y-axes) correspond to the computed probability to observe equal or more variance by randomly column-wise permuted data tables. (**F**) Relationship between the computed perturbation likelihood score and the change in H3K27ac amplitude at each CRE. (**G**) Representative examples of perturbed CREs by the CKI Mubritinib and BGT-226. Top, perturbation likelihood bar chart. Bottom, individual H3K27ac tracks reporting the *Susd6* and *Hk3* loci (gray: DMSO, blue: Mubritinib, orange: BGT-226). (**H**) Number of identified changes per CKI with an associated perturbation likelihood score greater than 1, for each CKI in the two signaling context (right: LPS stimulations; left: IL-4 stimulations). In red are shown the events characterized by H3K27ac upregulation and in blue those characterized by H3K27ac downregulation. (**I**) Two-dimensional network graph (KNN computed on the basis of the perturbation likelihood score and the direction of change per CKI per CRE) showing the mutual relationships among CKIs. Each CKI is a vertex connected to the three closest CKIs. Each vertex was colored according to the designated target kinase family.

In addition to the activation of the MAP kinases and IkB kinases (IKK), which activate Rel/NF-kB family transcription factors, TLR4 triggering results in the phosphorylation of the transcription factor IRF3 by TBK1 (Sharma et al, 2003) (Fig. 1A). IRF3 phosphorylation is required for the rapid induction of the Interferon b1 gene (*Ifnb1*), IFNβ release and autocrine and paracrine stimulation of the type I IFN receptor (IFNAR) on the cell surface. IFNAR triggering peaks at 2 h after LPS stimulation and activates the Janus kinases (JAK) TYK2 and JAK1, leading to the phosphorylation of the STAT1 and STAT2, which induce hundreds of IFN-stimulated genes (ISGs) (Toshchakov et al, 2002). ISGs represent a prominent and biomedically relevant fraction of the secondary, protein synthesis-dependent wave of LPS-induced transcription. IL-4 stimulation of the IL-4 receptor (IL-4R) results in a comparatively simpler signal transduction, with the activation of JAK1 and JAK3 mainly causing the phosphorylation of STAT6, the pivotal regulator of IL-4-induced gene expression (Junttila, 2018).

To analyze the effects of CKIs on macrophage responses to LPS and IL-4, we devised an approach grounded on the use of histone acetylation and an integrated analytical pipeline. This strategy allowed us to identify similarities and differences among CKIs with identical or overlapping intended target(s), to recognize novel CKI specificities and to pinpoint CKIs that based on their effects may be repurposed to control macrophage activation.

## Results

### Histone acetylation as unbiased and specific readout of CKIs’ effects

We selected CKIs that target: (i) components of the TLR4 or IL-4R signaling pathways and (ii) protein-kinases not assigned to either pathway but transcriptionally induced in response to LPS or IL-4 stimulation, as determined by a time-resolved nascent RNA-seq analysis (from 0 to 4 h post-stimulation) (Fig. 1A; Dataset EV1).

A critical issue we had to deal with is the lack of uniformity of available information on the effective concentration and selectivity of individual CKIs. The use of “averaged” IC50 measurements from multiple non-homogeneous sources would have introduced confounding effects and uncontrollable biases. Similarly, employing IC50 measurements from different sources and techniques for various kinase inhibitors would have been entirely arbitrary. Therefore, in order to use a consistent criterion for the selection of the CKIs to be employed in our study, we exploited a single selectivity metric, the CATDS (concentration and target-dependent score), which is based on the measurement of the affinity of each CKI towards its target(s) in kinobeads assays (Klaeger et al, 2017). This score represents the reduction in binding of a specific protein kinase to kinobeads at a certain CKI concentration, divided by the total decrease in binding of all other target kinases. Therefore, CATDS scores are determined for each of the kinases targeted by a given CKI and they range from 0 (indicating the total lack of selectivity of the CKI) to 1 (indicating a CKI specifically targeting a single protein kinase). The use of kinobeads data for selection of CKIs is grounded on the notion that in vitro measured binding affinities correlate with the potency of CKIs in cells (Knight and Shokat, 2005). However, while unavoidable, this choice implies two main limitations. First, the repertoire of kinases assayed with kinobeads, albeit very broad, is only partial (253/518 kinases in the study by Klaeger et al) (Klaeger et al, 2017), with a large fraction of the kinome remaining undetectable due to sensitivity limits or other technical issues. Second, relying on a sole dataset for affinity measurements can introduce inherent measurement errors or biases into subsequent analyses. Importantly, because of the selection criteria used, some CKIs linked to a given kinase in clinical annotations were used to target a different kinase (heretofore indicated as the “*intended target*”). For instance, Bafetinib, an approved BCR-ABL and LYN tyrosine kinase inhibitor (EC_50_ for ABL1 = 26.37 nM), was used here as a MAPKAPK3 inhibitor (EC_50_ = 23.1 nM) and the PI3 kinase inhibitor Apitolisib was used to target JAK1 (EC_50_ = 25.8 nM) (Appendix Fig. S1 and Dataset EV1).

Of the 127 TLR4 and 112 IL-4R signaling components annotated in the Reactome database (https://reactome.org), 35 and 6 are annotated kinases, respectively, and 30 of them (25 TLR4 and 5 IL-4R components) could be matched to 149 CKIs with a wide range of selectivity scores (Fig. 1A; Dataset EV1). To select a subset of CKIs that on the one hand possessed sufficient selectivity for TLR4 and IL-4R signaling components, and on the other some degree of target overlap (which is required for downstream deconvolution, see below), we considered at most two CKIs per target, with a minimum selectivity score (CATDS) of 0.1. In total, we selected 36 CKIs targeting 24 TLR4 or IL-4R/IL-13R signaling components (19 TLR4 and 5 IL-4R components) (Fig. 1A, Appendix Fig. S1 and Dataset EV1). As regards stimulus-regulated kinases currently not linked to TLR4 or IL-4R signaling, 234 and 74 kinases were regulated at the transcriptional level by LPS or IL-4, respectively, and about half of them could be assigned to a total of 208 CKIs with a wide range of selectivity scores. Among these CKIs, we selected at most two compounds per target, with a CATDS ≥ 0.5, eventually resulting in a list of 24 inhibitors. Moreover, some CKIs can also engage ATP-binding enzymes other than kinases (Klaeger et al, 2017). Among them, NQO2 (N-Ribosyldihydronicotinamide:Quinone Reductase 2), TOP2B (DNA topoisomerase II beta), and ACOX3 (Acyl-CoA oxidase 3) were transcriptionally regulated by LPS or IL-4 and compounds targeting these enzymes were included in the list.

Overall, we selected a total of 58 CKIs whose specificity, properties, and clinical annotations are reported in Appendix Fig. S1 and Dataset EV1. Importantly, several of these CKIs target different members of the same kinase family (e.g., JAK family) or in some cases precisely the same kinase (e.g., Lenvatinib and Vandetanib were both used to target RIPK2), which in principle should result in extensive overlaps of effects. In addition, 238 pairs of CKIs shared more than one target, exhibiting different ranges of CATDS divergence. Hence, a substantial level of predicted target redundancy was deliberately present in the panel of selected inhibitors as it represented a valuable source of information (Appendix Fig. S1 and Dataset EV1). The intrinsic poly-pharmacology of each inhibitor has been strategically leveraged in the subsequent genomic analysis, as elucidated in detail below.

All CKIs were used at the half-maximal effective concentration (EC_50_) towards the intended target, namely the concentration of the drug that displaces half of the intended target kinase from kinobeads (Klaeger et al, 2017). As the KIs used in our assay were meant for clinical use, they were optimized for permeability. Nevertheless, given the potential discrepancies between in vitro measured EC_50_ values and drug concentrations needed to bring about on-target effects in cells, we mined the available literature to collect the concentrations that for each CKI were previously experimentally tested to produce detectable effects in living cells (such as changes in phosphorylation events or more general functional readouts) (Dataset EV1). In most cases, the concentration used in our assay either exceeded or was within the range of concentrations reported to cause detectable effects in a variety of cells.

Cells were pre-treated for 1 h with individual CKIs or vehicle (DMSO) and then stimulated for 0.5, 1, 2, and 4 h with LPS or IL-4 and processed for ChIP-seq using a validated antibody for histone H3 acetylated at Lys 27 (H3K27ac). To determine the effects of the CKIs on the epigenome of unstimulated and LPS- or IL-4-stimulated macrophages, we first generated a reference catalog of genomic histone acetylation sites that were centered on the accessible chromatin regions determined by ATAC-seq (assay for transposase-accessible chromatin by sequencing) (Buenrostro et al, 2013). We identified ~16,500 and ~5000 regions displaying dynamic H3K27ac changes after LPS or IL-4 stimulation, respectively (Fig. 1B; Appendix Fig. S2A,B; Dataset EV2). The differential histone acetylation sites could be broadly divided into four LPS- and three IL-4-regulated clusters on the basis of their kinetics (color-coded in Fig. 1B; Appendix Fig. S2A,B).

The effects of the 58 selected CKIs were then determined at the same time points by generating *ca*. 600 H3K27ac ChIP samples that were sequenced and analyzed in order to measure changes in H3K27ac at each *cis*-regulatory element (CRE) across all the time points and treatments used (Fig. 1A).

The resulting dataset included a massive array of features, with H3K27ac exhibiting dynamic changes across thousands of CREs over time and in response to treatment with different CKIs.

To analyze such a high-dimensional dataset, a method was required that would fulfill four basic requirements: (i) *avoiding any a priori assumptions*; (ii) *preserving the information on the structure of the data*, which is required to disentangle the contribution of individual CKIs to the regulation of each CRE; (iii) *reducing data complexity* by extracting the most relevant information and the relationships among inhibitors at the level of each individual CRE; (iv) *expressing similarities among CKIs as a function of the panel of CREs perturbed*, so that the higher the overlap of the epigenomic effects of two inhibitors, the higher their functional similarity.

The method we eventually used was a multi-table dimensionality reduction strategy known as Multiple Factor Analysis (MFA) (Abdi et al, 2013; Escofier and Pagès, 2008). In more detail, the application of MFA facilitates the evaluation of each variable (e.g., H3K27ac, time, CKI used etc.) in relation to the principal source of variation within the dataset by preserving its underlying structure. Schematic representation of the individual steps performed by the MFA algorithm are depicted in Fig. 1C. In our specific case, the *ca*. 600 H3K27ac ChIP-seq datasets could be structured into 59 groups for both stimuli used (LPS and IL-4), namely one for each of the 58 CKIs in addition to one for the DMSO. Within each group, we cataloged the H3K27ac ChIP-seq read counts corresponding to stimulus-regulated CREs (rows) across time (columns) (Fig. 1C). Eventually, the new set of features generated by the MFA (known as MFA *compromise*) represents the effects of all different inhibitors on each LPS-regulated (Fig. 1D) or IL-4-regulated (Appendix Fig. S2B) CRE.

It is crucial to observe that all the H3K27ac ChIP-seq datasets were generated across the same time-course. Hence, the primary components extracted through the MFA were expected to reflect the temporal changes in H3K27ac for each CRE (Fig. S2F,G). This relationship became apparent when we superimposed the CREs onto the first two dimensions of the MFA compromise (Fig. 1D, left), color-coding them according to the clusters of H3K27ac kinetics reported in Fig. 1B and Appendix Fig. S2A,B. Consistent with this observation, CREs located in close proximity within the MFA space demonstrated a greater temporal correlation than randomly selected CREs (Appendix Fig. S2C), thus underscoring the ability of spatial relationships to capture coherent temporal patterns of H3K27ac within the dataset.

Given that the MFA preserves the information of the dataset structure, the contribution of each CKI to the final position of each CRE in the low dimensional space can be extracted. As a representative example, H3K27ac at the CRE upstream of the *Brinp3* gene peaked at 2 h post-LPS (Fig. 1D, upper right panel) and its position within the MFA compromise plot primarily reflected such H3K27ac kinetics (Fig. 1D, upper right and left panel). Such position is the *barycenter* of each CRE and represents the average coordinates computed considering all experimental conditions. By decomposing the H3K27ac data (Fig. 1D, upper middle panel), it was possible to distinguish the impact of each individual CKI on the barycenter of this CRE: while inhibitors such as Mubritinib and Ulixertib only mildly perturbed signal-induced acetylation at this CRE, and thus modestly altered its position in the lower dimensional space relative to that in the DMSO condition, AZD-8186 and Apitolisib contributed to shift the position of this CRE because they caused a complete loss of LPS-induced acetylation (Fig. 1D, bottom right panels). Eventually, the barycenter of this enhancer was shifted away from the DMSO condition because several CKIs impaired its LPS-induced histone acetylation. Hence, the lower-dimensional space defined by the MFA components effectively characterizes both the *kinetic mode* and the *magnitude of perturbation* that each CKI exerted on every CRE.

By extracting the distances between the DMSO condition and any CKI for each CRE, within relevant MFA components capturing variance more than randomly permuted data (Fig. 1E; Appendix Fig. S2D), we computed a *perturbation likelihood*, defined as the probability that a given CKI will perturb a specific CRE (Appendix Fig. S3A). The perturbation likelihood is linearly related to the observed changes in the H3K27ac signal (Fig. 1F; Appendix Fig. S2E). In Fig. 1G we show two representative examples of CREs regulated in an opposite direction by Mubritinib and BGT-226. Overall, H3K27ac was perturbed by at least one CKI at ~85% of the LPS-regulated CREs and at ~89% of the IL-4-controlled CREs (Appendix Fig. S3B). Notably, there were minimal if any differences between affected and unaffected CREs in the amplitude of LPS- or IL-4-induced H3K27ac changes (Appendix Fig. S3C). While most CKIs preferentially caused the downregulation of stimulus-induced H3K27ac, some others preferentially upregulated H3K27ac (Fig. 1H; Dataset EV3). In addition, a few inhibitors caused the nearly selective impairment of H3K27ac changes elicited by either stimulus (Fig. 1H; Dataset EV3).

To analyze the relationships among CKIs, we applied a principal component analysis on the basis of the computed perturbation likelihood and the direction of change (i.e., up- or down-regulation) per CRE (Appendix Fig. S4A). Twelve significant components, which captured ~70% of the variance, were selected based on iterative permutation testing (Appendix Fig. S4A). In order to visualize such complex multidimensional dataset, we represented the relationships among CKIs with a 2D network-graph in which each vertex represents a CKI that is linked to its three closest CKIs and positioned accordingly (Fig. 1I). Notably, the evaluation of the relative position of individual CKIs showed no evident correlation among CKIs with identical or similar designated target(s). The lack of such correlation is rooted in the poly-pharmacology characteristic of the CKIs. In addition, the relative position and closest neighbors of each CKI were largely different when considering LPS or IL-4 stimulation. A conceivable explanation of this finding is that, due to the inherently low specificity of most CKIs, the effects of individual inhibitors are influenced by the distinct network of signaling pathways regulated by different stimuli (Fig. 1I; Appendix Fig. S4B).

Overall, CKIs with similar designated targets generated largely different effects at the epigenome level, indicating that the scope of the functional effects of CKIs may not be reliably inferred based on the current annotations.

### Similarities among CKIs as a function of kinetics and genomic overlap of H3K27ac changes

Having observed that CKIs with similar designated targets yielded disparate effects at the epigenome level, thus highlighting the limitations of current annotations, we set out to identify the relationships among CKIs captured through the MFA analysis. Our assumption was that the kinetics of CKI-induced changes in stimulus-regulated H3K27ac could offer insights into the signaling pathways and downstream TFs they inhibit. By discerning the temporal trends of H3K27ac changes induced by each CKI, we aimed to infer similarities among these inhibitors. In other words, we hypothesized that if two CKIs lead to H3K27ac changes at an overlapping set of CREs within the same temporal window, this similarity likely stems from the inhibition of common sets of kinases. To explore this hypothesis, we computed the frequency distribution of either up- or down-regulated CREs within the two dimensions of the MFA compromise plot (Fig. 2A), which are informative of the different kinetics of H3K27ac at individual CREs (as shown in Fig. 1B and Appendix Fig. S2A–C). In Fig. 2A, we report three representative examples of the kinetic differences in the effects of individual CKIs. Each CRE, represented as a dot in the 2D space of the MFA compromise, was colored according to the perturbation likelihood score (using opposite color scales for upregulation and downregulation effects), and the frequency distribution of the effects within the four kinetic clusters was assessed (Fig. 2A). While the HER2/ErbB2 inhibitor Mubritinib and the PI3K inhibitor BGT-226 preferentially downregulated H3K27ac at 0.5–1 h post activation, TG-100572 almost exclusively downregulated CREs with H3K27ac peaking at 2–4 h post activation. Although TG-100572 was originally developed as a SRC kinase inhibitor, in kinobeads assays it bound more efficiently to the JAK family member TYK2 (Klaeger et al, 2017), and indeed it was used here at the EC_50_ for TYK2 as measured by kinobeads.

**Figure 2:**
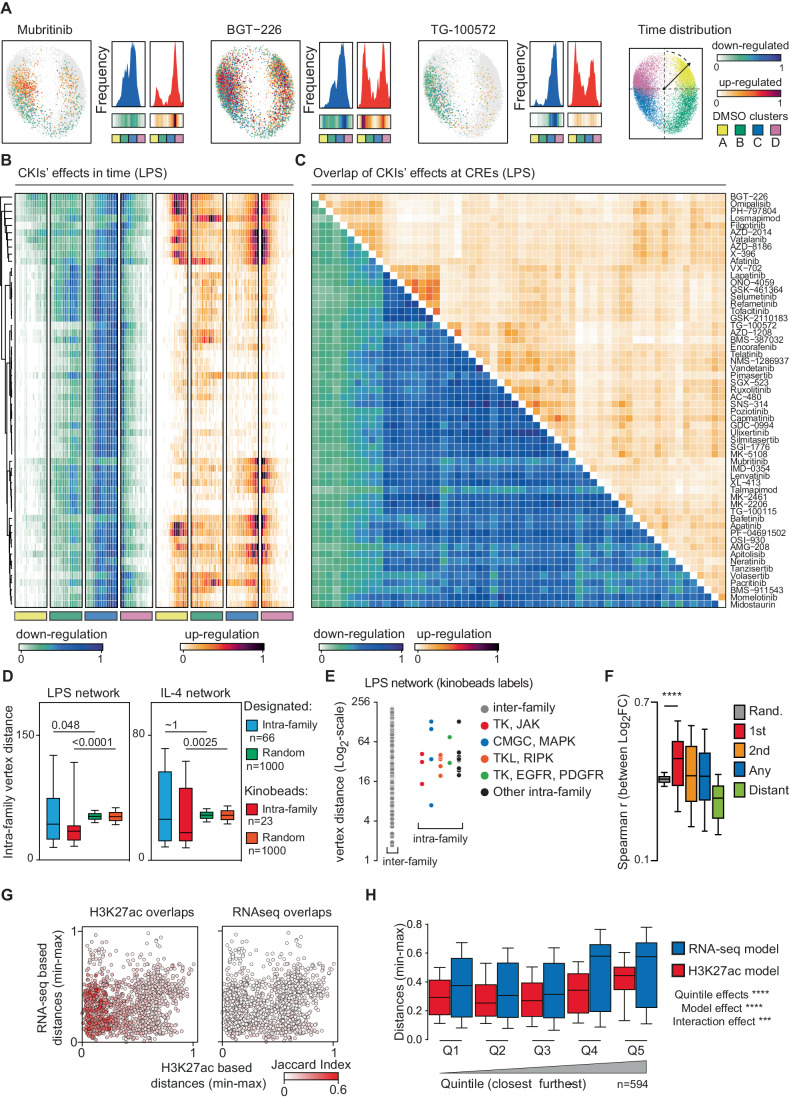
Similarities among CKIs inferred on the basis of their effects on H3K27ac. (**A**) MFA compromise plots showing the effects on LPS-regulated H3K27ac of three representative CKIs, namely Mubritinib, BGT-226 and TG-100572. For each inhibitor: on the left, the effect of the CKI within the first two dimensions of the MFA compromise is shown (down-regulatory effects on a white-to-blue color scale and up-regulatory effects on a white-to-red color scale); on the right, the frequency distribution of the effects specific to each CKI is displayed, separated into upregulation and downregulation categories. A density heatmap is also provided below, which is color-coded according to the type of regulation. The position of the four kinetic clusters, which were previously defined in Fig. 1B, is shown below each histogram. The frequency was calculated based on the angle formed between the first two dimensions of the MFA, which was determined by dividing the 360° angle into 5° bins and then min-max scaled (0–1). The reference 2D plot can be found on the right, using the same color code as in Fig. 1B, C. (**B**) Time-resolved effects of CKIs on H3K27ac at LPS-regulated CREs. The heatmap shows the effects of CKIs on H3K27ac at the four main groups of CREs (as shown in Figs. 1B, D) computed as in panel (**A**). CKIs were clustered based on the computed perturbation likelihood score at each CRE. Cluster branching and naming are identical to panel **C**. (**C**) Genomic overlap (standardized effect size, SES, of the Jaccard index, which provides a synthetic description of the extent of the intersection of the CREs affected by two CKIs) of CKIs’ effects at LPS-regulated CREs. CKIs were clustered based on the computed perturbation likelihood score at each CRE. Cluster branching is identical to that in panel (**B**). (**D**) Mean pair-wise distances between CKIs targeting kinases of the same family (“*intra-family*”) is reported, considering the designated assignment (cyan) or the kinobeads assignment (red). Mean pair-wise distances between CKIs targeting kinases of the same family considering the two assignments of randomly label-shuffled are shown (green box-plot for the designated-assignment and orange for the kinobeads-assignment). The same analysis is reported for both the LPS (left) and the IL-4 (right) computed networks (significance was evaluated with a Kruskal–Wallis test). Box plot showing median, 25th and 75th percentiles (box), 10th and 90th percentile (whiskers), number of pairs for each group are specified within the panel. (**E**) Pair-wise distances for CKIs targeting kinases of different families (left, “*inter-family*”) or belonging to the same family (right, “*intra-family”*) considering the kinobeads-assignment. (**F**) Pair-wise Spearman correlation between changes in gene expression, calculated as the RNA-seq log_2_ fold-change (Log_2_FC), comparing individual CKIs to the DMSO condition. Pair-wise mean Spearman r distribution considering the 58 inhibitors and either their closest (red), second closest (orange), any (blue) or the 100 most distant pairs (green) (Kruskal–Wallis test ****p < 0.0001). Gray: mean pair-wise Spearman r over 5000 iterations of 58 randomly sampled CKIs. Box plot showing median, 25th and 75th percentiles (box), 10th and 90th percentile (whiskers). (**G**) Pair-wise distances between CKIs for either model are compared. Each dot represents a CKI pair and reported are the distances between them computed on the basis of the H3K27ac (x-axes) or the RNA-seq (y-axes) at 2 h LPS stimulation. Pairs are colored according to the overlap of the effects (Jaccard Index) detected using the H3K27ac readout (left) or the transcriptional changes (right). (**H**) Quintile distance distribution to evaluate the model’s ability to distinguish the observed effects in the other (Two-way ANOVA test was used to evaluate significance: ***p = 0.0002, ****p < 0.0001). Box plot showing median, 25th and 75th percentiles (box), 10th and 90th percentile (whiskers). Number of pairs per quintiles are reported in the figure panel (*n* = 594).

In addition, we assumed that CKIs with identical or similar targets would affect H3K27ac at *overlapping sets* of genomic regions. Therefore, to measure the overlap among the CREs affected by the different CKIs used, we computed the pair-wise Jaccard index to evaluate the extent to which pairs of CKIs perturb H3K27ac at shared groups of CREs (Fig. 2C; Appendix Fig. S4D). Indeed, CKIs identified as similar based on the kinetic analysis in Fig. 1, perturbed common sets of CREs.

Considering insights from our time-based analysis and the assessment of the genomic overlap of CKIs’ effects, it is plausible that the identified similarities among CKIs are the consequence of the perturbation of kinases converging on the same signaling pathways. In addition, we observed that the various CKIs exhibited a higher prevalence of downregulated H3K27ac events compared to upregulated events (Fig. 2B,C). Furthermore, a significant proportion of these events were concentrated at CREs induced 2 h post LPS stimulation (Fig. 2B,C and Appendix Fig. S4C,D; Dataset EV3). This observation underscores the predominance of down-regulatory effects across CKIs, as previously described (Fig. 1G), suggesting interference with established signal-transduction mechanisms and their known components. In contrast, despite the prevailing down-regulatory effects observed across CKIs, we discern a notable contribution from up-regulatory events in defining similarities among CKIs (Fig. 2B,C). This phenomenon may be ascribable to the involvement of additional, yet specific, signaling components targeted by groups of CKIs used.

Because of the intrinsic poly-pharmacology of CKIs, it is conceivable that the relationships between CKIs detected with our approach reflected the sum of on- and off-target effects caused by each inhibitor in activated macrophages. To formally address this possibility, we compared the mean distance of inhibitors targeting the same family of kinases (“intra-family”) with that of randomly label-shuffled CKIs (Fig. 2D). On average, and in both signaling contexts, distances among CKIs targeting kinases of the same family on the basis of kinobeads-assigned targets, were not only significantly smaller than random but also significantly smaller than the mean distance using the designated targets (Fig. 2D). On the one hand, this observation suggests that kinobeads assays significantly improve specificity profiling of CKIs compared to the annotations reported in clinical labels; on the other, the observation that CKIs targeting completely unrelated kinase families are in some cases equally close to, or even closer than, CKIs targeting kinases in the same family, suggests that the complexity of the observed effects likely arose from CKI-specific combinations of on-target and off-target effects (Fig. 2E).

To further corroborate these observations, we assessed whether CKI proximity within the LPS network could be reflected in similarities in transcriptional profiles. 

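Bone marrow-derived macrophages, which are grown in culture from mouse bone marrow cells, were pre-treated for 1 h with 1 of 58 CKIs or with the vehicle DMSO and then stimulated for 2 h with LPS, a component of the outer membrane of Gram-negative bacteria that activates TLR4. The RNA of 180 samples was sequenced, with 3 samples for each CKI and 6 for DMSO, which the labels divide into 2 sets of 3. PolyA RNA was copied and amplified by the SMART-seq2 protocol and cut with the Tn5 transposase. The authors aligned the reads to the mm10 genome with TopHat2, kept 1 alignment for each read, removed reads in blacklisted regions and counted reads on the exons of the RefSeq genes. They then scaled each sample on genes that varied little between samples and deposited the scaled values of 45070 genes, rounded to whole numbers. In the 174 CKI samples these normalized values summed to between 9477340 and 12273349, with a median of 10560589.5, and in the 6 DMSO samples to between 9481416 and 11094387, with a median of 10331211. Scaling followed by rounding leaves some whole numbers empty and others overfilled, and from these the scale of 168 CKI samples and all 6 DMSO samples was estimated. By this estimate between 6.54 and 17.0 M reads were counted on genes in the CKI samples, with a median of 12.3 M, and between 10.4 and 13.6 M in the DMSO samples, with a median of 12.1 M. Gene expression with each CKI was compared with the 6 DMSO samples on log2(normalized value + 1), a scale that understates the changes of low genes. All 59 groups entered one limma fit with a variance trend, over the 12714 genes with a mean normalized value of at least 10. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as differentially expressed genes (DEGs). Between the DMSO sets, 0 genes passed this threshold, while 310 of the 12714 genes (2.44%) had an unadjusted p under 0.05. Every comparison was also made with the replicate number as a block, because the samples of a condition carry the replicate numbers 1, 2 and 3. Deviations from the group means correlated at 0.226 on average between samples with the same number and at −0.113 between samples with different numbers. Between same-numbered samples of the 2 DMSO sets they correlated at 0.484. Choices that change the numbers include the authors' scaling, the use of both DMSO sets as one reference, the filter on low values, the fit of all groups together, the replicate block and a covariate for the share of mitochondrial transcripts.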

To do so, we generated RNA-seq datasets in primary LPS-stimulated (2 h) macrophages following pre-treatment with individual CKIs or vehicle. 

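The closeness of CKIs was taken from the paper's perturbation likelihoods of H3K27ac at 819 cis-regulatory elements (CREs) in Dataset EV2, which here cover 45 of the CKIs. These are a part of the CREs and CKIs behind the paper's force-directed LPS network, which itself was not rebuilt. For each of the 990 pairs of these CKIs, Spearman's correlation of the log2 fold changes was computed across the 12714 genes, which are not independent replicates. The median correlation over all pairs was 0.499. Joining each CKI to the CKI with the most similar H3K27ac profile gave 37 different pairs, and their median correlation was 0.594. This difference of 0.0946 was larger than the spread obtained by shuffling the names of the CKIs (two-sided permutation test with 10000 permutations, p = 0.0044). With the replicate number as a block the fold changes, and so the correlations, are the same, since every group holds each number equally often. The difference moved most when closeness was measured by the Jaccard index of the perturbed CREs, where it was 0.0183 (permutation test, p = 0.573), and it was 0.0212 without the first replicate of every condition (permutation test, p = 0.546). In the same permutation test it also failed to pass 0.05 against the second DMSO set alone (0.0344, p = 0.253), without the third replicate (0.0424, p = 0.183), with a filter at a mean of 50 (0.0713, p = 0.0700) and with the share of mitochondrial transcripts as a covariate together with the replicate block, a setting chosen after seeing the data (0.0359, p = 0.278). All pairs share the DMSO samples, which by itself raises their correlations. When the fold changes of one CKI of a pair were taken against the first DMSO set and those of the other against the second, the median was 0.326 over all pairs and 0.408 over the closest pairs, a difference of 0.0817 (permutation test, p = 0.0151).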

The correlation between the changes in gene expression caused by the most proximal CKI pairs was significantly higher than that of randomly sampled pairs (Fig. 2F), indicating the ability of RNA-seq to capture functional similarities among CKIs. 

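Joining each of the 45 CKIs to the CKI with the least similar H3K27ac profile gave 42 different pairs. Their median Spearman correlation of log2 fold changes was 0.545, which exceeded the median of all pairs by 0.0458, a difference within the spread obtained by shuffling the names of the CKIs (two-sided permutation test, p = 0.603). With each CKI of a pair set against a different DMSO set, the median of these pairs was 0.388 and the difference 0.0615 (permutation test, p = 0.486). The difference changed its direction without the second replicate of every condition (−0.0246, permutation test, p = 0.696), without the third (−0.0468, p = 0.560), and with the Jaccard index of perturbed CREs as the measure of closeness (−0.111, p = 0.0930). With the mitochondrial share as a covariate and the block, chosen after seeing the data, it was −0.0975 (permutation test, p = 0.166). The caption of Fig. 2F takes the 100 most distant pairs instead. When the 100 pairs with the least similar H3K27ac profiles among the 45 CKIs were taken, also after seeing the data, the median was 0.492 and the difference −0.00692 (permutation test, p = 0.847), or −0.0688 with the mitochondrial share and the block (p = 0.118). Their difference was 0.000653 (permutation test, p = 0.992) with each CKI of a pair set against a different DMSO set. The replicate block alone leaves these values unchanged.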

Finally, by looking at the top distant pairs of CKIs within the LPS network, the correlation was significantly lower than that of randomly sampled pairs, indicating that the captured H3K27ac similarities effectively encompassed both correlative and anti-correlative transcriptional changes (Fig. 2F; Dataset EV5). In summary, these observations indicate that similarities among CKIs, as inferred from H3K27ac changes, mirror the comprehensive spectrum of transcriptional alterations induced by each individual inhibitor. However, our initial assumption (and the motivation to use epigenomic rather than transcriptomic data for our study) is that the granularity (i.e., the number of variables) provided by the H3K27ac analysis together with the exclusion of confounding factors such as RNA stability or post-transcriptional regulation, would render H3K27ac a superior read-out for high-resolution analyses of CKI-induced perturbations of signaling pathways. To verify this assumption, we conducted a direct pair-wise comparison of CKI proximity based on either H3K27ac alterations or transcriptional changes detected by RNA-seq. This comparison focused solely on the 2-h stimulation time point in both datasets, following the same analytical framework outlined above and resulted in the generation of H3K27ac and RNA-seq-based models of CKI proximity (Fig. 2G,H). Pair-wise distances between CKIs using both models were compared and related to the degree of overlaps between CKIs of the pair (Jaccard index, Fig. 2G). Compared to the RNA-seq computed model, H3K27ac ChIP-seq was capable of capturing a higher degree of overlaps between CKIs. Furthermore, when we sorted all CKI pairs into quintiles based on distances calculated using the H3K27ac data, we achieved a more pronounced separation between closely related CKIs and distantly related CKIs compared to their distances in RNA-seq data (Fig. 2H).

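The overlap of the DEGs of a pair of CKIs was measured by the Jaccard index, the number of genes changed in the same direction by both divided by the number changed by either. Over the 990 pairs of the 45 CKIs, the median index was 0. The mean, which was added after the median had come out at 0, was 0.0192, and 661 pairs shared no DEG in the same direction. For 15 of the 45 CKIs no gene passed the threshold. With the replicate number as a block, the median was 0.00539, the mean was 0.0380 and 357 pairs shared no DEG. The highest index, 0.434 without the block, was that of BGT-226 and Omipalisib, which both inhibit PI3K. The same index over the CREs with a perturbation likelihood beyond 1 in size, computed from the paper's values in Dataset EV2, had a median of 0.392 and a mean of 0.391, and no pair was without overlap. Its highest value, 0.854, was that of Telatinib and SNS-314. The indices rest on different kinds of calls, an adjusted p-value for a gene and a likelihood from the paper's model for a CRE.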

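The 990 pairs were sorted into quintiles of 198 pairs by their H3K27ac distance, taken as 1 minus Spearman's correlation of the paper's perturbation likelihoods. These likelihoods, here and in the overlap above, combine all time points of the H3K27ac data, whereas the paper's comparison with RNA-seq used 2 h alone. The median RNA-seq correlation was 0.492 in the quintile of the closest pairs and 0.487 in that of the most distant pairs. The difference of 0.00495 was within the spread obtained by shuffling the names of the CKIs (two-sided permutation test, p = 0.927), and the replicate block leaves it unchanged. It fell below 0 with each CKI of a pair set against a different DMSO set (−0.0361, permutation test, p = 0.576) and without the filter on low values (−0.00756, p = 0.785). With the share of mitochondrial transcripts as a covariate together with the block, chosen after seeing the data, it grew to 0.0983 (medians 0.480 and 0.382, permutation test, p = 0.0804). From the higher overlap between CKIs and the wider separation of close and distant pairs in the H3K27ac data, the paper proposes that H3K27ac captures similarities among CKIs with higher resolution than RNA-seq.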

Taken together, these findings suggest that H3K27ac changes can capture similarities among CKIs with higher resolution than transcriptional data.

### Deciphering the mechanistic impact of CKIs on the epigenome through TF regulation

To unravel the intricate epigenomic effects induced by a diverse set of CKIs, we employed a comprehensive approach centered on the identification of transcription factors (TFs) regulated by each CKI. Our primary objective was to elucidate how CKIs influence the epigenomic landscape by modulating the activity of specific TFs. To assess the selectivity of the 58 CKIs used on TF activity, we investigated the association between CKI-induced changes in H3K27ac and TF binding to CREs based on *ca*. 200 high-quality ChIP-seq datasets for 34 TFs in various stimulation conditions (Fig. 3A; Dataset EV4). Consistent with the fact that the CKIs were selected based on their potential to inhibit components of the LPS or IL-4 signaling pathways, our analysis revealed that several TFs were significantly associated with CREs displaying reduced H3K27ac in response to individual inhibitors (Fig. 3A). In contrast, the association of the CKIs’ up-regulatory effects with TFs was more heterogeneous, with only a few TFs being enriched and the majority being significantly underrepresented (Fig. 3A). The most parsimonious explanation of this finding is that additional TFs not present in the datasets used may be selectively associated with increased acetylation.

**Figure 3:**
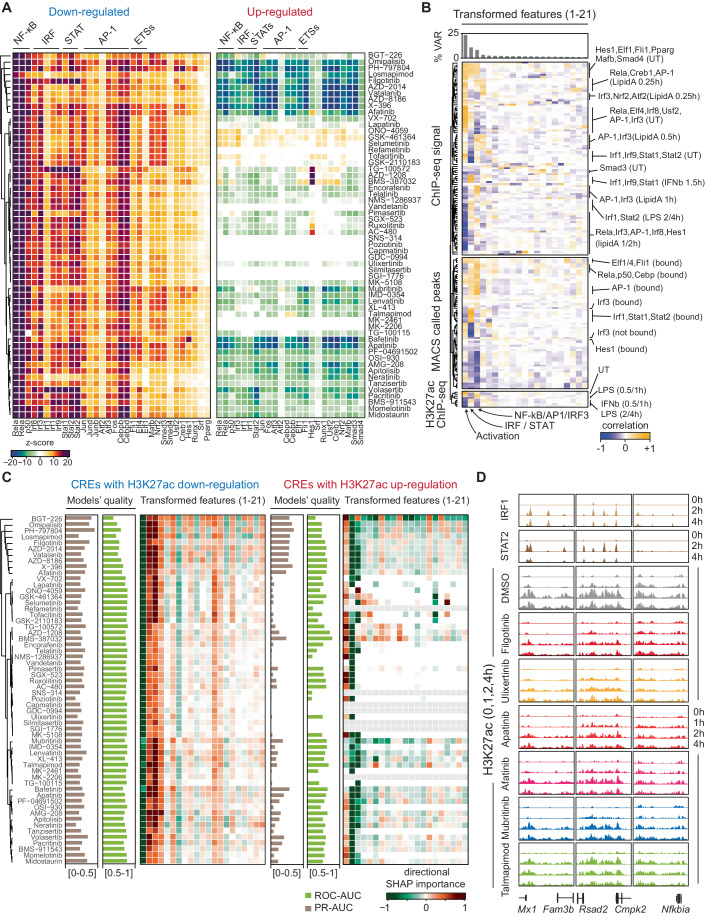
Linking CKIs’ effects to the regulation of distinct sets of transcription factors. (**A**) Association analysis between CKIs-induced H3K27ac down- (left) or up-regulation (right) and TF ChIP-seq peaks. 32 out of 43 datasets are shown considering peaks called in any condition; iterative resampling bootstrap tests were computed using the permTest function of the regionR Bioconductor library. (**B**) Correlation between original and transformed features (applying dimensionality reduction) exploited to assemble the individual models. The percentage of explained variance by components (top) is reported together with the correlation between transformed features and the signal intensity detected in the ~200 ChIP-seq, MACS2 called ChIP-seq peaks and the H3K27ac signal following LPS or IFNβ stimulation. (**C**) Summary of the 58 classification models reporting ROC-AUC, PR-AUC and the directional SHAP values (computed as the average SHAP multiplied by the correlation sign) by individual classes (i.e., downregulation on the left and upregulation on the right). (**D**) Representative examples of H3K27ac changes at the *Mx1*, *Rsad2,* and *Nfkbia* loci following the indicated treatments. ChIP-seq tracks of IRF1 and STAT2 are shown at the top.

As the effects caused by each CKI depend on the combination of all the signaling pathways and downstream TFs affected, such effects should in principle be predictable using machine learning approaches using as features TF genomic occupancy and H3K27ac kinetic data.

To this aim, we first extracted a set of non-redundant features able to explain the variance of the system. These features were derived by combining the information on signal intensity from approximately 200 TF ChIP-seq experiments (Fig. 3B, top), the MACS2 called ChIP-seq peaks (Zhang et al, 2008) (Fig. 3B, center), and the normalized read counts of H3K27ac per CRE following either LPS or IFNβ stimulation (Fig. 3B, bottom). The resulting 21 features we extracted (Appendix Fig. S5A) proved adequate in explaining ~90% of the overall variance associated with the ca. 16,500 LPS-regulated CREs (Fig. 3B). Notably, the initial three components, explaining ~40–45% of the total variance, corresponded to: (i) activation of signal-induced TFs, as this dimension effectively distinguished between treated and untreated TF ChIP-seq samples (Fig. 3B and Appendix Fig. S5B); (ii) activation of IRF-STAT families TFs and IFNβ-dependent H3K27ac changes (Fig. 3B; Appendix Fig. S5C); (iii) binding of NF-kB, AP-1, and IRF3, along with the early induction of H3K27ac upon LPS stimulation (Fig. 3B; Appendix Fig. S5D).

Next, to predict CKI-specific H3K27ac perturbations, we trained 58 independent supervised classification models (Chen and Guestrin, 2016) (Fig. 3C). Each model was tailored to each CKI, and its performance in predicting H3K27ac changes was evaluated by assessing the area under the curve (AUC) for both the receiver operating characteristic (ROC) and precision-recall (PR) curves, considering either down- and up-regulated CREs (Fig. 3C). Based on both measures, models performed better at predicting down-regulatory than up-regulatory effects. Only a few models of adequate quality were instead associated with up-regulatory effects due to the limited number of upregulated CREs specific to individual CKIs (Fig. 3C). A strength of the approach used is that it returns the relative importance of individual features in the prediction. Analysis of feature importance (Lundberg and Lee, 2017) demonstrated that features associated with both IRF/STAT (second component) and NF-kB, IRF3, and AP-1 activation (third component) collectively exerted a positive influence on predicting down-regulatory effects (Fig. 3C, left). Notably, the relative importance of these two features varied among CKIs, aligning with their hierarchical clustering. Specifically, for certain inhibitors (e.g., Filgotinib), the IRF/STAT feature set had a more significant impact on predicting downregulation, while for others (e.g., Mubritinib), the NF-kB/AP-1/IRF3 feature set dominated. These observations were partly corroborated by examining H3K27ac changes at IRF/STAT-bound loci (Fig. 3D). To visually illustrate the models’ predictive power, decision plots for two exemplary cases, Filgotinib and Midostaurin, are reported in Appendix Fig. S6A–D. These plots provide a detailed view of the model’s decision for each observation, with each observation corresponding to one of the 16,000 CREs in our scenario. Notably, both models effectively segregated CREs into upregulated or downregulated categories. Moreover, the super-imposition of the ChIP-seq signal of selected TFs, such as STAT2, REL/NF-kB, and IRF3, on the individual CREs, revealed that CREs downregulated by Filgotinib exhibited enhanced STAT2 binding. Opposite effects were observed for CREs upregulated by Filgotinib (Appendix Fig. S6A,B). Conversely, Midostaurin-induced down-regulatory effects were associated with IRF3 and REL/NF-kB binding, while up-regulatory effects displayed a complementary pattern.

Predicting up-regulatory effects using TF ChIP-seq data as training features presented a notable challenge in our analysis primarily because of the sparsity of up-regulatory effects, which constituted a minor fraction of the overall effects for the majority of the CKIs examined. Nonetheless, within models with acceptable quality, the first feature (corresponding to the first extracted component), which is indicative of general TF activation by stimulation (as illustrated in Fig. 3B and Appendix Fig. S5B), had an adverse impact on the prediction of up-regulatory events. When considering up-regulatory effects, we can envisage two plausible and not mutually exclusive scenarios: (a) enhancement of induction by CKIs: stimulus-induced CREs may display greater induction when macrophages are treated with specific inhibitors; (b) mitigation of downregulation: some CKIs may negatively impact part of the LPS-induced H3K27ac downregulation events. Both scenarios entail a higher mean signal across time in the inhibitor condition compared to the DMSO condition. Our analysis revealed that the majority of the models capable of predicting up-regulatory effects were associated with the second scenario. Only a selected subset of inhibitors, specifically Mubritinib, IMD-0354, Lenvatinib, XL-413, Talmapimoid, and Bafetinib, exhibited up-regulatory effects that could be reliably predicted based on signal-induced H3K27ac changes (Fig. 3C, right).

Altogether, these results suggest that genome-wide TF binding patterns can aid in predicting the epigenomic effects of individual CKIs. However, it is important to notice that we cannot fully disentangle which combination of inhibited kinases leads to a set of H3K27ac changes. As a result, we can only correlate H3K27ac alterations with sets of TFs but not directly link specific kinases to TFs. Nevertheless, H3K27ac changes driven by individual CKIs could be related to specific families of TFs.

### Distinctive and unique properties of individual JAK inhibitors (JAKi)

As a specific test case, we analyzed similarities among CKIs targeting the same family of kinases. Given their therapeutic relevance for autoimmune and inflammatory disorders we focused on the CKIs targeting JAK family kinases (O’Shea et al, 2015; Philips et al, 2022; Zarrin et al, 2021).

Out of the 58 CKIs used in this study, 6 were developed to target members of the JAK family, which includes four kinases (TYK2, JAK1, JAK2, and JAK3) involved in IFN and cytokine signaling and implicated in the pathogenesis of autoimmune and inflammatory disorders (Philips et al, 2022) (Fig. 4A; Dataset EV1). The designated specificities of these six CKIs, based on FDA approvals or reported in clinical trials, included individual JAKs or their combination and in some cases additional kinases (e.g., Pacritinib was approved as both a JAK2 and a FLT-3 inhibitor) (Dataset EV1). However, specificities identified in kinobeads data (Klaeger et al, 2017) differed extensively from those indicated in official clinical approvals. Notably, in kinobeads assays Filgotinib, Tofacitinib, and BMS-911543 were not found to be associated with JAKs and they were instead found to target other kinases (Dataset EV1). Figure 4A reports the concentrations used in our screening and their additional targets based on kinobeads data.

**Figure 4:**
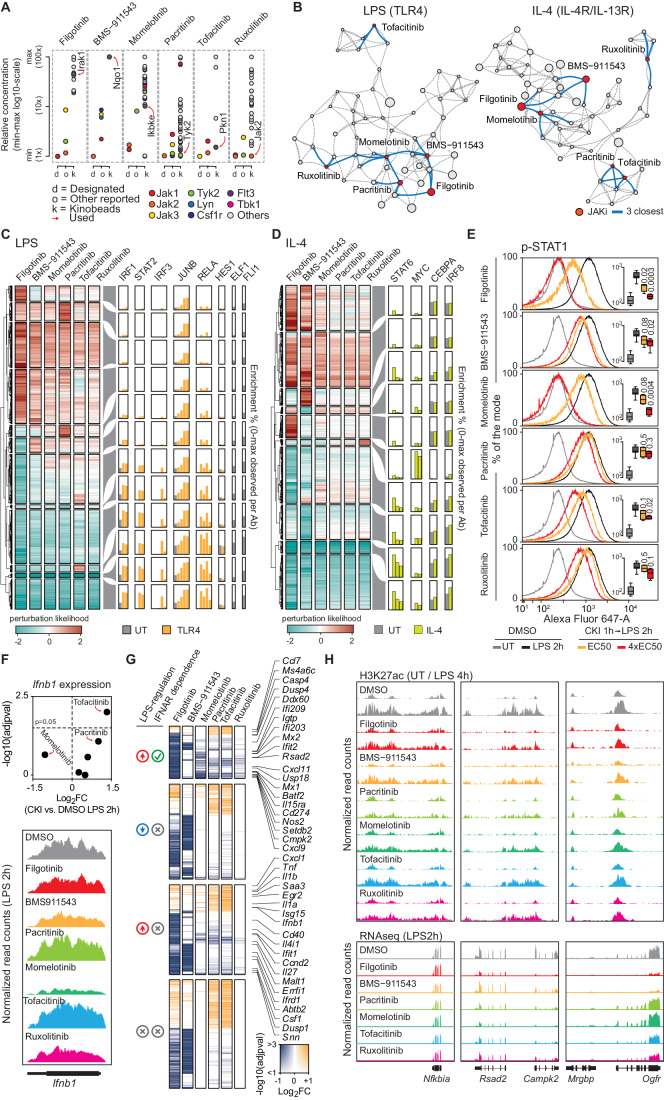
Dissection of similarities and divergences among JAK family kinase inhibitors. (**A**) Relative concentration scheme reporting min–max values on a Log_10_ scale. For each CKI, concentrations for the designated target (d), the targets measured in kinobeads assays (k) and other reported targets (o) are shown. The concentration used is indicated by a red arrow. (**B**) JAKi positions within the LPS and IL-4 networks are highlighted in red together with the three closest connections (blue lines). (**C**, **D**) CREs affected by any JAKi (perturbation likelihood > 1) clustered by the perturbation likelihood for the 6 JAKi in LPS (**C**) or IL-4 (**D**), together with the relative abundance of a selection of TFs ChIP-seq. (**E**) Histogram reporting the percentage of the mode relative to the p-STAT1 signal (Alexa Fluor 647-A) in macrophages pre-treated with DMSO or with the individual CKIs as indicated, before or after LPS stimulation (2 h). Concentrations corresponding to the EC_50_ for the intended target or 4xEC_50_ were used, as indicated. Inside individual histograms, box plots are shown reporting the mean p-STAT1 signal measured by FACS in triplicate experiments. Box plot showing median, 25th and 75th percentiles (box), 10th and 90th percentile (whiskers). (**F**) Top: Scatter plot of *Ifnb1* gene expression reporting the Log_2_FC (x-axes) and the -Log_10_(adjpval, computed as for DESeq2, i.e., Wald test of the negative binomial model coefficients) (y-axes) for each JAKi. Bottom, snapshot of the *Ifnb1* gene for the DMSO condition and the indicated JAKi. (**G**) Summary heatmap of the RNA-seq results reporting any differentially expressed genes compared to the DMSO condition and any JAKi. The list of genes is divided into 4 groups according to LPS regulation (increase or decrease) and IFNAR dependency. Log_2_FC changes are reported on a blue-to-orange color scale, with the opacity scaled according to the statistical significance computed by DESeq2 (Wald test of the negative binomial model coefficients). (**H**) Representative examples showing both H3K27ac ChIP-seq and RNA-seq signals at the *Nfkbia*, *Rsad2,* and *Ogfr* loci.

We examined the relative position of these 6 JAKi in both the LPS and the IL-4 2D network-graph, in which each vertex represents a CKI that is linked to the three CKIs causing the most similar epigenomic effects, and positioned accordingly (Fig. 4B). In both signaling contexts, the six JAKi did not cluster together and their closest neighbors were often unrelated CKIs. The only two exceptions were represented by BMS-911543, which was directly linked to Filgotinib and Momelotinib in the LPS network, with BMS-911543 being the closest CKI to Filgotinib and Momelotinib the closest to BMS-911543 (Fig. 4B).

Downregulated CREs perturbed by all JAKi showed very limited variability and they were extensively bound by IRF and STAT family TFs in both the LPS and the IL-4 network (Fig. 4C,D), confirming that these inhibitors, albeit with varying potency, are all capable of reducing the activity of JAK kinases. In contrast with the homogeneity of down-regulatory effects, a large variability was instead found when considering CREs showing increased H3K27ac, and such differences could be ascribed to specific TFs (Fig. 4C,D). For instance, in response to LPS Ruxolitinib mildly upregulated H3K27ac at CREs bound by JUNB (Fig. 4C). In the context of IL-4 stimulation, it strongly and selectively upregulated H3K27ac at enhancers bound by MYC, which were instead downregulated by Filgotinib, BMS-911543 and Momelotinib (Fig. 4D).

To directly evaluate the effects of the six JAKi used, we performed a flow cytometry assay to quantitatively measure JAK-mediated phosphorylation of STAT1 at Tyr701 (p-STAT1) after LPS stimulation, in the absence or presence of each individual inhibitor (Fig. 4E). Notably, at the concentration used in our genome-wide screen (Dataset EV1) only Filgotinib and Momelotinib caused a clear and significant reduction in p-STAT1, while the others caused minimal and/or no significant changes. It is important to note that the concentration employed in the genome-wide screen and in this flow cytometry experiment corresponds to the EC_50_ determined by kinobeads assays, which provide an indirect measure of compound activity that may not be equivalent to the EC_50_ values determined in cell-based assays. At a 4-fold higher concentration (4xEC_50_), we observed inhibitory effects for all these inhibitors, with Filgotinib and Momelotinib completely abrogating STAT1 phosphorylation (Fig. 4E). Overall, while Filgotinib and Momelotinib caused quantitatively similar effects on p-STAT1, their relative positions in the 2D network graphs (Fig. 4B) as well as the complement of their effects on H3K27ac at CREs (Fig. 4C,D) were substantially different. Importantly, when considering genome-wide H3K27ac changes, which clearly exceed the sensitivity of p-STAT1 detection by flow cytometry, we consistently observed that all JAK inhibitors impaired a common set of CREs associated with IRF/STAT binding. Hence, the discrepancy in their relative positions and the differential impact on up-regulatory effects suggest that on-target effects accounted for only a fraction of the broader cellular effects induced by these inhibitors.

Impairment of the JAK-STAT signaling pathways in LPS-stimulated macrophages could be a consequence of the direct inhibition of JAK activation downstream of the IFNAR and/or be due to reduced *Ifnb1* gene induction, and then IFNB1 secretion, *via* TBK1-mediated phosphorylation of IRF3 (Sharma et al, 2003). Analysis of the RNA-seq datasets in LPS-stimulated cells showed that among the six JAKi used, Momelotinib was the only one able to reduce *Ifnb1* gene expression (Fig. 4F), suggesting that its effects on STAT1 phosphorylation (Fig. 4E) could be due to both direct effects on JAKs and to reduced *Ifnb1* expression caused by TBK1 inhibition. This possibility is consistent with previous data (Tyner et al, 2010) and partially with kinobeads measurements, in which Momelotinib was found to bind also to TBK1, albeit at a 2.5-fold higher concentration than that we used here.

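*Ifnb1* lies on chromosome 4 of mm10 from 88522025 to 88522794, on the minus strand. Its normalized value was 122 ± 71.5 (SD, n = 6) with DMSO, where 5 of the 6 samples lay between 75 and 129 and the first replicate of the second set was at 262. With Momelotinib, used at about 200 nM, it was 59.3 ± 5.13 (SD, n = 3), and the values of the 3 replicates, 55, 65 and 58, were all below those of the 6 DMSO samples. The log2 fold change was −0.87 (standard error 0.40), with an adjusted p of 0.414 from limma with Benjamini-Hochberg adjustment over all genes, and 0.215 with the replicate number as a block. Adjusted over the 58 CKIs for this gene alone, p was 0.0592 in limma. With the share of mitochondrial transcripts as a covariate together with the replicate block, a setting chosen after seeing the data, the log2 fold change was −0.91 and the adjusted p 0.0372. Over all alternatives tried for Momelotinib, replicates left out aside, the adjusted p lay between 0.0372 and 0.724. The mean with each of the other JAKi was above that with DMSO. The log2 fold change was 0.71 with Filgotinib at about 4700 nM (adjusted p = 0.196, with the block 0.120), 0.98 with Pacritinib at about 38 nM (0.186, with the block 0.0851), 0.65 with Ruxolitinib at about 4.9 nM (0.99966, with the block 0.709) and 0.39 with BMS-911543 at about 5900 nM (0.660, with the block 0.538), all from limma. With Tofacitinib at about 58 nM it was 1.45 (adjusted p = 0.0199, with the block 0.00573). Adjusted over the 58 CKIs for this gene alone, p in limma was 0.0432 with Pacritinib and 0.00289 with Tofacitinib.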

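The genes that the paper labels as dependent on the interferon receptor IFNAR in Figs. 4G, 5D and 6D number 35, of which 34 passed the filter on low values. Filgotinib lowered 22 of them (limma with Benjamini-Hochberg adjustment over all genes), or 27 with the replicate number as a block, and 28 when p was adjusted over the list alone. Momelotinib lowered 4, or 7 with the block and 12 when adjusted over the list. This count fell to 0 without the second or the third Momelotinib replicate or with only the groups compared in the fit. It was 1 against either DMSO set alone. It rose to 11 with the mitochondrial share or the GC correction together with the block, both chosen after seeing the data. Tofacitinib lowered 3 and raised 1, and with the block it lowered 3 and raised 4. BMS-911543 lowered 1. Pacritinib changed 0 by the main test, while 2384 of the 12714 genes had an unadjusted p under 0.05, and it lowered 2 with the block. Ruxolitinib changed 0 genes of any kind, while 590 genes had an unadjusted p under 0.05. Since the paper labelled these genes on the same data, the counts adjusted over the list show no stability. The median log2 fold change of the 34 genes was −1.16 with Filgotinib, −0.70 with Momelotinib, −0.48 with Ruxolitinib, −0.24 with Pacritinib, 0.03 with Tofacitinib and 0.13 with BMS-911543. With Ruxolitinib 29 of the 34 genes were below 0, and with Pacritinib 23. A list of 71 common interferon-stimulated genes was fixed beforehand. Of these, Filgotinib lowered 30, or 40 with the block, and Momelotinib lowered 6, or 13 with the block. Tofacitinib lowered 5 and raised 1.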

Inspection of the RNA-seq data revealed that, despite their distinct potencies, all JAK inhibitors influenced IFN-regulated genes, consistent with their intended mechanism of action. However, these IFN-regulated genes constituted a minority of the differentially expressed genes (DEGs), and the overlaps of the effects of the JAK inhibitors were limited, a pattern in line with the genome-wide H3K27ac changes. 

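Filgotinib changed 2637 genes, of which 776 were higher and 1861 lower, and 37 of the 2637 (1.40%, 95% Wilson interval 1.02 to 1.93) belonged to the 86 genes of both interferon lists taken together, 85 of which passed the filter on low values. With the replicate number as a block, 50 of 3809 DEGs (1.31%) did. For Momelotinib 6 of 100 DEGs were in the lists (6%, Wilson interval 2.78 to 12.5), or 14 DEGs (6.19%) with the block. For Tofacitinib it was 7 of 1256 (0.557%, Wilson interval 0.270 to 1.15), or 14 of 3044 (0.460%) with the block. For BMS-911543 it was 1 of 1087 (0.0920%, Wilson interval 0.0162 to 0.519), or 0.0633% with the block, and for Pacritinib 0 of 22, where the interval reaches up to 14.9%, or 3 of 426 (0.704%) with the block. DEGs are not independent of each other, so the intervals cover counting error only. With 85 list genes tested, no more than 85 of the DEGs of a CKI could be in the lists, so for the CKIs with many DEGs the length of the lists alone keeps these shares low. The number of DEGs depended on the processing more for some JAKi than for others. That of Pacritinib rose from 22 to 426 with the block, and with the samples scaled again by the median of ratios it was 39, of which 17 were higher and 22 lower, against 15 and 7 as deposited. Under the same scaling, Filgotinib changed 1152 genes upwards and 1650 downwards. All calls were made by limma with Benjamini-Hochberg adjustment.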

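A score of IFNAR-dependent genes was taken as the mean log2(normalized value + 1) of all 35 labelled genes in each sample, including the gene that did not pass the filter on low values. It was 9.78 ± 0.50 (SD, n = 6) with DMSO and 8.67 ± 0.29 (SD, n = 3) with Filgotinib, and all 3 Filgotinib samples were below all 6 DMSO samples. The difference of −1.11 had p = 0.0238 in a two-sided exact permutation test over the 84 splits of the 9 samples, and p = 0.155 after Benjamini-Hochberg adjustment over the 13 CKIs tested. With splits made only within replicate numbers, as a block, p was 0.0370 in the exact test over 27 splits, the smallest that this design allows, and 0.120 after adjustment. Momelotinib gave a score of 9.12 ± 0.41 (SD, n = 3), a difference of −0.66 (exact permutation test, p = 0.107, adjusted p = 0.3405). Within replicate numbers its p was 0.0370 and 0.120 after adjustment, as with Filgotinib. The difference was −0.40 with Ruxolitinib (exact permutation test, p = 0.238), −0.15 with Pacritinib (p = 0.655), 0.02 with BMS-911543 (p = 0.964) and 0.03 with Tofacitinib (p = 0.976). Within replicate numbers the exact test gave p = 0.111 with Ruxolitinib, 0.519 with Pacritinib and 0.963 with Tofacitinib. The spread of the DMSO samples includes a difference between replicate numbers, with the third replicates of both sets below the others. The paper labelled the scored genes on these same data, so these p-values do not rest on an independent list. Over the 71 common interferon-stimulated genes, fixed beforehand, the same score differed by −0.74 with Filgotinib (exact permutation test, p = 0.0595) and by −0.58 with Momelotinib (p = 0.107).

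**Figure D1:**
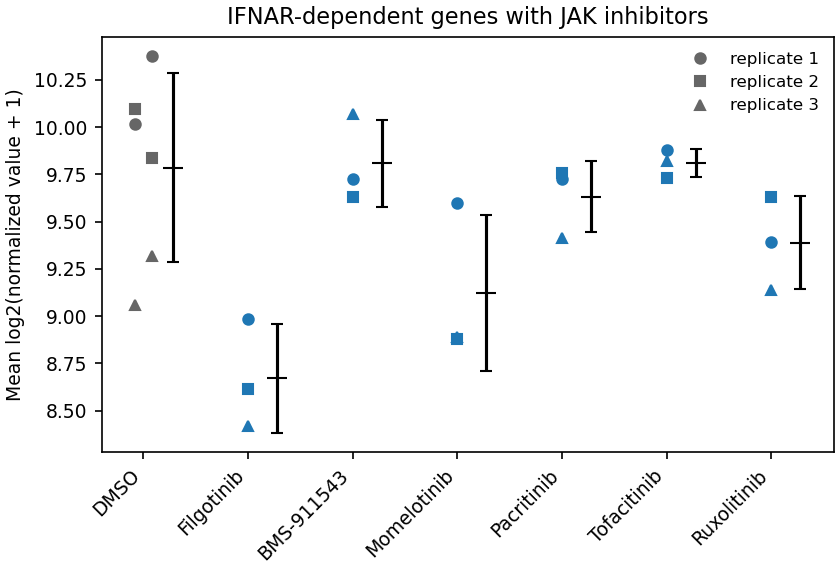
Mean log2(normalized value + 1) of the 35 labelled IFNAR-dependent genes in each sample treated with DMSO or with a JAKi, with the marker giving the replicate number and the bars the mean ± SD (n = 6 for DMSO, n = 3 for each JAKi). The vertical axis does not start at 0. The Filgotinib samples lie between 8.42 and 8.98, below the lowest DMSO sample at 9.06.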

Consistent with the p-STAT1 data (Fig. 4E), Filgotinib was the JAKi causing the greatest impairment of IFN-stimulated genes (Fig. 4G). Nevertheless, coherently with the 2D network based on H3K27ac changes (Fig. 4B), the six JAKi displayed little correlation at the transcriptional level, with the exception of BMS-911543 and Filgotinib, which shared an extensive set of differentially regulated genes, most of them being, however, not regulated by IFNβ (Fig. 4G; Appendix Fig. S7A). 

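Across the 12714 genes, which are not independent replicates, the Spearman correlation of the log2 fold changes of BMS-911543 and Filgotinib was 0.55. The pairs of the 6 JAKi ran from 0.33 for BMS-911543 and Momelotinib to 0.78 for Pacritinib and Tofacitinib, and Filgotinib and Tofacitinib reached 0.67. The median over the 1653 pairs of all 58 CKIs was 0.50. All these fold changes share the DMSO samples. With each CKI of a pair set against a different DMSO set, the correlation was 0.45 for BMS-911543 and Filgotinib, and it ran from 0.17 for BMS-911543 and Momelotinib to 0.65 for Pacritinib and Tofacitinib, against a median of 0.33 over all pairs. With the share of mitochondrial transcripts as a covariate together with the replicate block, chosen after seeing the data, it was 0.446 for BMS-911543 and Filgotinib and 0.479 for Pacritinib and Tofacitinib, and the pairs ran from 0.112 for BMS-911543 and Pacritinib to 0.648 for Momelotinib and Tofacitinib. Between single replicates with the same number, the values were 0.443, 0.757 and 0.430 for the first of these pairs and 0.490, 0.865 and 0.395 for the second, while the highest between the third replicates was 0.656 for Tofacitinib and Ruxolitinib. BMS-911543 and Filgotinib shared 509 lower DEGs (two-sided Fisher's exact test over the 12714 genes, p = 7.99e-174) and 26 higher DEGs (p = 1.70e-16), which is 49.2% of the DEGs of BMS-911543, while 9 genes changed in opposite directions. The shared comparison with the same DMSO samples also raises this overlap. With the replicate number as a block they shared 784 lower and 103 higher DEGs. Of the 535 shared DEGs, 0 belonged to the interferon lists.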

H3K27ac and RNA-seq data for representative genes are shown in Fig. 4H, with *Nfkbia* representing a canonical NF-kB-regulated gene, *Rsad2* and *Cmpk2* two IFN-stimulated genes and *Ogfr* an LPS-induced but IFN-independent gene.

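*Nfkbia*, on chromosome 12 from 55489409 to 55492647 (mm10, minus strand), had a normalized value of 37032 ± 3757 (SD, n = 6) with DMSO. Its log2 fold change lay between −0.23 with Pacritinib (standard error 0.09, adjusted p = 0.178, with the replicate block 0.0652) and 0.09 with Filgotinib (adjusted p = 0.531, with the block 0.430), and none of the 6 JAKi changed it by limma with Benjamini-Hochberg adjustment, with or without the block. Other fits called it in some cases. Without the third Pacritinib replicate it fell by 0.34 with Pacritinib (adjusted p = 0.0232). In 2 fits chosen after seeing the data, it fell with Pacritinib (−0.33, adjusted p = 0.0235) and Tofacitinib (−0.31, adjusted p = 0.0183) after a correction for GC content with the block, and rose with Filgotinib (0.17, adjusted p = 0.0468) with the share of mitochondrial transcripts as a covariate and the block. *Rsad2*, on chromosome 12 from 26442743 to 26456452 (minus strand), had a value of 29162 ± 7602 (SD, n = 6) with DMSO. It fell to 12771 ± 2235 (SD, n = 3) with Filgotinib, a log2 fold change of −1.16 (standard error 0.29, adjusted p = 0.00148, with the block 0.000224), and to 11445 ± 3472 (SD, n = 3) with Momelotinib, a log2 fold change of −1.34 (adjusted p = 0.00358, with the block 0.000383), which did not pass with only the groups compared in the fit (adjusted p = 0.0804) or in 2 of the 9 fits that each left out one replicate. With BMS-911543 it changed by −0.02 (adjusted p = 0.985), and this sign was not kept under every alternative. *Cmpk2*, its neighbour from 26469215 to 26479837 on the plus strand, had a log2 fold change of −1.61 with Filgotinib (standard error 0.39, adjusted p = 0.000912, with the block 0.000573), −1.54 with Momelotinib (adjusted p = 0.0221, with the block 0.0141) and −1.13 with Tofacitinib (adjusted p = 0.0473, with the block 0.0268). The fall with Momelotinib did not pass the threshold against the first (adjusted p = 0.164) or the second (0.0879) DMSO set alone or with only the groups compared in the fit (0.163). The fall with Tofacitinib did not pass in these 3 settings either (0.137, 0.107 and 0.0955), nor without the filter on low values (0.0871) or with the mitochondrial share and the block (−0.79, adjusted p = 0.333). Of the 9 fits that each left out one replicate, 4 did not pass with Momelotinib and 5 with Tofacitinib. The DMSO samples themselves varied, at 17448.5 ± 10092.5 (SD, n = 6). *Ogfr*, on chromosome 2 from 180589407 to 180595837 (plus strand), had a value of 859 ± 266 (SD, n = 6) with DMSO, 161 ± 43.3 (SD, n = 3) with Filgotinib and 143 ± 29.3 (SD, n = 3) with BMS-911543. The log2 fold changes were −2.37 (standard error 0.38, adjusted p = 4.63e-07, with the block 2.07e-08) and −2.53 (adjusted p = 1.56e-07, with the block 3.04e-09). With Momelotinib, Pacritinib, Tofacitinib and Ruxolitinib the adjusted p for *Ogfr* was 0.511 or more.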

Overall, these data indicate that each JAKi induced highly specific epigenomic and transcriptional effects. Therefore, every JAKi is a unique molecule with a distinct spectrum of regulatory effects. Moreover, off-target effects played a prominent role in shaping the observed regulatory changes even though the JAK inhibitors were used at lower concentrations than those required to fully inhibit their intended targets. Hence, the high granularity of genome-wide H3K27ac changes allowed us to identify both JAK-dependent targets affected by all inhibitors and a multitude of off-targets specific to each inhibitor, again highlighting the polypharmacological nature of these compounds as the main confounder of the measured effects.

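The genes with the largest changes were in part shared and in part different between the JAKi. They were taken among the DEGs whose 3 CKI samples all lay beyond the 6 DMSO samples, and their adjusted p-values are from limma with Benjamini-Hochberg adjustment. With Filgotinib the largest rise was that of *Id1* (log2 fold change 2.65, adjusted p = 4.96e-06, with the replicate block 2.14e-08), followed by *Clk1* (2.23) and *Crebzf* (2.06). Its largest falls were those of *Socs1* (−3.05, adjusted p = 9.70e-06, with the block 6.05e-07), *Amotl2* (−3.03) and *Iigp1* (−2.99). *Socs1*, on chromosome 16 from 10783808 to 10785536 (mm10, minus strand), was also the gene that fell most with BMS-911543 (−3.82, adjusted p = 6.56e-08, with the block 1.03e-09), followed by *Dusp1* (−3.65) and *Scand1* (−3.55). The largest rise with BMS-911543, that of *Angptl4*, was 1.20 (adjusted p = 0.00659, with the block 0.00489). With Momelotinib *Ttc14* (2.11), *Pim3* (1.89) and *Cxcl1* (1.35, adjusted p = 4.04e-07, with the block 1.39e-07) rose most, and *Serpina3f* (−2.44), *Amotl2* (−2.27) and *F3* (−2.27) fell most. With Tofacitinib the largest rises were those of *Ccl17* (2.03, adjusted p = 0.0303, with the block 0.0108), *Tspan33* (2.00) and *Adm* (1.88), and the largest falls those of *Amotl2* (−2.61), *Hhex* (−1.39) and *Mfsd9* (−1.36). With Pacritinib *F3* fell by 1.32 (adjusted p = 0.0459, with the block 0.0176). When the share of mitochondrial transcripts entered as a covariate together with the replicate block, a setting chosen after seeing the data, 3 of these changes no longer passed, namely the rises of *Ccl17* (1.13, adjusted p = 0.279) and *Adm* (1.21, adjusted p = 0.0817) with Tofacitinib and the fall of *F3* with Pacritinib (−1.13, adjusted p = 0.167). From the specific sets of genes and CREs, the paper concludes that each JAKi has its own epigenomic and transcriptional effects.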

### Unexpected effects of CKIs on the IFNβ-regulated gene expression program

*Ifnb1* gene induction is the driver of a large share of the secondary effects caused by LPS stimulation of macrophages and is controlled by a complex and highly orchestrated combination of TFs. The observation that *Ifnb1* gene induction was impaired by Momelotinib prompted us to assess whether any other CKI could impact its regulation (Fig. 5A). Unexpectedly, several inhibitors led to the upregulation of *Ifnb1*, including the PI3K inhibitors Omipalisib and BGT-226, the HER2/ErbB2 inhibitors Mubritinib and Lapatinib, the IKBKB inhibitor IMD-0354, the multi-kinase inhibitor Lenvatinib and the JAK inhibitor Tofacitinib (Fig. 5A). 

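With Omipalisib, at about 3000 nM, the normalized value of *Ifnb1* was 1553 ± 756 (SD, n = 3), a log2 fold change of 3.67 (standard error 0.40, adjusted p = 1.37e-13 from limma with Benjamini-Hochberg adjustment, with the replicate block 4.44e-16). With Mubritinib, at about 1800 nM, it was 1225 ± 706 (SD, n = 3), a log2 fold change of 3.23 (adjusted p = 1.27e-09, with the block 5.52e-12). The third replicate was the lowest with both, at 726 and 412. IMD-0354, at about 1500 nM, gave 422 ± 167 (SD, n = 3) and a log2 fold change of 1.87 (adjusted p = 0.0041, with the block 0.000466). Lapatinib, at about 51 nM, gave 372 ± 47.8 (SD, n = 3) and 1.75 (adjusted p = 0.00529, with the block 0.000412). BGT-226, at about 250 nM, gave 453 ± 360 (SD, n = 3) and 1.68 (adjusted p = 0.000401, with the block 5.64e-05), with replicates at 845, 378 and 137. The last lies within the range of all DMSO samples, but above the third DMSO replicates, at 75 and 86. Lenvatinib, at about 11 nM, gave 330.0 ± 71.0 (SD, n = 3) and 1.56 (adjusted p = 0.0215, with the block 0.00591). The value with Tofacitinib was 306 ± 66.0 (SD, n = 3), and the third replicate, at 230, was also within the range of all DMSO samples and above the third DMSO replicates. With the share of mitochondrial transcripts as a covariate together with the replicate block, a setting chosen after seeing the data, the log2 fold change was 0.96 with Lapatinib (adjusted p = 0.0484), 0.76 with Lenvatinib (adjusted p = 0.280) and 0.75 with Tofacitinib (adjusted p = 0.189), while it was 3.24 with Omipalisib, 2.92 with Mubritinib, 1.53 with IMD-0354 and 1.41 with BGT-226.

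**Figure D2:**
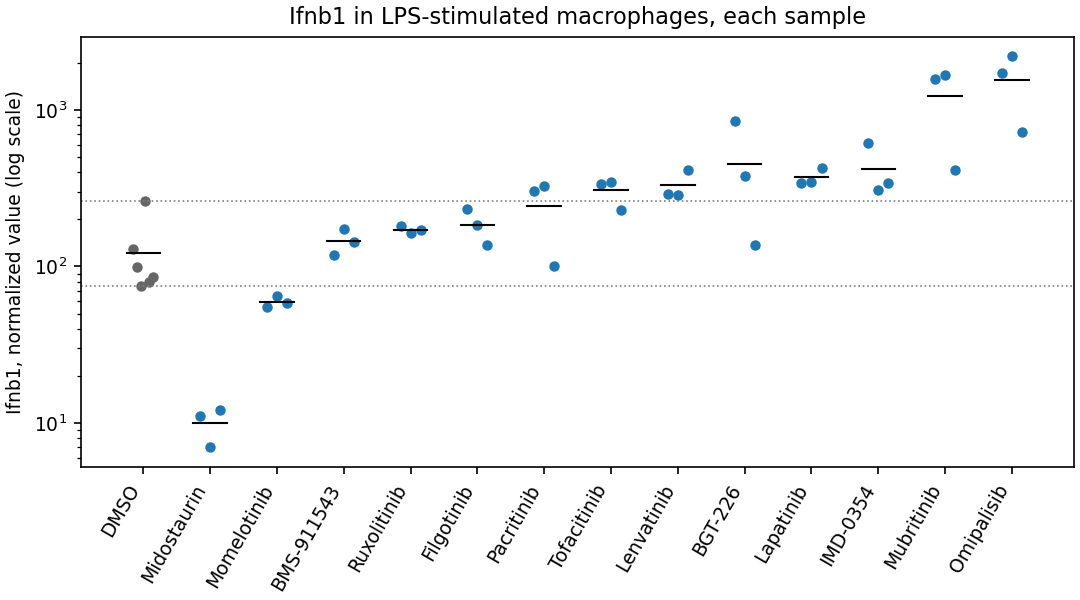
Normalized value of *Ifnb1* on a log scale in each sample treated with DMSO or with 1 of the 13 CKIs discussed for *Ifnb1* or as JAKi; each dot is a sample, the bars are means (n = 6 for DMSO, n = 3 for each CKI) and the dotted lines are the lowest and highest DMSO samples. All 3 samples lie above the highest DMSO sample, at 262, with Lenvatinib, Lapatinib, IMD-0354, Mubritinib and Omipalisib, and 2 of 3 with Tofacitinib, Pacritinib and BGT-226.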

Notably, these CKIs did not form a coherent cluster in the LPS and the IL-4 network graphs, indicating otherwise largely divergent epigenomic effects (Fig. 5B). We first evaluated whether the increased *Ifnb1* gene expression caused by these CKIs was due to the increased activity of the TBK1/IRF3 pathway. To this aim we determined if the CREs showing H3K27ac gain in response to treatment with these CKIs were bound by IRF3 (Fig. 5C). IRF3 was found to bind CREs at which H3K27ac was induced by BGT-226, Lapatinib and Tofacitinib (Fig. 5C), suggesting that the increased induction of the *Ifnb1* gene by these CKIs may relate to TBK1 hyper-activation. Moreover, all these three CKIs caused an increase in H3K27ac in basal (non-LPS-stimulated) macrophages at CREs bound by both ATF2 and JUN. 

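BGT-226 raised 3060 genes and lowered 803, Lapatinib raised 2295 and lowered 669, and Tofacitinib raised 1147 and lowered 109 (limma with Benjamini-Hochberg adjustment). With the replicate number as a block, BGT-226 raised 3688 and lowered 1268, Lapatinib 3134 and 1487, and Tofacitinib 2645 and 399. In the values as deposited, the median log2 fold change of all genes was 0.21 with BGT-226, 0.11 with Lapatinib and 0.17 with Tofacitinib. When the samples were scaled again by the median of ratios, these medians moved to 0.01, 0.00 and 0.01, and the higher and lower DEGs numbered 2000 and 1948 with BGT-226, 1529 and 1409 with Lapatinib, and 167 and 328 with Tofacitinib. With the share of mitochondrial transcripts as a covariate together with the replicate block, a setting chosen after seeing the data, BGT-226 raised 3641 and lowered 1307 genes, Lapatinib raised 47 and lowered 167, and Tofacitinib raised 60 and lowered 16. Among the 34 IFNAR-dependent genes, BGT-226 raised 9 and lowered 1, or 11 and 1 with the block. Lapatinib raised 6 of them, or 14 with the block, and lowered 0, while 4914 of all genes had an unadjusted p under 0.05. Of the 71 common interferon-stimulated genes, Lapatinib raised 19, or 34 with the block, and BGT-226 raised 5 and lowered 1, or 8 and 1 with the block. With the mitochondrial share and the block, Lapatinib raised 1 of the IFNAR-dependent and 1 of the common interferon-stimulated genes, whereas BGT-226 raised 10 and 9 and lowered 1 and 1. The score of IFNAR-dependent genes exceeded that of DMSO by 0.39 with BGT-226 (two-sided exact permutation test, p = 0.286) and by 0.51 with Lapatinib (p = 0.131, with splits within replicate numbers 0.0741). Among the 39 LPS-induced genes that the paper labels as IFNAR-independent, BGT-226 raised 17 and lowered 10, Lapatinib raised 9 and lowered 5, and Tofacitinib raised 9 and lowered 0, where 3960 of all genes had an unadjusted p under 0.05. In the fit with the mitochondrial share and the block, BGT-226 raised 18 of these 39 genes and lowered 10. Lapatinib then raised 1 and lowered 0, and Tofacitinib raised 3 and lowered 0. The mean log2 value of these genes rose by 0.34 with Tofacitinib (exact permutation test, p = 0.0595), by 0.31 with BGT-226 (p = 0.119) and by 0.28 with Lapatinib (p = 0.119). *Rhov* rose most with BGT-226 (log2 fold change 5.83, adjusted p = 6.96e-15), followed by *Rgs1* (5.59) and *Cxcr4* (4.84). With Lapatinib *Rangrf* (2.27), the mitochondrial *mt-Rnr1* (2.17, or 0.32 with the mitochondrial share and the block) and *Ly6a* (2.14) rose most, and *Ogfr* fell most (−1.98, adjusted p = 0.000983, with the block 3.21e-05).

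**Figure D3:**
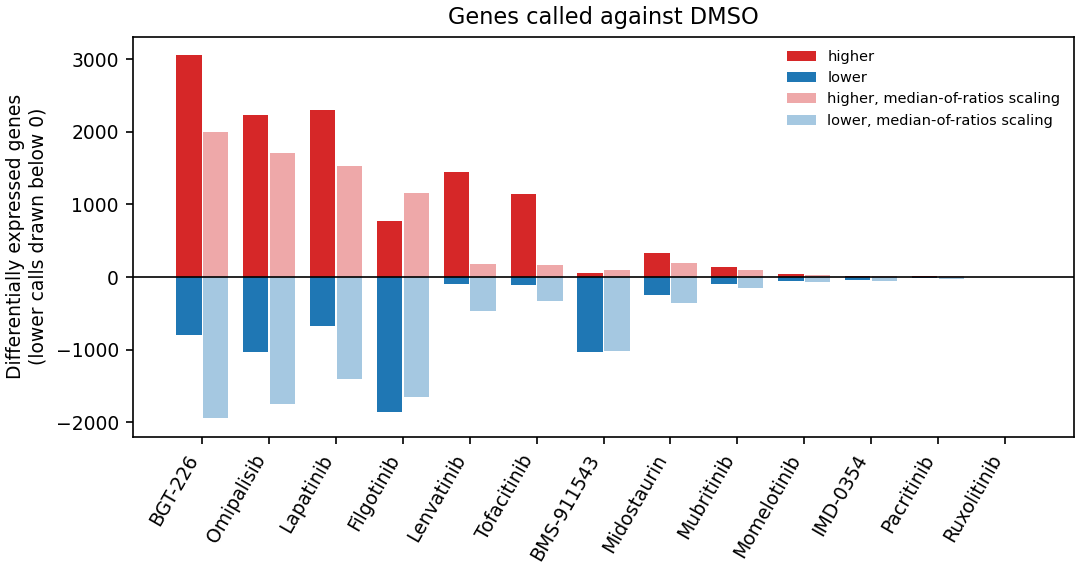
Number of DEGs against DMSO with each of the 13 CKIs discussed for *Ifnb1* or as JAKi, with higher genes above 0 and lower genes below 0; full colours are the values as deposited and pale colours the values scaled again by the median of ratios. The share of higher genes moved from 79.2% to 50.7% with BGT-226, from 77.4% to 52.0% with Lapatinib and from 91.3% to 33.7% with Tofacitinib.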

Notably, based on RNA-seq data, all these three inhibitors caused pervasive upregulation of gene expression that also included the super-induction of IFNβ-regulated genes (Fig. 5D) and other groups of immune response genes (Fig. 5E).

**Figure 5:**
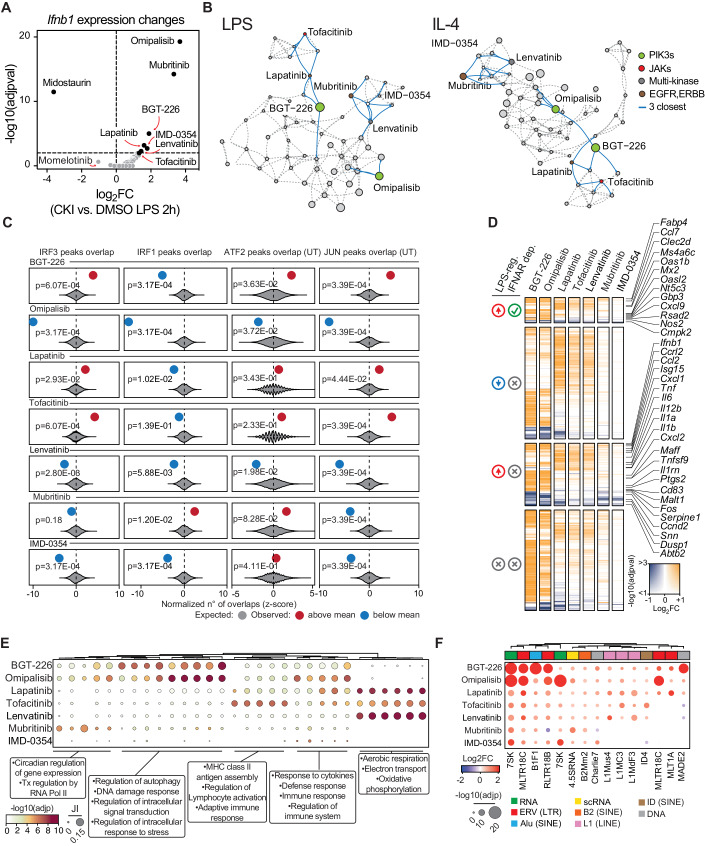
Mechanistic deconvolution of CKIs enhancing Ifnb1 gene expression. (**A**) Volcano plot of *Ifnb1* gene expression as in Fig. 4F, reporting *Ifnb1* Log_2_FC (x-axis) and −Log_10_(adjpval, computed as for DESeq2, i.e Wald test of the negative binomial model coefficients) for all the 58 inhibitors used. (**B**) The positions within the LPS and IL-4 networks of any CKI enhancing *Ifnb1* gene expression are highlighted together with the three closest connections (blue lines). (**C**) Bootstrap randomization test reporting the expected normalized number of overlaps by random (gray violin) between sampled CREs and IRF3, IRF1, ATF2, and JUN peaks. The observed normalized overlaps (z-scored) are shown in red (when above) and blue (when below) the mean by random. Reported is the multiple-test corrected *p*-value computed via Bootstrap (*n* = 5000) randomization testing and corrected via Benjamini & Hochberg method. (**D**) Summary heatmap of the RNA-seq results reporting any differentially expressed genes (compared to the DMSO condition) divided from top to bottom into: LPS-induced and IFNAR-dependent genes; LPS downregulated genes; LPS-induced and IFNAR-independent genes; non-LPS-controlled genes. Log_2_FC are reported on a blue-to-orange color scale, with the opacity scaled according to the statistical significance computed by DESeq2. (**E**) Gene ontology categories significantly enriched (adjp ≤ 0.01) in genes upregulated by the indicated inhibitors. Dots are color-coded according to the −log10(adjpval) and their size is proportional to the Jaccard Index between MSigDB gene sets and the individual upregulated gene set. (**F**) Analysis of TE elements (aggregated by family) significantly upregulated following the treatment with each reported inhibitor. Dots are color-coded by the DEseq2 computed Log_2_Fold change and the size is proportional to the DEseq2 computed adjusted *p*-value (Wald test of the negative binomial model coefficients).

We next attempted to further rationalize the mechanistic bases of the observed hyper-induction of *Ifnb1*. A common mechanism underlying *Ifnb1* gene induction is the viral mimicry caused by the activation of repeat elements such as the ERVs (endogenous retroviruses), followed by the accumulation in the cytoplasm of nucleic acids (such as double-stranded RNAs) whose sensing by pattern recognition receptors triggers the activation of the TBK1-IRF3 pathway (Chen and Hur, 2022). Notably, the MEK1/2 inhibitor Trametinib was shown to be able to induce retroelement activation and *IFNB1* gene expression in pancreatic cancer cells (Cortesi et al, 2024). Therefore, we explored whether any of the seven CKIs increasing *Ifnb1* expression had an effect on the transcription of transposable elements (TEs). We used our RNA-seq dataset to determine both locus-specific and family-wise induction of TE expression. Treatment of mouse macrophages with any of the seven inhibitors resulted in the induction of numerous TEs (Fig. 5F) and in particular ERVs, which can generate double-stranded RNAs and thus activate the IFN response (Fig. 5F). While this analysis does not pinpoint the specific mediators responsible for the upregulation of the repeat elements, it suggests that deregulated expression may underlie *Ifnb1* induction in response to specific CKIs and highlights the potential for our approach to identify off-target effects that may give rise to unexpected phenotypic outcomes.

In addition to the CKIs leading to the upregulation of the *Ifnb1* gene, Midostaurin (commercially known as Rydapt or Tauritmo) and to a lesser extent Momelotinib, both had a negative impact on *Infb1* induction (Fig. 5A). 

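With Midostaurin, used at about 190 nM, the normalized value of *Ifnb1* was 10 ± 2.65 (SD, n = 3), with the replicates at 11, 7 and 12. The log2 fold change was −3.36 (standard error 0.40, adjusted p = 1.12e-10 from limma with Benjamini-Hochberg adjustment, with the replicate number as a block 5.71e-13). All 3 Midostaurin samples were below all 6 DMSO samples and below all 3 Momelotinib samples. The difference between Midostaurin and Momelotinib itself was not tested.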

Inspection of the 2D LPS network graph highlighted that Momelotinib was indeed the closest neighbor of Midostaurin (Fig. 6A, left). This link was instead lost when considering the IL-4 network graph in which Momelotinib was placed further away from Midostaurin and instead close to Filgotinib (Fig. 6A, right).

**Figure 6:**
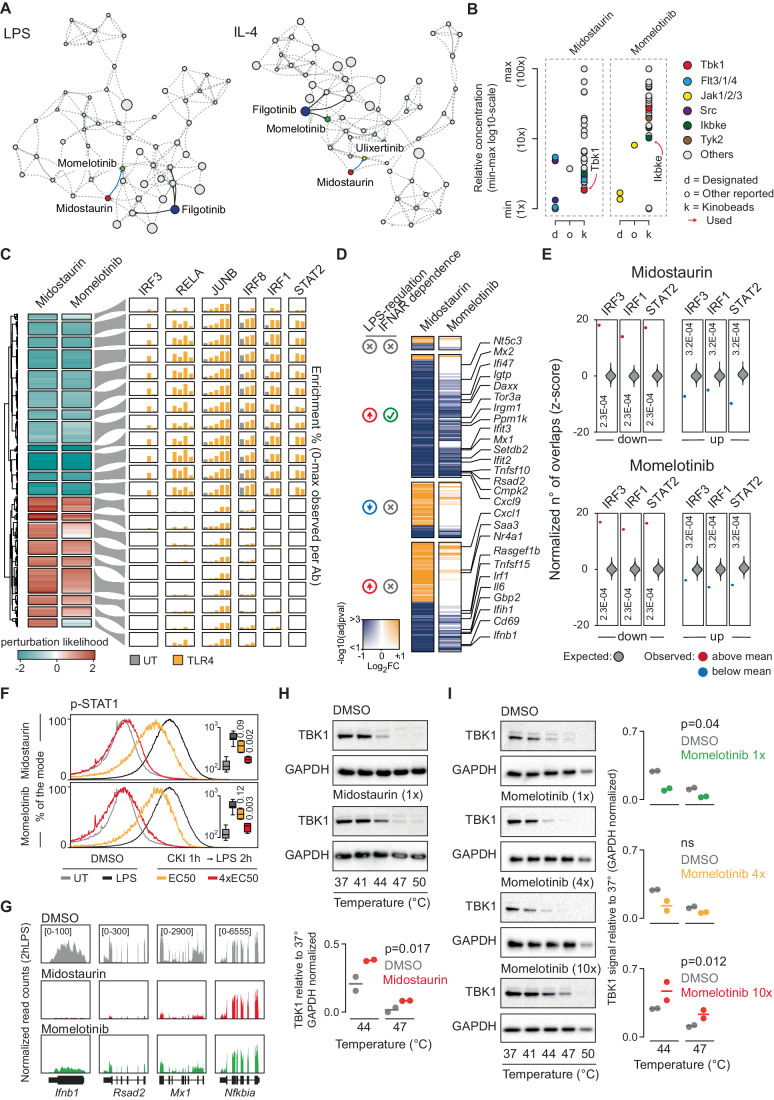
Mechanistic deconvolution of CKIs reducing Ifnb1 gene expression. (**A**) Positions within the LPS and IL-4 networks of CKIs reducing *Ifnb1* expression together with the JAKi Filgotinib. The closest connection to Midostaurin is shown with a blue line, while the three closest connections to Filgotinib are shown as black lines. (**B**) Relative concentration scheme reporting min–max on a log_10_ scale. For each inhibitor concentrations for the designated target (d), the targets identified by kinobeads assays (k) and other reported targets (o) are shown. The concentration used is indicated by a red arrow. (**C**) CREs affected by either Midostaurin or Momelotinib (perturbation likelihood > 1) clustered by the perturbation likelihood for both Midostaurin and Momelotinib in LPS (left), together with the relative abundance of a selection of TFs ChIP-seq (right). (**D**) Summary heatmap of the RNA-seq results reporting any differentially expressed genes (compared to the DMSO condition), divided from top to bottom into: LPS-induced and IFNAR-dependent genes; LPS downregulated genes; LPS-induced and IFNAR-independent genes; non-LPS-controlled genes. Log_2_FC are reported on a blue-to-orange color scale, with the opacity scaled according to the statistical significance computed via DESeq2 (Wald test of the negative binomial model coefficients). (**E**) Bootstrap randomization test reporting the expected normalized number of overlaps by random (gray violin) between sampled CREs and IRF3, IRF1 and STAT2 peaks. The observed normalized overlaps between peaks of any of the three TFs and CREs down- or up-regulated by either Midostaurin (top) or Momelotinib (bottom) are shown in red when above and blue when below the mean by random. Reported is the multiple-test corrected p-value computed via Bootstrap (*n* = 5000) randomization testing and corrected via Benjamini & Hochberg method. (**F**) Histogram reporting the percentage of the mode relative to the p-STAT1 signal (Alexa Fluor 647-A) in macrophages pre-treated with DMSO or with the individual CKIs as indicated, before or after LPS stimulation (2 h). Concentrations corresponding to the EC_50_ for the intended target or 4xEC_50_ were used, as indicated. Inside individual histograms box-plots are shown reporting the mean p-STAT1 signal measured by FACS in triplicate experiments. Box-plot showing median, 25th and 75th percentiles (box), 10th and 90th percentile (whiskers). (**G**) Representative examples reporting RNA-seq data at the *Infb1*, *Rsad2*, *Mx1* and *Nfkbia* genes loci. (**H**) Representative western blots for the CETSA thermal stability assays for both GAPDH (control) and TBK1 in macrophages treated with DMSO or Midostaurin (top). The quantification of two replicate experiments is shown below reporting the normalized signal relative to 37° for the 44° and 47° conditions (below) (Two-way ANOVA test was used to evaluate significance). (**I**) Representative western blots for the CETSA thermal stability assays as in panel H, for both GAPDH (control) and TBK1 in macrophages treated with DMSO or Momelotinib at 1x, 4x, or 10x the concentration used (left). The quantification of two replicate experiments is shown below reporting the normalized signal relative to 37° for the 44° and 47° conditions (below) (Dunnett’s multiple comparison test was used to evaluate significance). Source data are available online for this figure.

Midostaurin is a multi-kinase inhibitor approved for the treatment of systemic mastocytosis and acute myeloid leukemia with FLT-3 activating mutations (Kim, 2017). Kinobeads data indicate that TBK1 was among the kinases with the highest affinity for Midostaurin, and indeed in our screening Midostaurin was used at the EC_50_ for TBK1 (Fig. 6B). On the other hand, Momelotinib, a recently approved multi-kinase inhibitor for the treatment of myelofibrosis and anemia, was used in this study at a concentration targeting IKBKE, a TBK1 paralogue (Fig. 6B). Consistent with the proximity between Midostaurin and Momelotinib in the 2D network graph, their effects on H3K27ac were extremely similar and no obvious specificities for subsets of CREs were observed (Fig. 6C). Moreover, also their effects on gene expression measured by RNA-seq were similar (Fig. 6D; Appendix Fig S7B). 

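Across the 12714 genes, which are not independent replicates, the log2 fold changes of Midostaurin and Momelotinib had a Spearman correlation of 0.68. With one CKI set against the first DMSO set and the other against the second, it was 0.46. Between single replicates with the same number, each set against the DMSO samples of that number, it was 0.59, 0.72 and 0.63. Midostaurin raised 335 genes and lowered 245, or 589 and 346 with the replicate number as a block (limma with Benjamini-Hochberg adjustment). Momelotinib raised 48 and lowered 52, or 139 and 87 with the block. Scaling the samples again by the median of ratios moved the median log2 fold change of all genes from 0.11 to 0.01 with Midostaurin and from 0.11 to 0.02 with Momelotinib. Under that scaling Midostaurin raised 198 genes and lowered 351, and Momelotinib raised 24 and lowered 74. The genes that rose most with Midostaurin were *Ddit4* (log2 fold change 3.30, adjusted p = 6.89e-06, with the block 1.42e-06), *Gpr35* (2.54) and *Tnfrsf9* (2.26).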

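Midostaurin lowered 13 of the 34 IFNAR-dependent genes and raised 0, where 2080 of all genes had an unadjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). It lowered 18 with the replicate number as a block and 20 when p was adjusted over the list alone. The median log2 fold change of the 34 genes was −0.84, and 30 of them were below 0. Of the 71 common interferon-stimulated genes Midostaurin lowered 22, or 28 with the block, and 67 were below 0. The mean log2(normalized value + 1) of the IFNAR-dependent genes was 8.80 ± 0.23 (SD, n = 3) with Midostaurin. This was 0.99 lower than with DMSO, with all 3 samples below all 6 DMSO samples. The two-sided exact permutation test gave p = 0.0238, and p = 0.155 after Benjamini-Hochberg adjustment over the 13 CKIs tested. With Momelotinib, 2 of 3 samples were below all DMSO samples, and within replicate numbers the exact test gave p = 0.0370 for both CKIs, the smallest that this design allows. The labelled genes were picked by the paper on these same data. Over the 71 common interferon-stimulated genes the same score differed by −0.81 with Midostaurin (exact permutation test, unadjusted p = 0.0357). Among the 39 LPS-induced IFNAR-independent genes, Midostaurin lowered 12 and raised 5, and Momelotinib lowered 1 and raised 2.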

Consistent with a potential inhibition of TBK1, a large number of IFN-dependent genes was impaired by both Midostaurin and Momelotinib (Fig. 6D). Moreover, IRF3 binding to the CREs downregulated by both inhibitors was highly significant (Fig. 6E), phosphorylation of STAT1 by LPS was reduced (Fig. 6F) and expression of *Ifnb1* as well as IFN-stimulated genes was almost abrogated (Fig. 6G).

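In the RNA-seq data *Rsad2* fell from the DMSO level to 3897 ± 788 (SD, n = 3) with Midostaurin, a log2 fold change of −2.88 (standard error 0.29, adjusted p = 3.34e-14 from limma with Benjamini-Hochberg adjustment, with the replicate block 6.30e-17). *Cmpk2* fell to 2209 ± 207 (SD, n = 3), a log2 fold change of −2.83 (adjusted p = 1.60e-08, with the block 1.07e-08). *Mx1*, on chromosome 16 from 97447035 to 97462906 (mm10, minus strand), had a value of 2388 ± 1159 (SD, n = 6) with DMSO and 632 ± 125 (SD, n = 3) with Midostaurin, a log2 fold change of −1.76 (standard error 0.39, adjusted p = 0.00129, with the block 0.000416). With Momelotinib *Mx1* was at 1053 ± 395 (SD, n = 3), a log2 fold change of −1.07 that did not pass the threshold (adjusted p = 0.262, with the block 0.130). *Cxcl9*, on chromosome 5 from 92321331 to 92328079 (minus strand), fell by 2.87 on the log2 scale with Midostaurin (adjusted p = 0.00354, with the block 0.000644). *Nfkbia*, shown beside these genes in Fig. 6G, changed by 0.08 with Midostaurin (adjusted p = 0.736 from limma, with the block 0.609), and this sign was not kept under every alternative. From the shared loss of *Ifnb1* and of IFN-stimulated genes, along with IRF3 binding, the paper proposes that TBK1 is inhibited by both.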

To directly assess the interaction between Midostaurin and Momelotinib with TBK1 in living cells, we performed cellular thermal shift assay (CETSA) (Martinez Molina et al, 2013) in macrophages pre-treated with Midostaurin or Momelotinib and then stimulated with LPS for 2 h. This assay is based on the biophysical principle of ligand-induced thermal stabilization of a target protein, which in principle enables the direct measurement of the engagement of cellular targets in whole cells, although effects are often complex and of difficult interpretation (Seashore-Ludlow et al, 2020). Midostaurin was able to increase TBK1 thermal stability at the EC_50_ for TBK1 (Fig. 6H), while Momelotinib had a limited if any impact at the EC_50_ for IKBKE or at 4x this concentration, while causing an increase in TBK1 thermal stability at higher concentration (10xEC_50_ for IKBKE) (Fig. 6I). This observation was consistent with kinobeads data in which Momelotinib was able to bind TBK1 at concentrations higher than those found to affect its paralog IKBKE. This observation suggests that the genome-wide strategy we established was capable of capturing relationships among CKIs that may be only partially detectable or completely undetectable using thermal stability assays. In addition, the similarities of the epigenomic effects of these two compounds when used at the EC_50_ for TBK1 and IKBKE, respectively, occurred in the absence of detectable alterations in the activation of the other main LPS-activated kinases (Appendix Fig. S7C–F).

To extend our findings, we investigated the impact of Midostaurin, Filgotinib, and Momelotinib treatments on human cells. We used the THP1 human monocyte cell line, which can be induced to differentiate into macrophage-like cells (Nascimento et al, 2022). We assessed the expression of the *IFNB1* and *RSAD2* genes, indicative of TBK1-IRF3 and JAKs-STATs signal transduction and activation, respectively, in THP1 cells treated with LPS, IFNβ or double-stranded DNA (dsDNA), which similarly to LPS induces IFNB1 *via* TBK1 (Tan et al, 2018). Consistent with observations in mouse macrophages, Midostaurin significantly reduced *IFNB1* gene expression after both LPS and dsDNA stimulation, whereas Momelotinib exhibited a weaker effect (Fig. S7G). Conversely, consistent with its specificity for JAK kinases and lack of activity on TBK1, Filgotinib did not reduce *IFNB1* gene expression at any concentration tested and regardless of the stimuli used. Furthermore, while Midostaurin, Filgotinib, and Momelotinib all impacted the dsDNA-dependent induction of the IFN-stimulated gene *RSAD2*, only the latter two compounds reduced it expression upon IFNβ stimulation as a consequence of JAK inhibition (Fig. S7H).

Overall, these data indicate that some CKIs with completely different affinity profiles in kinobeads may nevertheless have extensively similar epigenomic effects and therefore may regulate shared pathways of potential practical and therapeutic relevance.

## Discussion

Poly-pharmacology is a common and well-known property of most small molecules, including KIs approved or tested for clinical use (Ayala**-**Aguilera et al, 2022; Roskoski, 2022). Based on kinobeads assays, clinically approved KIs were found to possess specificity profiles comparable to those of molecules in early preclinical development (Klaeger et al, 2017). In particular, low specificity does not preclude clinical approval, as exemplified by Midostaurin, a broad-spectrum CKI that is approved for treatment of FLT3^+^ acute myelogenous leukemias (Levis, 2017). On the other hand, lack of detailed profiling and understanding of cellular and organismal effects of CKIs (as well as any other small molecules) contributes to their high attrition rates, approval failures, and undesired effects in patients.

Initial preclinical validation approaches for small molecules can be broadly grouped into genetic tests and activity studies. In the former, the effects of a drug on a defined readout (such as cancer cell growth or survival) is measured in the presence or absence of the intended target protein or mutation (Bhattacharjee et al, 2023; Lin et al, 2019). This kind of approach provides a stringent validation of the requirement for the intended target in the effects of a small molecule and is thus critical to define the mechanism of action of the drug. However, it does not provide a comprehensive view of the cellular effects of the small molecule, which are determined by variable combinations of on-target and off-target activities that eventually impact both clinical efficacy and toxicity.

Biochemical activity studies, including phosphoproteomics, complement genetic tests in that they can be used both to measure on-target effects of a drug (e.g., inhibition of a given enzymatic activity) and to more comprehensively characterize the consequences of cellular or organismal exposure to the small molecule under investigation. Nevertheless, despite advancements in phosphoproteomics techniques (Lee et al, 2024), predicting the scope of functional effects of kinase inhibitors in cells still remains a challenge.

CKI targets reported in current clinical annotations are often extensively discordant from those identified by in vitro binding assays, notably kinobeads, which can measure CKI affinities towards a large, yet partial fraction of the kinome. A simple assumption is that by providing an extensive annotation of binding specificities of individual CKIs, in vitro binding data should lead to a more accurate anticipation of the cellular effects of CKI treatments.

In order to determine how targets of CKIs identified by in vitro binding assays relate to cellular effects, we have used a novel strategy grounded on the in-depth deconvolution of unbiased and high-content in vivo generated datasets reporting the measurement of a chromatin modification rapidly responsive to upstream signaling. By applying this approach to a dynamic system in which a large number of signaling events is controlled by acute stimulation, we could obtain a high-resolution analysis of the effects of CKIs with reported overlapping or distinct specificities. As compared to methods based on gene expression profiling, an epigenome-centered approach provides a much higher level of granularity and resolution. Indeed, the measurement of a large number of individual elements (promoters and enhancers, which largely exceed the number of genes) in dynamic conditions, combined with knowledge of the basic grammar of *cis*-regulatory elements (namely TF binding motifs), enabled extensive data analysis, including machine-learning approaches to identify similarities among CKIs also based on the terminal effectors (namely TFs) regulated by each CKI in a specific signaling context. At the same time, however, we acknowledge that the CKI space we explored was somehow limited and we expect that the inclusion of additional inhibitors targeting more kinases (such as those induced by macrophage activation) will result in further refinement of the analysis.

The data we obtained indicate clear divergences among drugs with similar intended targets (e.g., JAKi), with off-target effects that in general exceeded those that could be unambiguously assigned to the inhibition of the intended target, to the point that the spectrum of effects caused by each molecule was unique. Divergences from the expected results can likely arise from the incomplete knowledge of the targets of the kinases inhibited in vivo at the concentration used in the assay, but also from limitations of the in vitro profiling assays used to measure CKI specificity. A basic tenet of pharmacology is that in vitro binding affinities of small molecules to targets correlate with effects observed in cells, a notion that also applies to kinase inhibitors (Knight and Shokat, 2005). Indeed, kinobeads data were consistent with some otherwise unexpected effects of selected CKIs. For instance, the strong binding of the broad-spectrum CKI Midostaurin to TBK1, the main IRF3-activating kinase (Klaeger et al, 2017) accounted for its inhibitory effects on *Ifnb1* gene induction by LPS. Similarly, binding of the JAKi Momelotinib to TBK1 explained its similarity to Midostaurin in our analysis.

Other effects, however, were difficult to reconcile with in vitro binding data. For instance, the FDA approved JAKi Filgotinib, which was among the strongest inhibitors of STAT1 phosphorylation and IFN-mediated gene expression in our system, was not found to bind to any JAK family member in kinobeads data. Along the same line, Tofacitinib, a JAKi preferentially targeting JAK3, was found to inhibit STAT1 phosphorylation and Interferon-regulated genes in our system, yet it was not reported to bind any JAK family member in kinobeads-based assays (Klaeger et al, 2017).

Therefore, while a systematic assessment of in vitro binding affinities of CKIs is a requirement to describe the intrinsic ability of each molecule to interact with different components of the kinome, it does not suffice to predict the extent of cellular perturbations caused by individual inhibitors.

Clearly, our approach is not suitable for the initial screening of large libraries of compounds but instead it can be applied to CKIs that have already advanced in the preclinical pipeline in order to determine the scope of their effects in living cells, as well as the similarities and differences among related molecules in a compound series. For instance, this approach would be most suitable to determine the extent of on- vs. off-target effects of molecules with similar activity towards the same kinase(s), particularly in combination with genetic approaches consisting in the measurement of CKI effects upon ablation of the intended target.

We anticipate that by further expanding the epigenomic datasets generated with multiple CKIs in different cell types and signaling contexts, and by integrating them with preclinical and clinical data on efficacy and side effects of CKIs, it will be possible to contribute to predict clinical outcomes of CKIs. Ultimately, this could aid in selecting molecules for further advancement into clinical trials.

## Methods

No statistical methods were used to predetermine sample size. Experiments were not randomized, and investigators were not blinded to allocation during the experiments or outcome assessment.

### Cell culture and reagents

Bone marrow isolation from male mice (age 6–8 wk, C57/BL6 strain from Charles River) was performed in accordance with Italian law (D.lgs. 26/2014), which enforces Directive 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of September 22, 2010, on the protection of animals used for scientific purposes). All animal procedures were approved by the Italian Ministry of Health (346/2017-PR, notification 75DA4.N.SXD). Mice were housed under specific pathogen-free (SPF) conditions at the Cogentech Mouse Genetics facility in Milan, Italy, in individually ventilated cages (Tecniplast, Buguggiate, VA, Italy) with a 12-h light/dark cycle; food and water were provided ad libitum. Bone marrow-derived macrophages (BMDMs) were generated as described (Comoglio et al, 2019). BMDMs were treated with 10 ng/ml lipopolysaccharide from E. coli serotype EH100(Ra) (Alexis cat. ALX-581-010-L002) or 10 ng/ml IL-4 (Bio-techne cat. 404-ML), DMSO or kinase inhibitors as listed in Dataset EV1. THP-1 cells (from ATCC code RRID:CVCL_0006) were cultured in RPMI 1640 supplemented with 10% North American serum, 1% pen/strep (Sigma P4333). Cell lines were authenticated by the Tissue Culture Facility of the European Institute of Oncology using the GenePrint10 system (Promega) and routinely screened for mycoplasma contamination. THP-1 monocytes were differentiated into macrophages by 24 h incubation with 10 ng/ml phorbol 12-myristate 13-acetate (PMA, Merck, P1585) followed by 48 h incubation in THP-1 culture medium. THP-1 were treated with 100 ng/ml LPS or 1000 U/ml recombinant Human Interferon-beta 1a (Tebu Bio cat. CLCYT236-2) or dsDNA with kinase inhibitors as listed in Dataset EV1. Double-stranded DNA was prepared as previously described (Chamma et al, 2022) using the following 45 bp ssDNAs:

5’-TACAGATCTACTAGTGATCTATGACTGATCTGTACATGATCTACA,

5’-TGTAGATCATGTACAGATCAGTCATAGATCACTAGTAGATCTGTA.

Briefly, ssDNAs were annealed and its integrity verified by gel electrophoresis. dsDNA was delivered to THP-1 cells by lipofection using 2 μg of dsDNA and 2 μl of Lipofectamine RNAiMAX Transfection Reagent (ThermoFisher cat. 13778075) according to manufacturer’s instructions. Cells were harvested 6 h after transfection.

### ATAC-seq

5 × 10^4^ BMDMs were lysed in 50 µL of 10 mM Tris-HCl (pH 7.4), 10 mM MgCl_2_, and 0.1% Igepal CA-630. Nuclei were pelleted by centrifugation at 500 × *g* for 20 min at 4 °C. The nuclear pellet was resuspended in 25 µL of a 10 mM Tris-HCl (pH 8.4) and 5 mM MgCl_2_ buffer containing 1 µL of in-house produced Tn5 transposase (Picelli et al, 2014a). The reaction was incubated for 1 h at 37 °C and then stopped by adding 5 µL of cleanup buffer (900 mM NaCl, 300 mM EDTA), 2 ml of 5% SDS, and 2 µL of 20 µg/µL Proteinase K (Merck cat. P2308) and incubating the reaction for 30 min at 40 °C. Tagmented DNA was purified using 2X AMPure XP beads (Beckman cat. A63881). Finally, 2 µL of each of 10 µM forward and reverse dual indexing primers and 1 µl of KAPA HiFi HotStart (Roche cat. 07958889001) were used in a 50 ml reaction to PCR-amplify the tagmented DNA library. Fragments shorter than 600 bp were isolated by size selection (using 0.65X Agencourt AMPure XP beads) and then purified with 1.8X Agencourt AMPure XP beads. ATAC-seq library size was assessed using the Tapestation D5000 High-Sensitivity ScreenTape (Agilent cat. 5067-5592). Libraries were sequenced on an Illumina NextSeq 500 (76 bp single-end reads).

### H3K27ac ChIP-seq

H3K27ac ChIP-seq was carried out as previously described (Esnault et al, 2014) with minor modifications in order to multiplex ~1200 samples into 96-well plate formats. Briefly, 5 × 10^6^ BMDMs were pre-treated for 1 h with either DMSO or individual kinase inhibitors (concentrations used for each inhibitor are reported in Dataset EV1) and subsequently stimulated with either LPS or IL-4 for 0.5, 1, 2, and 4 h. Cells were then fixed with 1% formaldehyde (Merck cat. 252549) for 10 min at room temperature and thereafter quenched with 125 mM Tris-HCl pH 7.6. Fixed cells were washed 3 times with PBS and harvested by scraping and collected into a conical 96-well plate. Cells were then pelleted at 4000 rpm (Allegra X-12R centrifuge Beckman coulter) for 5’ at 4 °C; nuclei were extracted in 10 mM Tris pH 8, 10 mM NaCl, 0.2% NP-40, 1 mM EDTA, supplemented with protease inhibitors; pelleted nuclei were then washed in 10 mM Tris pH 8, 10 mM NaCl, 1 mM EDTA, supplemented with protease inhibitors; nuclei were permeabilized with SDS (0.3% final concentration) and incubating the cells at 65 °C for 5 min. This step allowed us to reduce sonication cycles. The SDS was quenched with 2% Triton X-100 for 30 min at 37 °C and the nuclei were then pelleted and resuspended into 100 µl of resuspension buffer (50 mM Tris pH 8, 1% SDS, 10 mM EDTA) supplemented with protease inhibitors. Chromatin was then sheared 12 samples at a time using the Diagenode Bioruptor pico (8 cycles, each 30” on and 30” off). 5 µl of sonicated samples were reverse crosslinked and purified through QIAquick 96 PCR Purification Kit (Qiagen cat. 28181) in order to evaluate the effective shearing on a 1.5% agarose gel. Sonicated samples were diluted 1:10 in 50 mM HEPES pH 8, NaCl 150 mM, 1% Triton X-100, 0,1% Sodium deoxycholate, supplemented with protease inhibitors. Lysates were incubated overnight at 4 °C with protein G Dynabeads (Invitrogen cat. 10009D) previously coupled with 2 μg of anti H3K27ac (Abcam Cat# ab4729, RRID:AB_2118291) antibody on a thermomixer within conical 96-deep-well plates (Thermo Scientific cat. 95040452) sealed with the Nunc™ 96 Well Caps (Thermo Scientific cat. 276011). After immunoprecipitation, beads were recovered using a 96 well magnetic stand and washed 6 times with RIPA buffer (50 mM Hepes pH 8, NaCl 150 mM, 1% Triton-X, 0.1% Na-deoxycholate, 0.1% SDS, 1 mM EDTA, supplemented with protease inhibitor cocktail), 4 times with a modified RIPA buffer containing LiCl (10 mM Tris pH 8, 0.25 M LiCl, 1 mM EDTA, 0.5% NP-40, 0.5% Na deoxycholate) and once in TE (10 mM Tris pH 8.0, 1 mM EDTA, 50 mM NaCl). Immunoprecipitated chromatin was eluted and cross-links reverted overnight at 65 °C. DNA was purified with QIAquick 96 PCR Purification Kit (Qiagen cat. 28181) and then quantified with Quanti-Fluor (Promega cat. E2670). Quality of individual ChIP samples was evaluated by qPCR using primers for the amplification of 3 distinct genomic loci: a negative control region to measure overall noise (chr12:94451782-94451875, Forward oligo: 5’-TTTTCCAGGCAAAGCAGATT; Reverse oligo: 5’-ATGTATGGGCACAAGCACAA), an LPS-activated CRE (chr17:17901284-17901475, Forward oligo: 5’-TGGATTTCACATCACTTCACACA; Reverse oligo: 5’-GGTCACATCTTGCCACCACT) and an IL-4-controlled CRE (chr1:40322238-40322431, Forward oligo: 5’-ATTTGCCGCTCTACCCAACA; Reverse oligo: 5’-TTGCTCAGTCAGGCAACCTC). Signal-to-noise from the real-time qPCR and the shearing size was determined in order to remove failed samples. Finally, ~600 ChIP-seq samples were selected for sequencing corresponding to a single full-time course per CKI per condition.

DNA libraries were prepared for NextSeq or Illumina NovaSeq 6000 sequencing as previously described starting from 2.5 ng of material (Austenaa et al, 2021). The purified DNA libraries were quantified with the Quantifluor reagent (Promega cat. E2670) and quality-controlled using Tapestation (Agilent) with the high-sensitivity assay D5000 (Agilent cat. 5067-5592). DNA libraries were diluted to a working concentration of 4 nM and sequenced on a NextSeq or Illumina NovaSeq 6000 platform (76-bp or 51-bp reads).

### Chromatin-associated RNAs

15 × 10^6^ BMDM were pre-treated with DMSO for 1 h and then stimulated with either LPS (10 ng/ml) or IL-4 (10 ng/ml). Samples were retrieved at 0.5, 1, 2, and 4 h post-stimulation. Chromatin-associated RNA was obtained as described (Comoglio et al, 2019). For each time point, cells were lysed for 5 min with ice-cold lysis buffer (10 ng Tris-HCl pH 7.5, 0.15% NP-40, 150 ng NaCl). The lysate was then layered on 2.5 vol of a chilled sucrose cushion (24% sucrose in lysis buffer without NP-40) and centrifuged at 13,000 rpm for 10 min at 4 °C. Nuclei were gently rinsed with ice-cold PBS/1 ng EDTA and then resuspended in 200 ml of pre-chilled glycerol buffer (20 ng Tris-HCl pH 7.9, 75 ng NaCl, 0.5 ng EDTA, 0.85 ng DTT, 0.125 ng PMSF, 50% glycerol). An equal volume of a cold nuclear lysis buffer was added (10 ng HEPES pH 7.6, 1 ng DTT, 7.5 ng MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M urea, and 1% NP-40). The tube was gently vortexed and then centrifuged at 13,000 rpm for 2 min at 4 °C. The chromatin pellet was rinsed twice with ice-cold PBS/1 mM EDTA and then dissolved in TRIzol (Invitrogen). RNase inhibitors (New England Biolabs, cat. M0307L) were added in all the buffers. Chromatin-associated RNA was purified with the Zymo Quick-RNA kit (Zymo Research, cat. R1055), according to manufacturer’s protocol. Purified RNA was used for library generation using the Smartseq2 protocol as described (Gualdrini et al, 2022) with the following modification: 5 ng of total RNA was reverse-transcribed using 1 µl of 2 mM N6 (random primers 5’-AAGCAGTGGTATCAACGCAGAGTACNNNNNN) instead of standard oligo-dT, and an LNA-containing template-switching oligo (TSO 5’-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3’). Libraries were sequenced on an Illumina NextSeq 500 platform (76-bp single-end reads).

### RNA-seq

10^6^ cells were pre-treated with DMSO or the individual kinase inhibitors for 1 h and then stimulated with LPS (10 ng/ml) for 2 h. Total RNA was extracted from three independent biological replicates using the Zymo Quick-RNA kit (Zymo Research cat. R1055) and subjected to a round of on-column DNA digestion, as per manufacturer’s protocol. PolyA-RNA-seq libraries preparation was carried out using the SMART-seq2 protocol (Picelli et al, 2014b) with minor modifications. Briefly, 5 ng of total RNA was reverse-transcribed with template switching using oligo(dT) primers and an LNA-containing template-switching oligo (TSO). The resulting cDNA was pre-amplified and purified with the AMPure XP beads (Beckman cat. A63881). 2 ng of cDNA was tagmented with in-house made Tn5 transposase (Picelli et al, 2014a). cDNA fragments generated after tagmentation were gap-repaired and enriched by PCR with 1 µL of each 10 µM forward and reverse dual indexing primers and 1 µl of KAPA HiFi HotStart (Roche cat. 07958889001). The final cDNA library was purified sequenced on an Illumina NovaSeq 6000 platform (51 bp paired-end reads).

### Flow cytometry

10^6^ BMDMs were pre-treated with DMSO or the individual kinase inhibitors for 1 h at the designed EC_50_ or 4xEC_50_ and then stimulated with LPS (10 ng/ml) for 2 h. Cells were washed twice in ice-cold PBS, gently scraped on ice and collected in a 96-well plate. Every centrifugation step was performed at 700 × *g* for 5 min at 4 °C. Cells were pelleted and fixed by resuspension in BD Cytofix™ Fixation Buffer (BD cat. 554655) and incubation at 37 °C for 10 min. Subsequently, cells were washed once in staining buffer (1% BSA in PBS) and permeabilized by resuspension in 90% methanol:PBS. After 10 min incubation on ice, cells were washed twice in staining buffer to remove all traces of methanol and then blocked with 5% bovine serum albumin (BSA) in PBS for 30 min on ice. 10^6^ cells were then stained by incubation on ice for 1 h in the dark with 5 µl of primary antibody (Alexa Fluor® 647 Mouse Anti-Stat1 pY701, Clone 4a, BD Biosciences Cat# 612597, RRID:AB_399880) diluted in 100 µl 1% BSA in PBS and then washed twice in staining buffer before resuspending them in PBS for flow cytometry acquisition. Cells were analyzed using a BD FACSCelesta™ Cell Analyzer with the High Throughput Sampler (HTS) Option. Analyses were conducted using CytoExploreR (https://dillonhammill.github.io/CytoExploreR/). Per cell signal in individual replicate experiments (*n* = 3) were min–max normalized relative to the average Alexa Fluor 647 area of the DMSO condition (signal in DMSO untreated being the minimum and the 2 h LPS the maximum). Kernel density estimate, which is a smoothed version of the histogram, shows the combined signals of all min–max scaled samples. Box-plots are used to display the variability across biological triplicate experiments of the min–max scaled mode of the Alexa Fluor 647 area.

### Cellular thermal shift assay (CETSA)

The CETSA protocol was performed as described (Martinez Molina et al, 2013). 5 × 10^6^ BMDMs were treated for 1 h with DMSO or kinase inhibitors. After incubation, cells were washed twice with ice-cold PBS and harvested by scraping in PBS supplemented with 1 mM (PMSF), a protease inhibitor cocktail (Roche cOmplete™, EDTA-free Protease Inhibitor Cocktail 4693132001), and kinase inhibitors or DMSO. Samples were pelleted at 3000 × *g* for 3’ at room temperature. Pellets were resuspended into PBS, mixed, and divided into 10 aliquots. Each aliquot was incubated at ten different temperatures (37, 41, 44, 47, 50, 52, 54, 56, 59, 63 °C) for 3 min, incubated 3 min at room temperature, and then snap-frozen. Cells were lysate by adding NaCl (final concentration 150 mM) and by performing freeze-thawing cycles. After cells lysis, samples were centrifuged at 17,000 × *g* for 1 h at 4 °C and 30 μg of the supernatants, containing the soluble fraction of the proteome at each temperature, were loaded on 10% polyacrylamide gels and analyzed by western blot. Western blot signals (analyzed with Image Lab Software, Bio-RAD) for both TBK1 and GAPDH were individually scaled relative to the 37 °C signal and thereafter TBK1 was normalized relative to the GAPDH signal. Individual graphs in figures display temperatures of up to 50 °C, at which point GAPDH remains detectable.

### Western blot

5 × 10^6^ BMDMs were treated for 1 h with DMSO or kinase inhibitors and then treated for 15 min, 30 min, 1 h or 2 h with 10 ng/ml LPS, washed once in 1X PBS and then lysed in S300 buffer (50 mM Tris-HCl pH 7.6, 0.2% Nonidet P-40 (NP-40), 300 nM NaCl, 10% glycerol) supplemented with 1 mM PMSF, protease inhibitor cocktail (Roche cOmplete™, EDTA-free Protease Inhibitor Cocktail 4693132001), and PhosSTOP tablet (Phosphate Inhibitor cocktail Tablets Roche 4906837001) and incubated on ice for 10’. The solution was cleared by centrifugation at 13,000 rpm in microfuge for 10’. Protein extracts were resolved on SDS–polyacrylamide gel, blotted onto PVDF membranes, and probed with one of the following antibodies: Phospho-Stat1 (Tyr701) (D4A7) diluted 1:1000 from stock, Cell Signaling Technology Cat# 7649, RRID:AB_10950970; Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) diluted 1:2000 from stock, Cell Signaling Technology Cat# 12638, RRID:AB_265056; TBK1/NAK diluted 1:1000 from stock, Cell Signaling Technology Cat# 3013, RRID:AB_2199749; Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) diluted 1:1000 from stock, Cell Signaling Technology Cat# 4668, RRID:AB_823588; IKBα (C-21) diluted 1:1000 from stock, Santa Cruz Biotechnology Cat# sc-371 (also sc-371-G), RRID:AB_2235952; Vinculin (7F9) diluted 1:10,000 from stock, Santa Cruz Biotechnology Cat# sc-73614, RRID:AB_1131294; GAPDH diluted 1:10,000 from stock, Abcam Cat# ab8245, RRID:AB_2107448.

### RT-qPCR

For RT-qPCR experiments, 500 ng of total RNA was reverse-transcribed with ImProm-II reverse transcription system (Promega A3800) following the manufacturer’s instructions. RT-qPCR was assembled with Fast SYBR Green master mix (Applied Biosystems 4385614) and run on a QuantStudio 6 Pro real-time PCR machine (Applied Biosystems). Analysis was done on the Thermo Fisher Cloud platform. Primers used: C1orf43_fw GGATGAAAGCTCTGGATGCC; C1orf43_rv GCTTTGCGTACACCCTTGAA; Ifnb1_fw TCCTCCAAATTGCTCTCCTGT; Ifnb1_rv TTCAATTGCCACAGGAGCTTC; Rsad2_fw TGGGTGCTTACACCTGCTG; Rsad2_rv GAAGTGATAGTTGACGCTGGTT.

### Analysis of chromatin-associated RNA-seq data

Single-end reads were mapped after adapter trimming to the mouse genome assembly mm10 (Illumina’s iGenomes reference annotation downloaded from UCSC, http://support.illumina.com/sequencing/sequencing_software/igenome.html) and the RefSeq transcript annotation (ncbiRefSeqCurated November 16, 2017) using topHat2 (TopHat v2.1.1) (Trapnell et al, 2012) with parameters ‐‐max-multihits 2 ‐‐b2-very-sensitive. Multi-mapping reads and those mapping to the ENCODE blacklist regions (https://github.com/Boyle-Lab/Blacklist) (Amemiya et al, 2019) were removed using standard samtools and bedtools operations (Bedtools v2.29.2). Per-gene read counts were retrieved using standard R/Bioconductor packages (e.g., GenomicRanges and GenomicAlignment together with the proper GFF RefSeq annotation GRCm38.p6). Sample normalization was achieved by selecting invariant genes across samples/conditions using a strategy previously described (Gualdrini et al, 2016), see https://github.com/fgualdr/GeneralNormalizer). Differentially regulated genes across time for both the LPS and IL-4 time-course were selected using ImpulseDE2 in case-only mode (Fischer et al, 2018).

### ATAC-seq data analysis

ATAC-seq samples were analyzed as previously described (Gualdrini et al, 2022). Briefly, after removal of adapter contaminations using BBDuk (https://github.com/BioInfoTools), single-end reads were trimmed with Trimmomatic (version 0.39 flags: EADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:38) (Bolger et al, 2014). Trimmed reads were then mapped to the mouse mm10 genome (Illumina’s iGenomes reference annotation downloaded from UCSC, http://support.illumina.com/sequencing/sequencing_software/igenome.html) by exploiting the mapping steps of ShortStack (Johnson et al, 2016) (https://github.com/MikeAxtell/ShortStack). Reads unmapped, failing quality, or mapping to mitochondrial chromosomes were then removed using SAMtools (version 1.9). Peak calling was performed using MACS2 (version 2.2.6; options ‐‐nomodel ‐‐extsize 146 ‐‐nolambda ‐‐keep-dup “all” ‐‐call-summits). High confident reference set of peaks was created by selecting peaks called in each sample/replicate with q-value ≤ 10^−10^ and being consistent between replicates (overlapping area of at least 50% between replicates).

### TF ChIP-seq data analysis

#### ATLAS harmonization

TFs ChIP-seq data were retrieved from the ChIP-ATLAS (https://ChIP-atlas.org) (Zou et al, 2022) and harmonized to the identified CREs from this study. Briefly, for each antibody and study (see Dataset EV4), peaks overlapping with at least one of the 59,617 CREs identified in this study and with an associated qValue ≤ 10^−10^ (computed using MACS2 according to the ChIP ATLAS description) were retained. Coverage per CRE for each TF ChIP-seq was retrieved from the deposited normalized BigWigs using the function ScoreMatrixList from the R Bioconductor packages genomation. We started from a total of ~400 samples and following several quality controls test which included number of peaks overlapping our reference ATAC-seq peaks, signal-to-noise from IGV-tracks and metaplots, we selected ~200 high-quality samples from 43 independent datasets and 34 different TFs.

### H3K27ac ChIP-seq mapping and normalization

Following adapter removal, single-end reads were first trimmed down to 51 bp read length mapped to the mouse mm10 genome using ShortStack (Johnson et al, 2016) (https://github.com/MikeAxtell/ShortStack). Read counts per sample around ATAC peaks (±700 bp from the summit) were retrieved using the R/Bioconductor packages GenomicRanges and GenomicAlignment (Lawrence et al, 2013). Sample normalization was achieved by selecting invariant peaks across samples as previously described (Gualdrini et al, 2016) (https://github.com/fgualdr/GeneralNormalizer). Briefly, we modeled the frequency distribution of the differences in read counts across samples with a Skewed-normal distribution. Peaks laying within 1σ of the best-fitted mean difference were considered as invariant and used to normalize the samples.

#### Identification and clustering of differentially regulated H3K27ac sites in LPS and IL-4-time courses

Differentially regulated H3K27ac sites across time, for both the LPS and IL-4 time-course, were selected considering the unperturbed samples (DMSO pre-treated conditions) using ImpulseDE2 (R/Bioconductor package version 3.7; R version 3.6.2, abs(Log_2_FC) > 1 and adjpval < 0.01). Density-based clustering was conducted on the matrix of read counts (considering significant signal-induced CREs) which was first centered and scaled. The UMAP algorithm (from the uwot R library see https://github.com/jlmelville/uwot) coupled to Louvain community detection (igraph R library, see https://igraph.org) was applied in order to extract macro groups/clusters in the unperturbed (DMSO) conditions.

### Multiple-factor analysis (MFA) applied to H3K27ac time course following CKI treatment

The experimental strategy adopted in this study involved the production of repeated time course under different perturbations (i.e., the individual CKIs). Given the size and complexity of the screen we aimed at selecting high-quality samples representing the full-time course per perturbation applied without replicates. Several statistical models have already been proposed to account for differential expression in the context of time series without replicates also exploiting dimensionality reduction (Albrecht et al, 2017; Spies et al, 2019; Wu and Wu, 2013). Within this study we developed a new empirical strategy to identify differentially regulated sites on the basis of pre-selected CREs significantly changing in time (see “*Identification and clustering of differentially regulated H3K27ac sites in LPS and IL-4 time course*”). We exploited the multi-table dimensionality reduction strategy “*Multiple Factor Analysis”* MFA in the sense of Escofier-Pagès (Escofier and Pagès, 2008), to simultaneously describe CREs kinetic and extract CKI-specific effects. MFA is an extension of the principal component analysis (PCA) for cases in which multiple quantitative tables are to be analyzed simultaneously (Abdi et al, 2013; Escofier and Pagès, 2008). At its core, MFA weighs the individual tables by the inverse of the first squared singular value of their PCA. By doing so, the first eigenvalue of the PCA performed on the weighted tables will be equal to 1 and therefore all the tables will play an equal role in the final representation, regardless of failed/discarded samples or outliers. Following this step, the individual weighted tables are combined and an additional non-weighted PCA is performed, which will lead to a common representation of the observations called *compromise* or *consensus*. Values on each dimension of the high-dimensional compromise space are termed *factor scores* and are mathematically equivalent to the barycenter, or averaged position, of the observations as seen by each individual data table termed *partial factor scores*. *Partial factor scores* are therefore the projection of the individual disjoint table onto the compromise space. The relative distance of the *partial factor scores* for each observation (or element in the data table, in this case the individual cis-regulatory elements selected as differentially controlled across time) is directly related to the differences among data tables.

Considering the datasets generated within this study, we structured the ~600 H3K27ac ChIP-seq samples by the stimuli used (LPS or IL-4) into 59 data tables according to the perturbation applied (the 58 individual CKIs, in addition to the DMSO, each containing the H3K27ac ChIP-seq read counts at each CRE at the various time points recorded). These tables were at first jointly normalized and standardized (i.e., centered and scaled) by CREs and subsequently the MFA algorithm applied (R-CRAN library FactoMineR version 2.7 (Lê et al, 2008). The analysis was conducted by stimuli therefore keeping the LPS and IL-4 conditions separate.

### Selection of significant MFA components

To select relevant dimensions of the compromise space, we performed over 500 random permutation and bootstrap replicates of the empirical data. In each iteration MFA was applied to the same multi-table dataset but with values permuted within columns (Camargo, 2022). Based on the bootstrap resampling and permutation a probability to observe same or greater variance by random per dimension was computed. Only those dimensions, obtained from the original data, with less than 1% chances of seen equal or greater variance by random were retained and considered for subsequent analysis (see Fig. 1D).

### Perturbation likelihood score

As mentioned above, within the MFA compromise space the *partial factor scores* are the coordinates associated to the single CREs when seen by the individual CKI and the DMSO tables. Consistent with these notions, the distance from the DMSO table for each CKI table at each CRE will reflect how different is the signal-induced change in H3K27ac signal considering all H3K27ac time points. We therefore computed the Euclidean distances from the DMSO table using the partial factor scores, as directly related to the deviation from the control condition. The Natural logarithm of the computed Euclidean distances were standardized (i.e., centered and scaled using mean and standard deviation computed by fitting a normal distribution; R-CRAN library fitdistrplus) and used to compute the complementary cumulative distribution function (CCDF, i.e., 1-CDF). While the computed probabilities will reflect the likelihood to observe by random a change relative to the DMSO condition as extreme as the one observed, it won’t reflect the type of perturbation (i.e., increase or decrease in H3K27ac signal). We therefore assessed the relationship between the −Log_10_(CCDF) and the differences across time between the DMSO and the individual CKI computed as follows:

$${DeltaZ}={\sum }_{t=0}^{{tp}}\left({{zscoreCKI}}_{t}\right)-{\sum }_{t=0}^{{tp}}\left({{zscoreDMSO}}_{t}\right)$$

Where *tp* are the individual time point: 0, 0.5, 1, 2, and 4 h (see Fig. 1E). The two values were combined to produce a sign-perturbation likelihood as:

$${signCCDF}={-\log }_{10}({CCDF})* \frac{{DeltaZ}}{{{{{{\rm{|}}}}}}{DeltaZ}{{{{{\rm{|}}}}}}}$$

This score was used to evaluate CKI proximity across the selected CREs (see below).

### Clustering CKIs on the basis of the sign-CCDF scores

In order to relate individual CKIs, we performed Principal Component Analysis (PCA) on the basis of the above computed score. Relevant components were selected by bootstrap resampling as described for the MFA compromise components. KNN was computed within the high-dimensional PCA space and used to either perform CKI hierarchical clustering (using hclust function from the R library stats and *ward.D2* method) or as a 2D igraph considering only the 3 nearest connection per CKI (see https://igraph.org).

### Frequency distribution of CKI events across time

Given the two-dimensional space defined by the first two component of the MFA compromise, which relate to the kinetic of signal-induced changes of H3K27ac at the individual CREs, we computed the frequency distribution across the theta angle defined by these two axes. Theta angles in radians, defined by each CRE in the MFA compromise, were computed with the arctangent R function atan2 and converted to 0-360 degrees.

### Standardized Jaccard index

Jaccard indexes were computed between CKI effects (divided into up and down-regulatory events). To normalize for the different sizes of each group, individual indexes were standardized by considering the mean and standard deviation of randomly permuted CREs (total iteration of 1000 resampling). This approach account for the effect size of each group and is commonly termed standardized effect size (SES) of the Jaccard index.

### Association analysis between CKI effects and TFs peaks

To evaluate the significant association between CKI effects and TF ChIP-seq peaks (retrieved from the ChIP-seq ATLAS, https://ChIP-atlas.org) (Zou et al, 2022), we performed iterative permutation testing, exploiting the permTest function of the RegionR Bioconductor library to estimate the expected mean number of overlapping CREs with selected TFs ChIP-seq peaks under analysis (see individual Figures) (Gel et al, 2016).

### XGBoost classification machine learning and SHAP feature importance

To assess whether CKI-specific signal-induced H3K27ac perturbations could be predicted as a function of H3K27ac kinetics and TF binding, we used XGBoost, a gradient boosted decision tree-based classification algorithm (Chen and Guestrin, 2016). The original features used included: H3K27ac ChIP-seq time course following LPS stimulation (in unperturbed condition); H3K27ac ChIP-seq time course following IFNβ stimulation (GSE56121); MACS2 called peaks harmonized with our ~60,000 CREs from a selection of ~200 TFs ChIP-seq performed in primary BMDM in either resting or stimulated conditions (including LPS, LipidA, KLA etc., see Dataset EV4); signal per CREs of the ~200 TF ChIP-seq performed in primary BMDM in either resting or stimulated conditions (including LPS, LipidA, KLA etc., see Dataset EV4). Given the potential redundancy in the selected features we performed dimensionality reduction to mitigate multicollinearity and therefore extract orthogonal features to be feed to the XGBoost algorithm (Chen and Guestrin, 2016). MFA was adopted to compute a lower dimensional compromise space dividing the datasets by antibody and individual study. MFA dimensions holding at least 1% of the variance were used as features to assemble XGBoost multi-class classifier models. ChIP-seq samples to MFA dimensions correlations or v-test (normally distributed criterion for categorical variables) were used to describe each component (see Fig. 3D).

Given the degree of unbalancing of the target variable to be predicted, custom weight has been computed giving overall higher importance to either up or down effects as opposed to the unaffected CREs (which compose the vast majority of the observations). Within changing observations higher weight has been given to that class holding more observations.

Briefly, the custom score was computed as follows:

Given the total number of observations (*n*_samples_), the number of unaffected (*n*_0_), the number of downregulated (*n*_*d*_) and upregulated (*n*_*u*_) CREs, we computed the weight for unaffected (*w*_0_) and affected (*w*_eff_) CREs as:

$${w}_{0}=\frac{{n}_{{{{{{{\rm{samples}}}}}}}}}{(2* {n}_{0})}\,{{{{{\rm{and}}}}}}\,{w}_{{{{{{{\rm{eff}}}}}}}}=\frac{{n}_{{{{{{{\rm{samples}}}}}}}}}{(2* ({n}_{{{{{{{\rm{samples}}}}}}}}-{n}_{0}))}$$

The weight for the affected observations was scaled relative to the number of up (*n*_*u*_) and down (*n*_*d*_) observations:

$${w}_{u}=\frac{{n}_{u}}{({n}_{d}+{n}_{u})}* {w}_{{{{{\rm{eff}}}}}};\,{w}_{d}=\frac{{n}_{d}}{({n}_{d}+{n}_{u})}* {w}_{{{{{{{\rm{eff}}}}}}}}$$

A final *w*_0_, *w*_*u*_, and *w*_*d*_ were then scaled so that their sum added up to 1:

$${w}_{{us}}=\frac{{Wu}}{({W}_{u}+{W}_{d}+{W}_{0})};\,{w}_{{ds}}=\frac{{Wd}}{({W}_{u}+{W}_{d}+{W}_{0})};\,{w}_{0s}=\frac{{W}_{0}}{({W}_{u}+{W}_{d}+{W}_{0})}$$

In this way, we would assemble models in favor of observable effects giving higher importance to the main effect observed. When the frequency of up and down regulatory effects is equal to the weight it is also equally distributed. Per observation weights were provided during the XGBoost fitting step as “sample_weights” in the “fit_params”.

The dataset comprising the ~16,500 LPS-controlled CREs was split into training and testing set with a ratio of 70% training and 30% testing, and stratified by the target variable (this was done to ensure equal representation of the sparse data to be predicted). XGboost hyperparameter tuning was achieved by running grid-search cross-validation (GridSearchCV), with a 3 by 3 repeated stratified Kfold CV and with the following settings: subsample = [0.8]; objective = [‘multi:softprob’]; colsample_bytree = [0.8]; gamma = [0.01,0.1,0.5,1,2]; reg_alpha = [0.1,0.2,0.4,0.8]; reg_lambda = [0.1,0.5,1,1.5,2]; max_depth = [3,6,9]; max_leaves = [0]; max_bin = [30, 60, 90, 150, 200, 250, 300]; learning_rate = [0.05, 0.07, 0.1]; n_estimators = [50,150,300,600]; booster = [‘gbtree’]; tree_method = [‘exact’]; n_jobs = [4]; sampling_method = [‘gradient_based’]; base_score = [0.5]; min_child_weight = [4]; default_direction = [‘learn’]; grow_policy =[‘depthwise’,‘lossguide’]. In total 9 folds cross-validations were run against 84,000 hyper parameters candidate combinations, totaling 756,000 fittings for each model. Parameter selections were evaluated on the basis of the average of recall obtained on each class (i.e., balanced accuracy). The selected models were then evaluated on the test set reporting both ROC-AUC and PR-AUC. Shapley additive explanations (SHAP) (Lundberg and Lee, 2017) is a game theoretic approach for interpreting predictions of complex models providing interpretable predictions for a test sample. To extract relative feature importance, we applied the SHAP-TreeExplainer algorithm, a SHAP based explanation method for trees enabling computation of local explanations (Lundberg et al, 2020). The mean feature importance was calculated as the average of the SHAP values magnitudes across each dataset and scaled to range between 0 and 1 in order to plot relative importance and compare the 58 independent models. To include the type of impact each feature had on each model, we computed the correlation between each feature and the corresponding SHAP value. The signs of the correlation coefficients (positive or negative) were multiplied by the computed averaged scaled SHAP values which we termed “*directional SHAP importance”* (see Fig. 3E).

Python workflow to run both XGboost classifier and SHAP feature importance is available at: https://github.com/fgualdr/MultiClassXGBOOST.

### RNA-seq data analysis

Single-end reads were mapped after adapter trimming to the mouse genome assembly mm10 (Illumina’s iGenomes reference annotation downloaded from UCSC, http://support.illumina.com/sequencing/sequencing_software/igenome.html) and the RefSeq transcript annotation (ncbiRefSeqCurated November 16, 2017) using topHat2 (TopHat v2.1.1) (Trapnell et al, 2012) with parameters ‐‐max-multihits 1 ‐‐b2-very-sensitive. Reads mapping to the ENCODE blacklist regions (https://github.com/Boyle-Lab/Blacklist) (Amemiya et al, 2019) were removed using standard Bedtools operations (Bedtools v2.29.2). Per-gene read counts were retrieved using standard R/Bioconductor packages (e.g., GenomicRanges and GenomicAlignment together with the proper GFF RefSeq annotation ncbiRefSeqCurated, November 16, 2017). Sample normalization was achieved by selecting invariant genes across samples/conditions (Gualdrini et al, 2016) similarly to the strategy applied to ChIP-seq and ATAC-seq. Differentially regulated genes were selected using DESeq2 (R/Bioconductor package version 1.26.0; R version 3.6.2) after turning off the default normalization that DESeq2 applies. Squire (Yang et al, 2019) was implemented to evaluate Transposable elements expression (Family-wide) from the RNA-seq data. Gene set enrichment analysis was conducted against the MSigDB (msigdb_v7.5.1) computing the hypergeometric enrichment and the Standardized Jaccard index.

### Supplementary information

Appendix

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Source data Fig. 6

Peer Review File

## Data Availability

The datasets and computer code produced in this study are available in the following databases: Chip-seq data: Gene Expression Omnibus: GSE219239. ATAC-seq data: Gene Expression Omnibus: GSE218966. RNA-seq data: Gene Expression Omnibus: GSE219229. Chromatin-associated RNA-seq: Gene Expression Omnibus: GSE218968. Modeling computer scripts: GitHub (https://github.com/fgualdr/CKISCREEN_analysis_2022 and https://github.com/fgualdr/MultiClassXGBOOST). ChIP-seq: BED and BigWIG files. The links and accession numbers for the 189 datasets used are listed in Dataset EV4. All these datasets were downloaded from the ChIP Atlas (https://chip-atlas.dbcls.jp/data/mm10/eachData/). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44320-024-00040-x.

# Supplementary material for: An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors
**Source:** Mol Syst Biol. 2024 May 9;20(6):626–50. doi: 10.1038/s44320-024-00040-x
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors

Francesco Gualdrini *et al.*

## Table of Contents

|                                                                                                                                                                                                    |           |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Appendix Figure S1.</b> <i>Selection of the CKIs used in the study.....</i>                                                                                                                     | <b>2</b>  |
| <b>Appendix Figure S2.</b> <i>CKIs' effects in stimulated macrophages.....</i>                                                                                                                     | <b>3</b>  |
| <b>Appendix Figure S3.</b> <i>Perturbation score calculation and evaluation of affected CREs upon LPS or IL-4 stimulation.....</i>                                                                 | <b>4</b>  |
| <b>Appendix Figure S4.</b> <i>Clustering CKIs on the basis of the perturbation likelihood score (top) and the time/genomic overlaps of CKIs' effects for the IL-4-regulated CREs (bottom).....</i> | <b>6</b>  |
| <b>Appendix Figure S5.</b> <i>Description of the transformed Features implemented in XGBoost models</i>                                                                                            | <b>8</b>  |
| <b>Appendix Figure S6.</b> <i>SHAP decision plot relative to Filgotinib and Midostaurin .....</i>                                                                                                  | <b>10</b> |
| <b>Appendix Figure S7.</b> <i>Correlation between JAK inhibitors in RNA-seq data sets and the transcriptional and signaling effects of Midostaurin and Mometinib .....</i>                         | <b>12</b> |

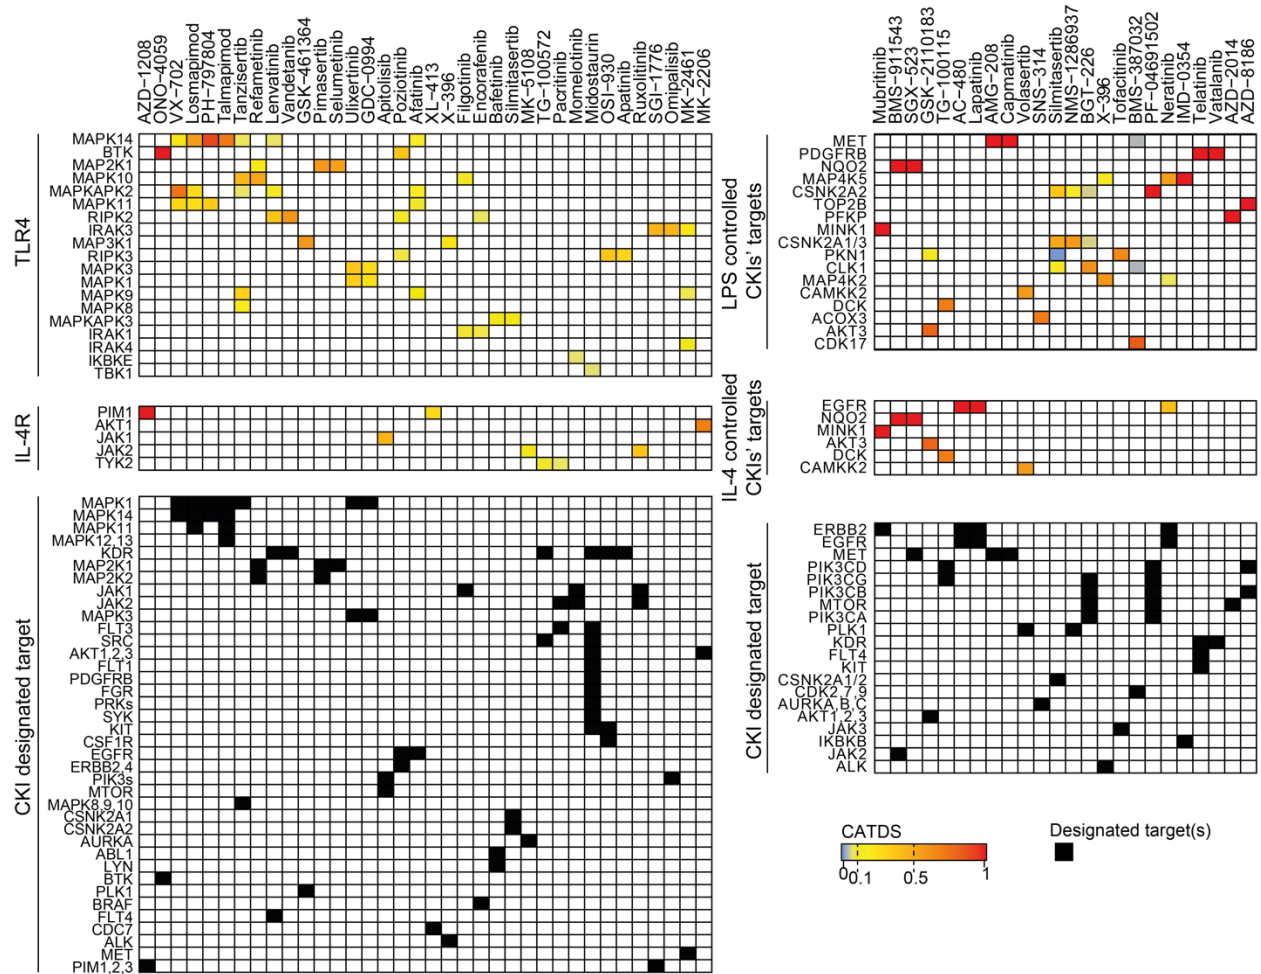

**Appendix Figure S1.** Selection of the CKIs used in the study.

Summary heatmaps showing the relationship between the 58 selected CKIs and TLR4 or IL-4 signaling components (left) or kinases transcriptionally regulated by either LPS or IL-4 (right). CATDS score as obtained from Klaeger et al. (Klaeger *et al*, 2017) are reported on a blue- to-orange scale. In single white/black color the designated targets per CKI are reported.

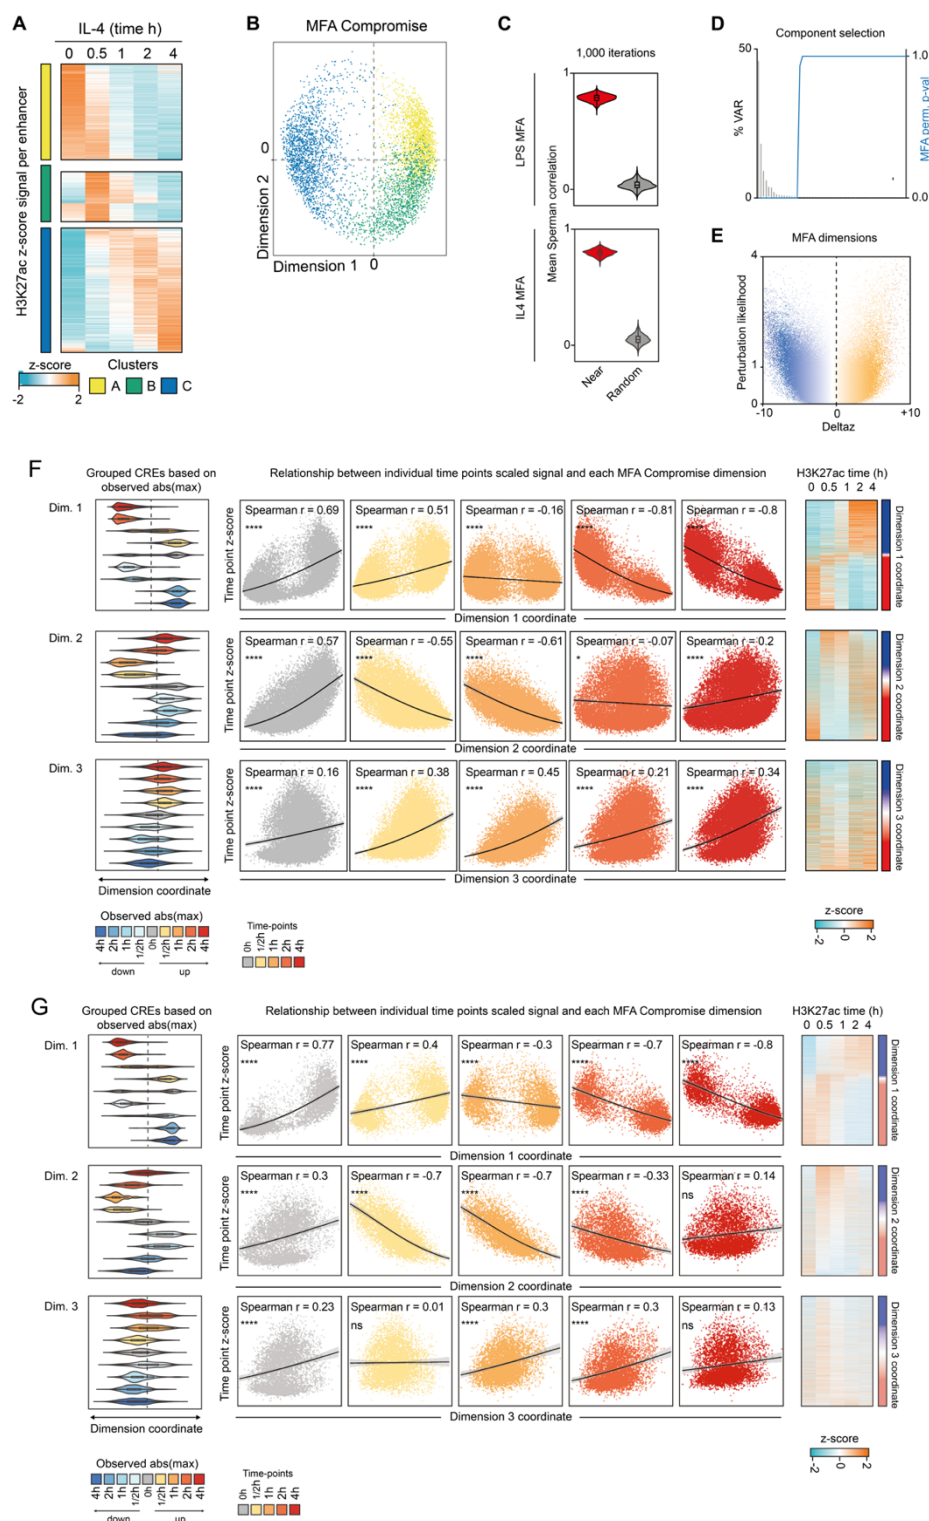

**Appendix Figure S2. CKIs' effects in stimulated macrophages.**

(A) Three main clusters of CREs with IL-4-regulated H3K27ac are shown. The three groups of CREs are color-coded.

**(B)** Reduced dimensionality plot showing the H3K27ac changes of individual CREs in macrophages stimulated with IL-4. The first two dimensions of the MFA compromised Analysis (MFA) (de Tayrac *et al.*, 2009; Escofier & Pagès, 2008) for the ~5,000 IL-4 controlled CREs are represented.

**(C)** Mean spearman correlation between proximal CREs (within the MFA compromise space) and randomly sampled CREs for the LPS (top) and IL-4 (bottom) H3K27ac time course.

**(D)** MFA component selection via permutation testing (1,000 iterations). Column-wise permutation was conducted to select components carrying variance more than by random. Grey bars (left y-axis) correspond to the observed un-permuted data tables; the blue line (right y-axis) correspond to the computed probability to observe equal or more variance by randomly column-wise permuted data tables.

**(E)** Relationship between the computed permutation likelihood and the change in amplitude (computed as the delta between summed z-score for each CKI and the DMSO condition) at each CRE.

**(F)** Comparison between MFA dimension and individual LPS time points. i) Violin plots dividing CREs into their point of absolute maximum. ii) Scatter plot between MFA dimension coordinates and the scaled H3K27ac Chip-seq signal by time point (within each scatter a logistic regression was performed and we report the Spearman r and the significance of the fitting). iii) Heatmap of the z-score H3K27ac Chip-seq signal by time point of all CREs ranked by the individual MFA dimensions.

**(G)** As panel F but for the IL4 time course

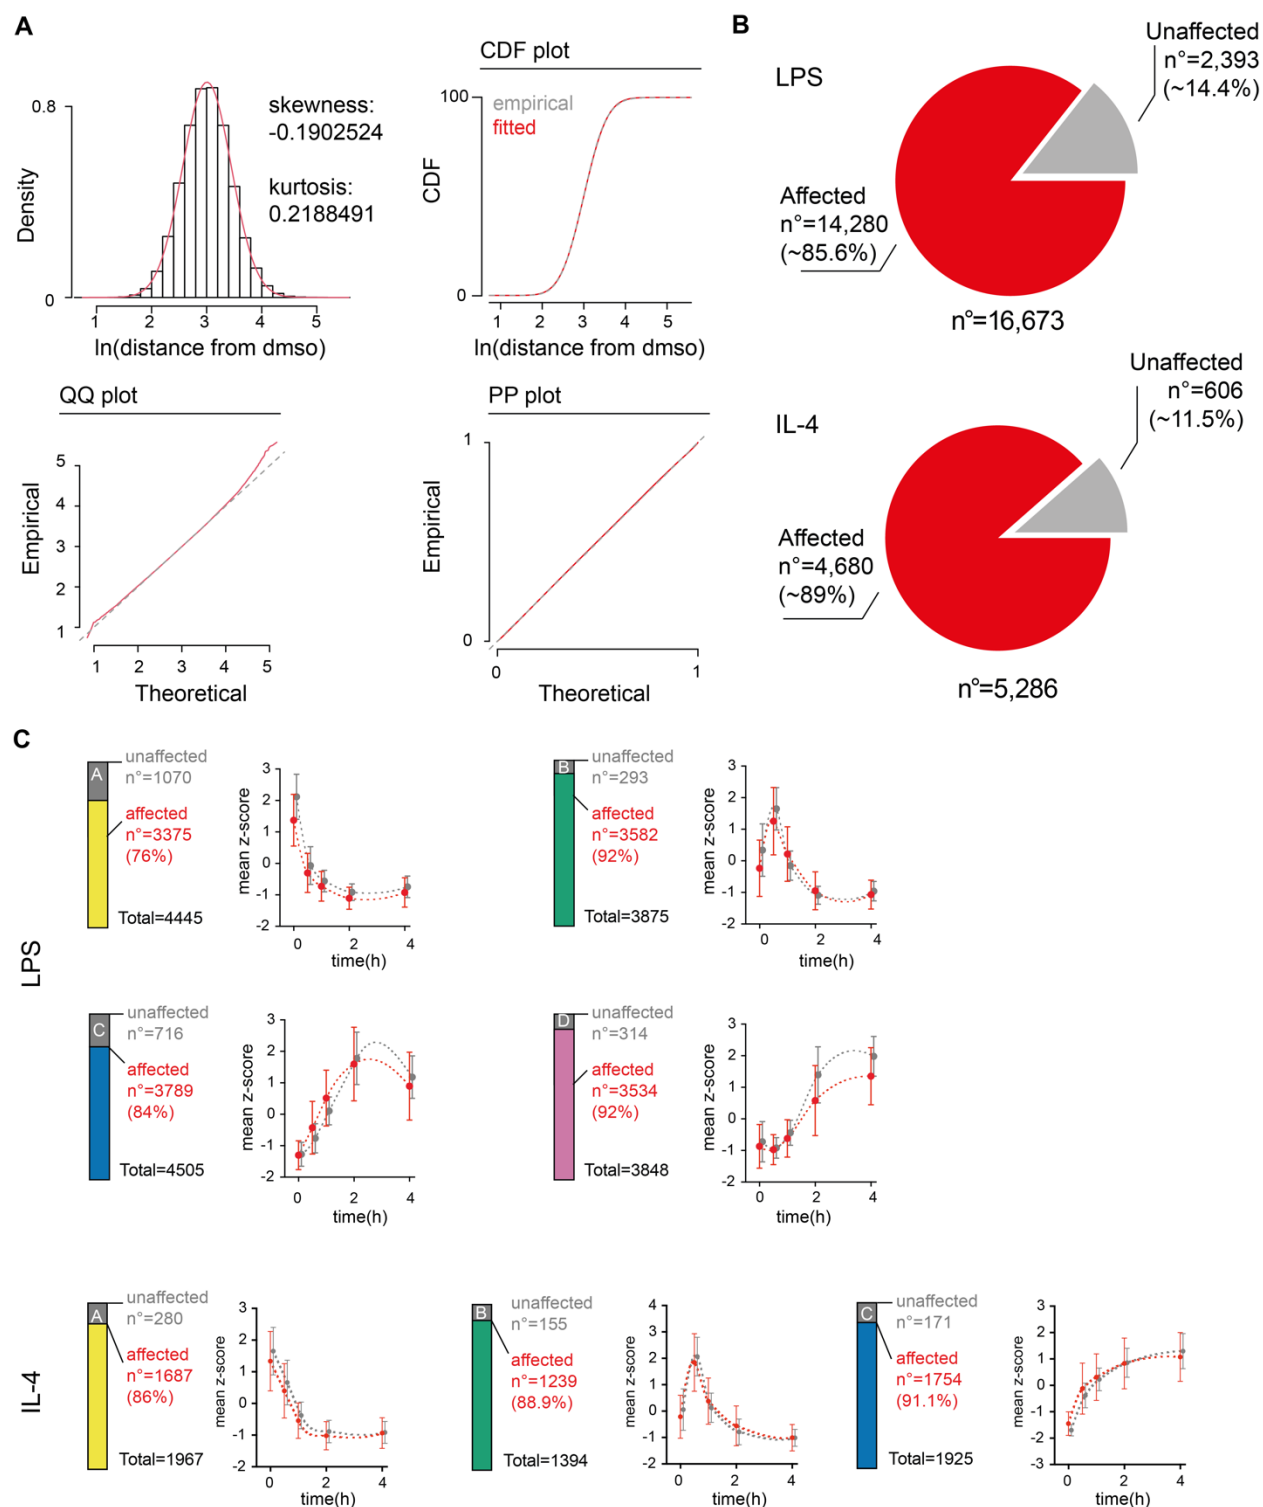

**Appendix Figure S3.** Perturbation score calculation and evaluation of affected CREs upon LPS or IL-4 stimulation.

(A) Histogram showing the frequency distribution (density) of all the computed distances to the DMSO per CRE (log-normal scale). Cumulative distribution function (CDF), quantile-quantile plot (QQ plot) and the Probability-

Probability plot, or Percent-Percent plot (PP plot) are also shown (the plots refer to the distances within the MFA compromise for the LPS conditions, similar plots were retrieved for the IL-4 conditions, data not shown).

**(B)** Pie-charts displaying the proportion of affected *vs.* unaffected CREs considering either LPS stimulation (top) or IL-4 stimulation (bottom).

**(C)** Comparison of the kinetics of affected and unaffected CREs stratified by the identified macro-clusters (4 for the LPS condition and 3 for the IL-4 conditions).

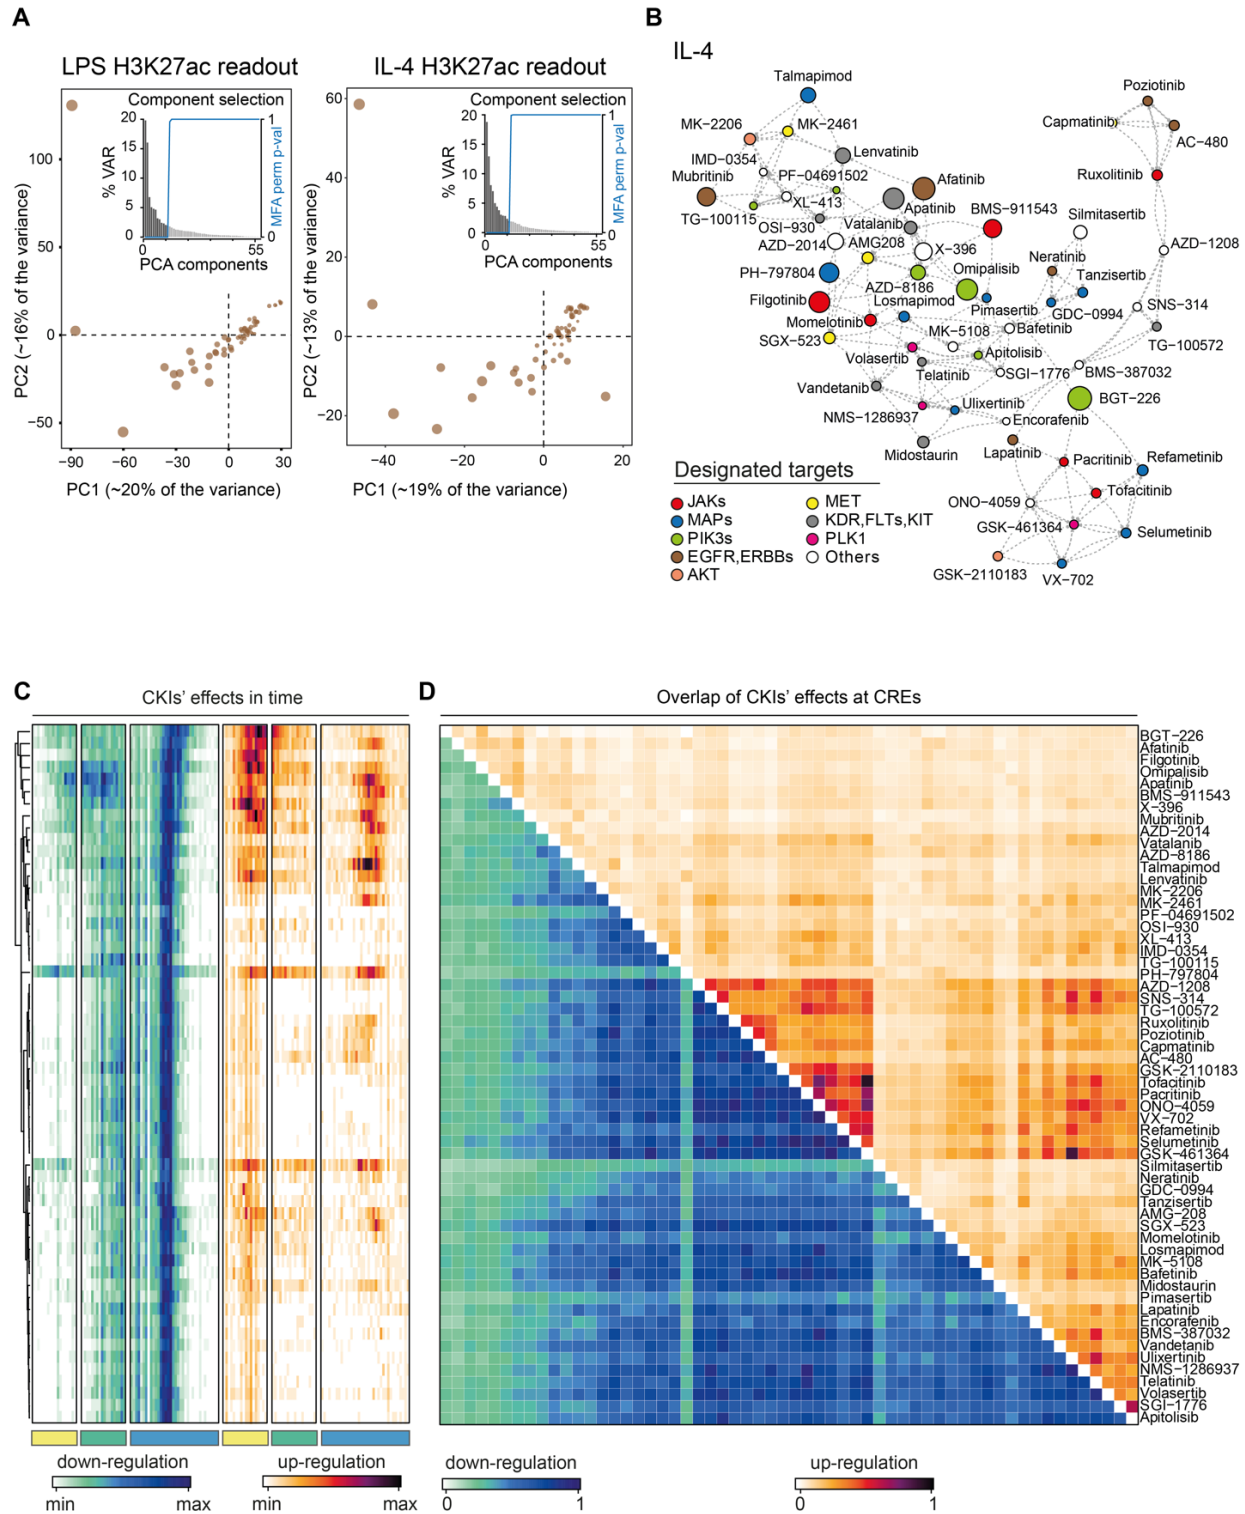

**Appendix Figure S4.** Clustering CKIs on the basis of the perturbation likelihood score (top) and the time/genomic overlaps of CKIs' effects for the IL-4-regulated CREs (bottom).

- (A) Scatter plot displaying the first two components of the PCA for both the LPS (left) and IL-4 (right) conditions, conducted on the matrix reporting the perturbation likelihood per CKI. Inlet to each scatter plot is the histogram showing the selected components on the basis of iterative permutation testing.
- (B) Two-dimensional network graph (KNN computed on the basis of the perturbation likelihood per CKI) showing the mutual relationships among CKIs. Each CKI is a vertex connected to the three closest CKIs. Vertexes are colored according to the Designated Target Kinase.
- (C) Time-resolved effects of CKIs on H3K27ac at IL-4-regulated CREs. The effects of CKIs on H3K27ac at the four main groups of CREs (as shown in **Figure S1B-C**) are reported. CKIs were clustered based on the computed perturbation likelihood at each CREs. Cluster branching and naming are identical to panel B.
- (D) Genomic overlap of CKIs' effects at IL-4-regulated CREs. CKIs were clustered based on the computed perturbation likelihood at each CREs.

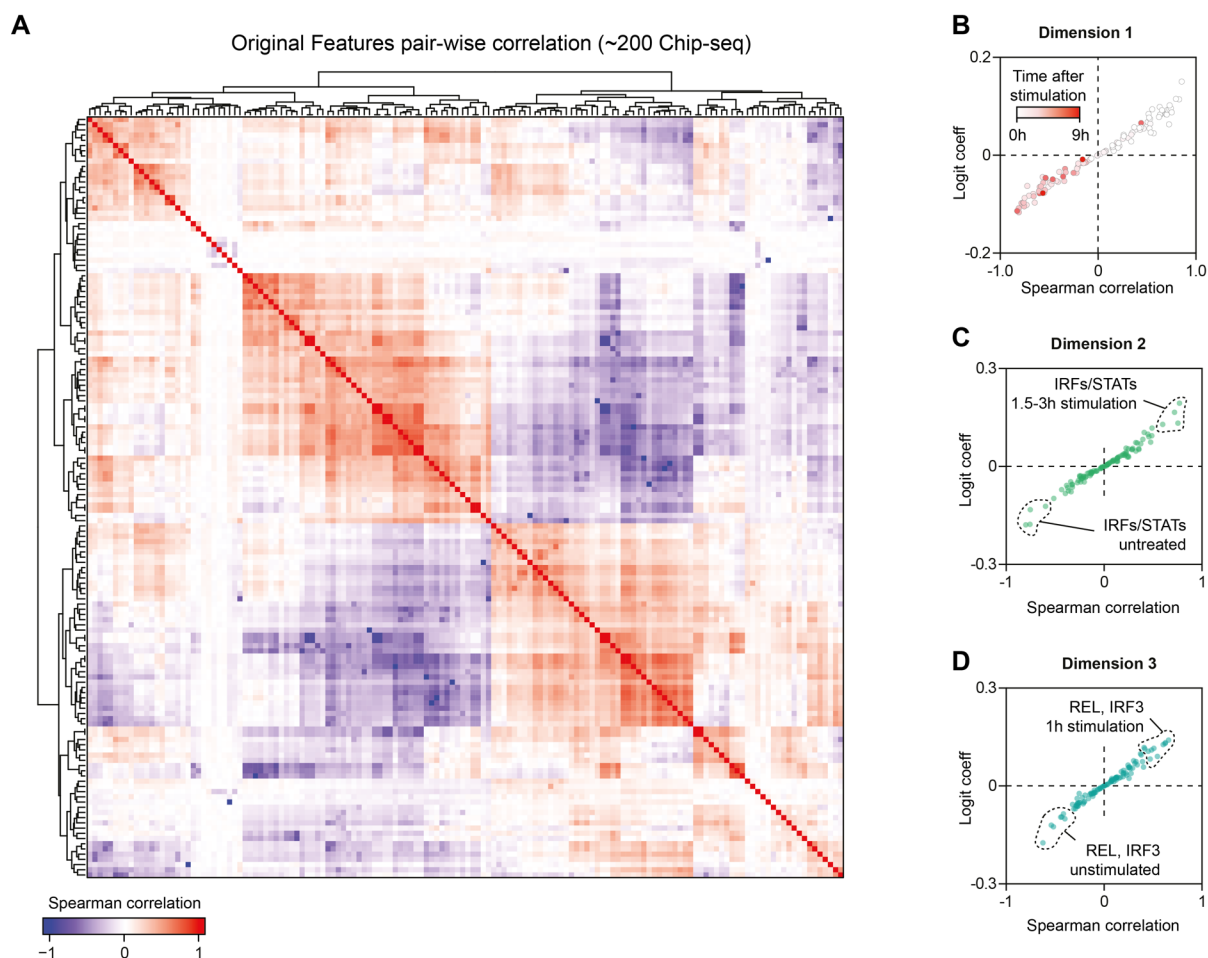

**Appendix Figure S5.** *Description of the transformed Features implemented in XGBoost models.*

(A) Pair-wise correlation of the un-transformed features. Several features are highly correlated with each other making multi-collinearity an issue to address, resolved with the MFA dimensionality reduction strategy.

(B) Description of the first feature used to train each model. Reported is the Spearman correlation (x-axes) and the logit coefficient (y-axes) between each original feature and the specific dimension of the MFA is reported with a scatter plot. Point are color coded according to the time of stimulation with the effective separation between untreated (white) and treated TFs Chip-seq samples.

(C) Description of the second feature used to train each model. Reported is the Spearman correlation (x-axes) and the logit coefficient (y-axes) between each original feature and the specific dimension of the MFA is reported with a scatter plot. IRFs/STATs stimulated Chip-seq samples are effectively separated from untreated samples.

(D) Description of the third feature used to train each model. Reported is the Spearman correlation (x-axes) and the logit coefficient (y-axes) between each original feature and the specific dimension of the MFA is reported with a scatter plot. IRF3/REL stimulated Chip-seq samples are effectively separated from untreated samples.

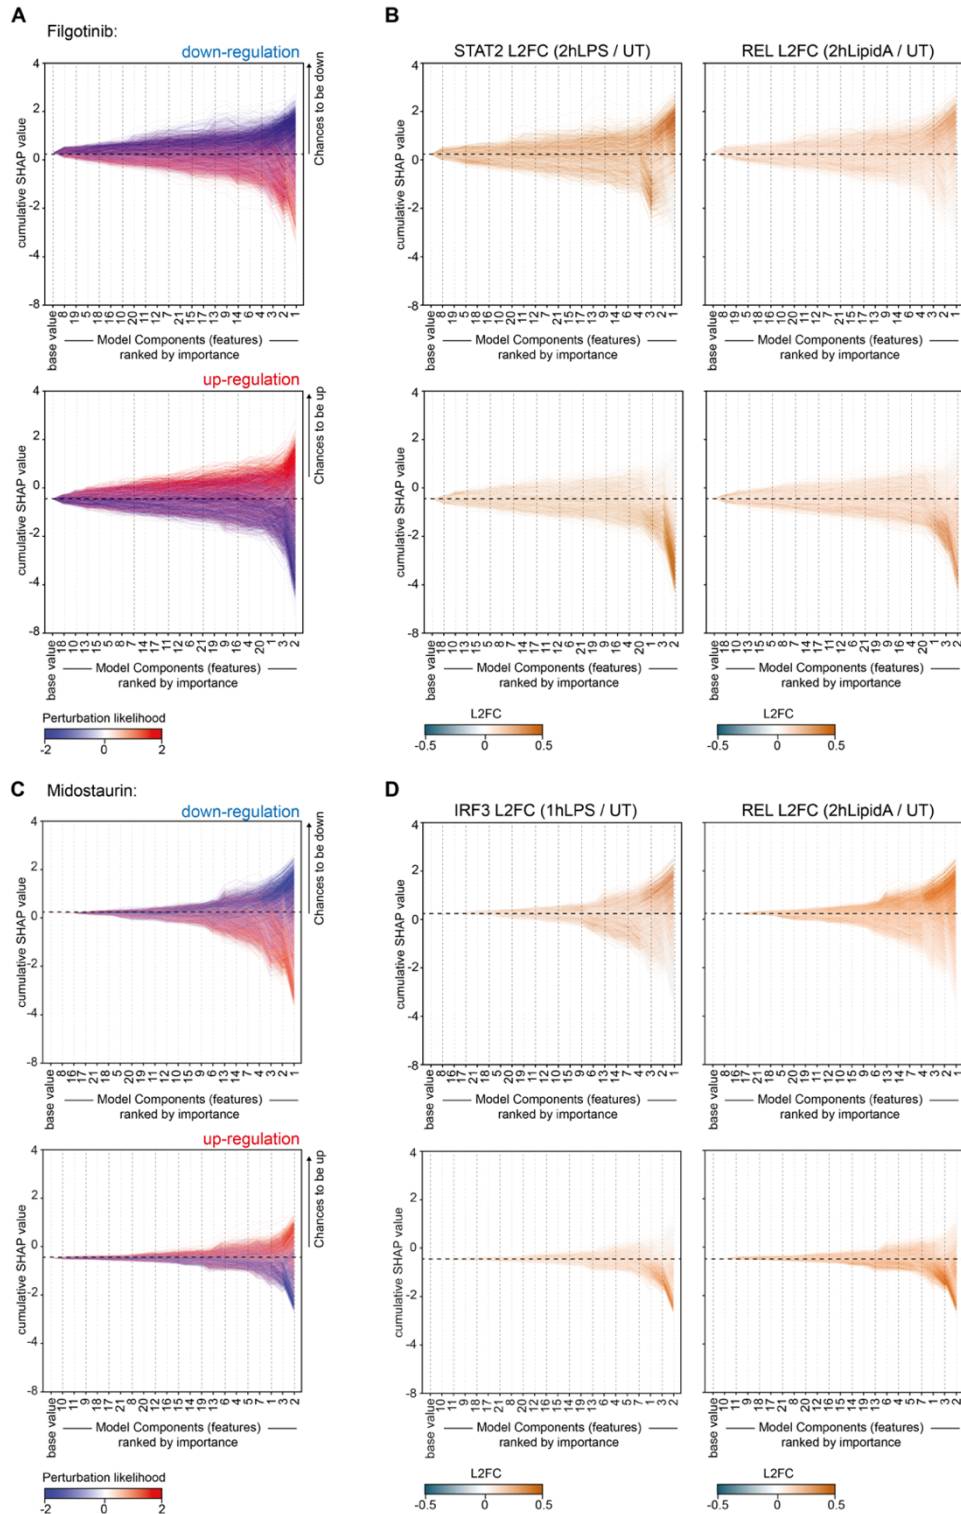

**Appendix Figure S6.** SHAP decision plot relative to Filgotinib and Midostaurin.

(A) Trajectory of each CRE considering the cumulative SHAP values as a function of the features (ranked by importance). Each CRE is colored according to the perturbation score associated with Filgotinib treatment. The top panel reports the SHAPley values associated with the prediction of down-regulatory category while the bottom panel reports the SHAPley values associated with the prediction of up-regulatory category.

**(B)** Trajectory for the individual CREs as in panel A coloured by the Log2FoldChange of STAT2 induced binding (left) or REL induced binding (right) upon either LPS or LipidA stimulation.

**(C)** Trajectory of each CRE considering the cumulative SHAP values as a function of the features (ranked by importance). Each CRE is colored according to the perturbation score associated with Filgotinib treatment. The top panel reports the SHAPley values associated with the prediction of down-regulatory category while the bottom panel reports the SHAPley values associated with the prediction of up-regulatory category.

**(D)** Trajectory for the individual CREs as in panel A coloured by the Log2FoldChange of IRF3 induced binding (left) or REL induced binding (right) upon either LPS or LipidA stimulation.

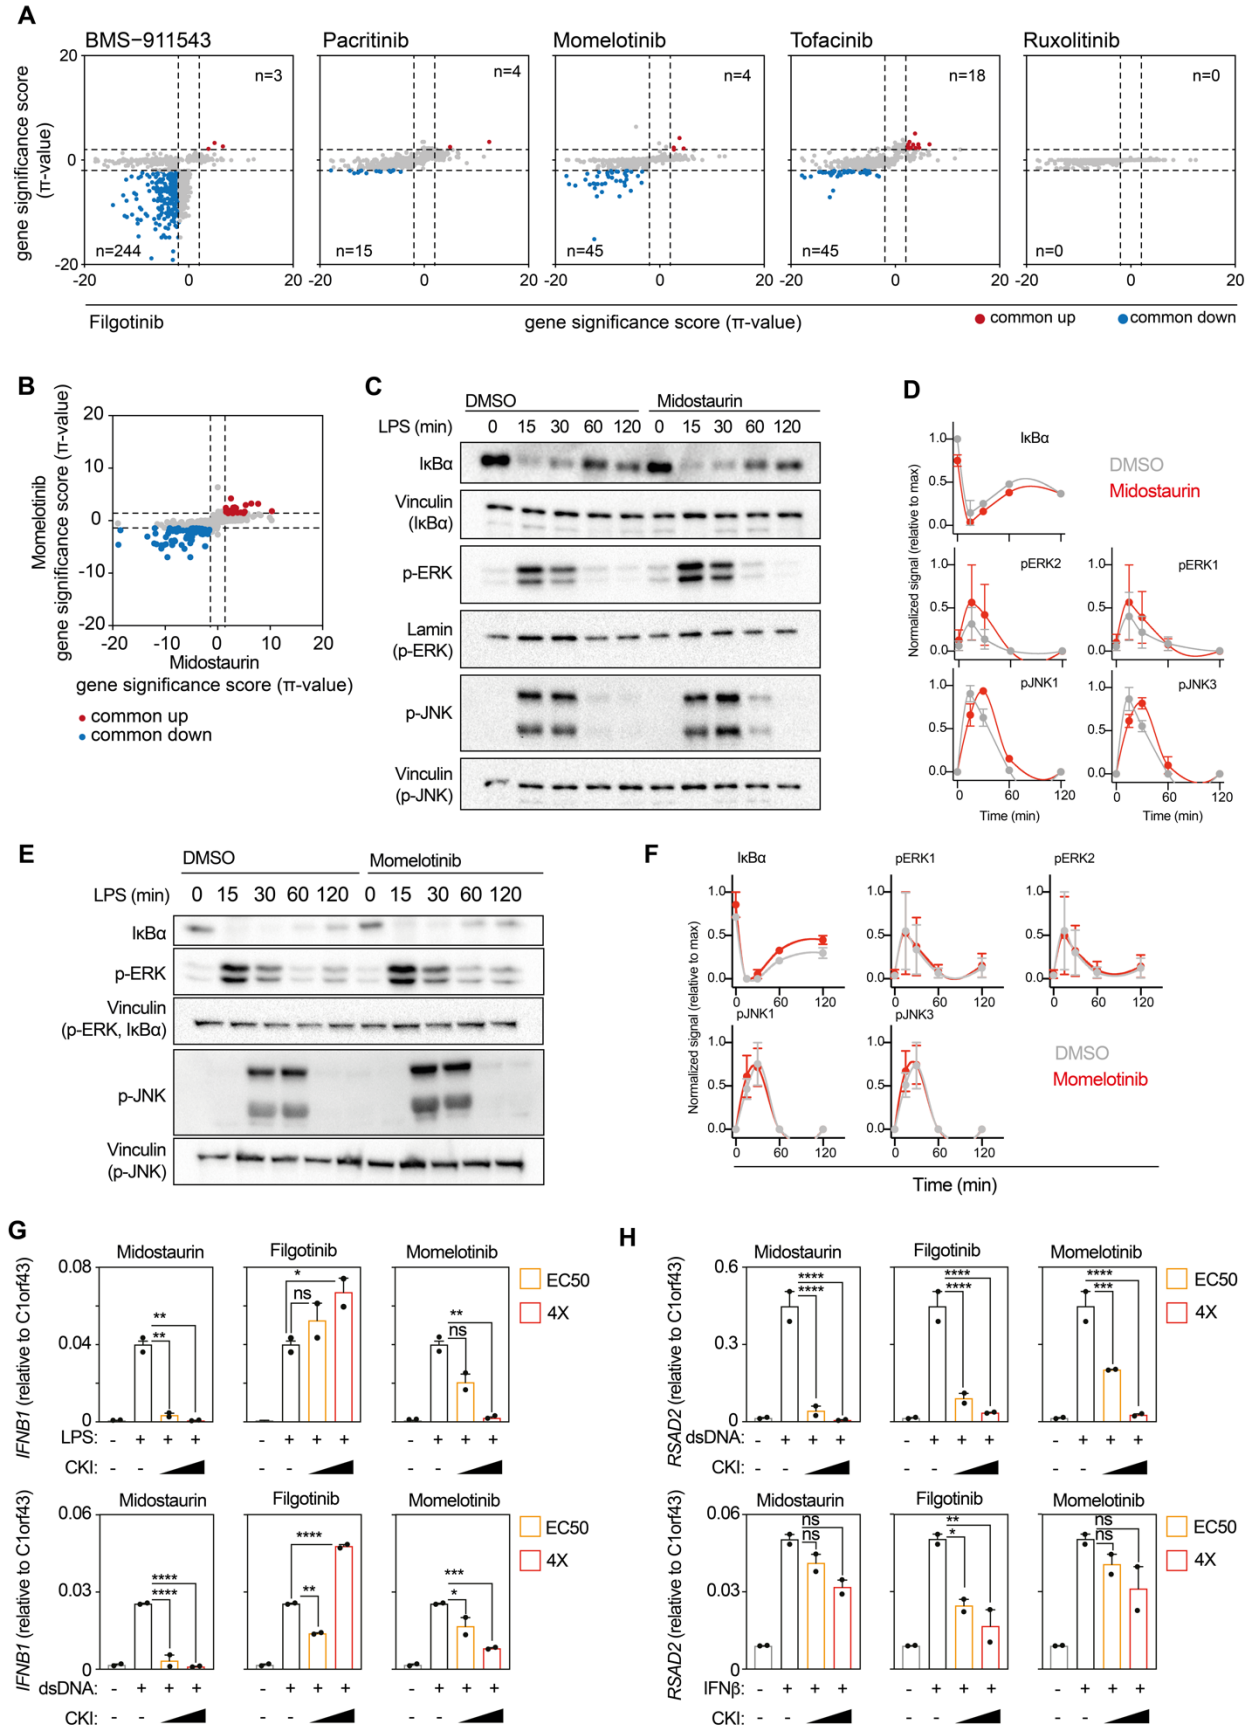

**Appendix Figure S7.** Correlation between JAK inhibitors in RNA-seq data sets and the transcriptional and signaling effects of Midostaurin and Mometotinib.

(A) Scatter plots displaying the relationship between gene significance scores ( $\pi$ -value as the RNA-seq -  $\text{Log}_{10}(\text{adjpval}) * \text{sign}(\text{Log}_2\text{FC})$ ) for the JAKi Filgotinib (x-axis) and each JAKi (y-axis). 

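The score on each axis is the negative log10 of the adjusted p-value, given the sign of the fold change, so a gene lies far from 0 on both axes only if both inhibitors change it well beyond the spread between replicates. In the limma test with Benjamini-Hochberg adjustment used here, Filgotinib and Momelotinib shared 49 lower and 26 higher DEGs, or 81 and 72 with the replicate number as a block. Filgotinib and Tofacitinib shared 91 lower and 338 higher DEGs, or 271 and 857 with the block. With the samples scaled again by the median of ratios, lower genes prevailed, with 179 against 84 higher. With the share of mitochondrial transcripts as a covariate together with the block, a setting chosen after seeing the data, 14 lower and 33 higher were left. Filgotinib and Pacritinib shared 6 lower and 6 higher, or 133 and 76 with the block, 17 and 7 under the further scaling, and 1 and 1 with the mitochondrial share and the block. With Ruxolitinib 0 genes were shared, where 590 genes had an unadjusted p under 0.05 with Ruxolitinib. Of these shared genes, 6 with Momelotinib, 5 with Tofacitinib and 0 with Pacritinib belonged to the interferon lists. Each pair is compared with the same DMSO samples, which by itself raises the overlap.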

Genes down-regulated by both inhibitors for each pair are shown in blue while those up-regulated are shown in red ( $\text{adjpval} \leq 0.05$ ).

(B) Scatter plots displaying the relationship between the gene significance scores ( $\pi$ -value as the RNA-seq -  $\text{Log}_{10}(\text{adjpval}) * \text{sign}(\text{Log}_2\text{FC})$ ) for the Midostaurin (x-axis) and Mometotinib (y-axis). 

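Midostaurin and Momelotinib shared 49 lower DEGs (two-sided Fisher's exact test over the 12714 genes, p = 1.22e-82) and 34 higher DEGs (p = 1.30e-43). Together these are 83 of the 100 DEGs of Momelotinib (limma with Benjamini-Hochberg adjustment), and 0 genes changed in opposite directions. With the replicate number as a block they shared 78 lower and 95 higher DEGs. Of the 83 shared genes, 6 (7.23%) belonged to the interferon lists. Both are compared with the same DMSO samples, which by itself raises the overlap.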

Genes down-regulated by both inhibitors are shown in blue while those up-regulated are shown in red ( $\text{adjpval} \leq 0.05$ ).

(C-D) Signal transduction pathways in DMSO- and Midostaurin-treated macrophages following LPS stimulation at the indicated time points. Whole cell lysates analyzed by western blot with the indicated antibodies. Panel C shows the quantification of western blots from two independent replicates.

(E-F) As in panel B-C but in cells treated with either vector (DMSO) or Mometotinib.

(G) *IFNB1* gene expression determined by RT-qPCR following LPS (top) or dsDNA (bottom) treatment in the presence of Midostaurin, Filgotinib or Mometotinib, each at concentrations corresponding to the EC50 (orange) or 4xEC50 (red) for the intended target. Bars display the mean $\pm$ SEM of two independent replicates. Significance was evaluated with Dunnett's multiple comparisons test: 0.03 (\*), 0.002 (\*\*), 0.0002 (\*\*\*),  $p < 0.0001$  (\*\*\*\*). Data are expressed relative to the expression of the housekeeping gene *C1orf43*.

(H) *RSAD2* gene expression determined by RT-qPCR following dsDNA (top) or IFNb (bottom) treatment in the presence of Midostaurin, Filgotinib or Mometotinib each at the concentrations corresponding to the EC50 (orange) or 4xEC50 (red) for the intended target. Bars display the mean $\pm$ SEM of two independent replicates. Significance was evaluated with Dunnett's multiple comparisons test: 0.03 (\*), 0.002 (\*\*), 0.0002 (\*\*\*),  $p < 0.0001$  (\*\*\*\*). Data are expressed relative to the expression of the housekeeping gene *C1orf43*.

## References

- de Tayrac M, Le S, Aubry M, Mosser J, Husson F (2009) Simultaneous analysis of distinct Omics data sets with integration of biological knowledge: Multiple Factor Analysis approach. *BMC Genomics* 10: 32
- Escofier B, Pagès J (2008) *Analyses factorielles simples et multiples. Objectifs méthodes et interprétation*. Dunod
- Klaeger S, Heinzlmeir S, Wilhelm M, Polzer H, Vick B, Koenig PA, Reinecke M, Ruprecht B, Petzoldt S, Meng C et al (2017) The target landscape of clinical kinase drugs. *Science* 358

# Supplementary material for: An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors
**Source:** Mol Syst Biol. 2024 May 9;20(6):626–50. doi: 10.1038/s44320-024-00040-x
**Supplement:** Supplementary file 7 — Source data Fig. 6

Westernblots related to Figure 6HFor each membrane colorimetric and western chemiluminescent signal are reported in individual .tiff files.MW are highlighted on the colorimetric images while samples (temperatures) and the cropped area is highlighted for the chemiluminescent images.Two independent replicate experiment of the CETSA assays are reported and Replica 2 is the one displayed in Figure 6H.Quantification using imageLab 6.0.1 by BIO-RAD is reported in the excel file “QUANTIFICATION_CETSA_6I.xlsx”

# Supplementary material for: An integrative epigenome-based strategy for unbiased functional profiling of clinical kinase inhibitors
**Source:** Mol Syst Biol. 2024 May 9;20(6):626–50. doi: 10.1038/s44320-024-00040-x
**Supplement:** Supplementary file 7 — Source data Fig. 6

Westernblots related to Figure 6HFor each membrane colorimetric and western chemiluminescent signal are reported in individual .tiff files.MW are highlighted on the colorimetric images while samples (temperatures) and the cropped area is highlighted for the chemiluminescent images.Two independent replicate experiment of the CETSA assays are reported and Replica 2 is the one displayed in Figure 6H.Quantification using imageLab 6.0.1 by BIO-RAD is reported in the excel file “QUANTIFICATION_CETSA_6H.xlsx”

How the deposited data were processed for this re-analysis (not part of the article)

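The data are RNA-seq values of mouse bone marrow-derived macrophages treated with 1 of 58 CKIs or with DMSO for 1 h and then with LPS for 2 h. There are 180 samples, 3 for each CKI and 6 for DMSO, and all of them were matched to a condition and a replicate number by their labels. The columns of the table were matched to the samples by name, and 0 columns were left without a sample. The labels divide the DMSO samples into 2 sets without saying which CKIs belong to which set, so both sets were used together as the reference. The replicate numbers come from the labels, and the methods speak of independent biological replicates, so same-numbered samples were treated as pairs in the fits with a replicate block.

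The authors aligned the reads to mm10 with TopHat2, kept 1 alignment for each read, removed reads in blacklisted regions and counted reads on the exons of the curated RefSeq genes. They then scaled each sample on genes that varied little between samples and deposited the scaled values rounded to whole numbers, which are treated here as a score with no fixed unit and called normalized values. They tested these values with DESeq2 without its own normalization. Because of the scaling and rounding, the whole reads could not be recovered for nearly all genes, so no count test on whole reads was run. The authors' DESeq2 test on the scaled values was not repeated either. Instead limma was used on the log2 scale.

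The depth per sample was read from the totals of the normalized values, which lay between 9477340 and 12273349 with a median of 10521148, and from an estimate of each sample's scale. The estimate uses the whole numbers that scaling and rounding leave empty or overfilled. It was tested on 25 simulated samples, in which all 25 scales were estimated with a largest error of 0.0424%. In the data it gave a scale for 174 of the 180 samples, of which 148 had been scaled down. At this depth the normalized values of low genes, such as those near the filter of 10, carry a large counting error, and differences in such genes were not detectable unless they were large.

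The test was limma's moderated test on log2(normalized value + 1) with a variance trend, fitted to all 59 groups together, and each CKI was compared with the 6 DMSO samples. It covered the 12714 of 45070 genes with a mean normalized value of at least 10 over all samples, and p-values were adjusted over these genes by the method of Benjamini and Hochberg. Genes with an adjusted p-value under 0.05 were taken as DEGs. In simulated data made from the means of the 12714 genes, with 200 genes changed in 1 CKI, 80% of the changed genes were found at a log2 fold change of 1 and 100% at a log2 fold change of 2, and 9 and 5 unchanged genes were called. The changed genes all had a mean of at least 50, so these rates do not hold for lower genes. Genes were simulated independently, without differences between samples that many genes share, so calls from such differences were not measured. Single values, such as the score of IFNAR-dependent genes, were compared by exact permutation tests over the 84 splits of 3 and 6 samples. In 400 simulations without a difference, 5.5% of these tests gave a p under 0.05. Correlations between CKIs were Spearman's across genes, and differences between sets of pairs were tested by 10000 permutations of the names of the CKIs. Shares have 95% Wilson intervals. The perturbation likelihoods of H3K27ac are the paper's, from Dataset EV2, of which 819 CREs and 45 CKIs were used here. The tools were Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

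The matching of samples to conditions, the design of each test, the rule for the genes named in the text and most of the alternatives were fixed before the data were examined. The genes named are those the paper names for its RNA-seq data, the genes of the lists, and for each of the 13 CKIs discussed up to 3 genes with the largest rise and 3 with the largest fall among the DEGs whose 3 CKI samples all lie beyond the 6 DMSO samples. Not every gene that this rule selects is reported here. Genes that share reads with a near-identical copy, such as *Fam177a* and *Fam177a2*, and genes overlapping on opposite strands, such as *Txnip* and *Gm15441*, are uncertain, since the counting is not stated to use the strand. Coordinates are those of the mm10 annotation in the deposited table. The interferon lists are the IFNAR-dependent genes labelled in Figs. 4G, 5D and 6D (35 genes) and a general list of 71 interferon-stimulated genes, which together hold 86 genes.

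The alternatives were pseudocounts of 0.5 and 10, no filter and a filter at a mean of 50, a further scaling of the samples by the median of ratios, each DMSO set alone, a log2 fold change of at least 1, a fit without the variance trend, a fit of only the groups compared, the replicate number as a block, other measures of correlation and closeness, and leaving out replicates. A fit with the share of mitochondrial transcripts as a covariate and the replicate block, and a correction for GC content with the replicate block, were added after seeing the data, as were the splits of the IFNAR score within replicate numbers and the set of the 100 most distant CKI pairs. GC content was known for 11954 of the 12714 genes. The scaling by median of ratios removes any change shared by most genes. The authors' scaling left a median change above 0 with some CKIs, but whether it keeps a true shared change was not tested. The number of higher and lower genes can therefore differ between the 2 scalings. The ChIP-seq, flow cytometry, thermal shift, western blot and THP1 data were not analysed here.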

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

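In this part, the relation of *Ifnb1* to the share of mitochondrial transcripts was tested after the result had been seen, and the fits with that share as a covariate were also chosen then. Within the DMSO samples, the first replicate of the second set had a normalized *Ifnb1* value of 262, far from the next highest of the 6 samples, at 129. Its gap to that sample was 0.711 of the range of the 6 values, above Dixon's 95% critical value for 6 samples. The gap was taken on the normalized values. On the log2 scale of the other tests of this gene it is a smaller part of the range, and it was not compared with the critical value there. For 9 measures tested in the DMSO samples in this way, chance alone gives such a gap in about 1 of 20. The same sample also had the highest share of mitochondrial transcripts of the DMSO samples, 1.94% of its total, although the gap of 0.511 was not above the critical value, and the highest total of normalized values, 11094387. The share was computed from the 37 mitochondrial genes in the table. Across all 180 samples, the deviations of log2 *Ifnb1* from the condition means rose with those of the log2 mitochondrial share (Spearman's rho 0.763, Pearson's r 0.743, and 0.727 without the 2 samples farthest from the median share). Permutations within conditions gave p = 0.0001 for both, the smallest that 10000 permutations can give, and 0.000125 after Benjamini-Hochberg adjustment over the 5 relations computed. Within the replicate numbers 1, 2 and 3, rho was 0.515, 0.738 and 0.708, and r was 0.522, 0.745 and 0.706 (permutation p between 0.0001 and 0.0002). A property of the samples that the mitochondrial share follows may therefore lie behind part of this value. As all 6 samples were treated with DMSO, no biological explanation was tested, and a mislabelled or mixed sample was not tested either. Leaving this sample out raised the number of DEGs of Lenvatinib and Tofacitinib to 2941 and 2728.

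The share of mitochondrial transcripts was above that of all 6 DMSO samples (1.15% ± 0.44, SD, n = 6) in all 3 samples with Pimasertib (3.66% ± 0.552, SD, n = 3) and with Lenvatinib (2.77% ± 0.845, SD, n = 3), which the paper does not report on. Over all samples it ran from 0.525% to 4.47% with a median of 1.34%. A share within one sample cannot be changed by the scaling of that sample. Conditions held 44.2% of the variance of the log2 share, where 28.0% were expected from conditions permuted within replicate numbers (permutation test, p = 0.0004), so an effect of the CKIs on the share is possible. The replicate numbers differed as well, with mean shares of 2.21%, 1.55% and 1.36% for 1, 2 and 3 (permutation test, p = 0.0001, the smallest possible). Library depth, as estimated from the values, had little relation to the deviations of the share over 165 samples (rho 0.176, p = 0.0642 and the same after adjustment over 5 relations, r 0.152, p = 0.100, and 0.158 without the 2 samples farthest from the median). Within the replicate numbers rho was −0.0316, 0.334 and −0.0388, of which the second passed 0.05 (p = 0.0134). The share of the 10 highest nuclear genes did have a relation over the 180 samples (rho 0.374, r 0.341, and 0.348 without 2 samples, permutation p = 0.0001 for both, adjusted p = 0.000125), but within the replicate numbers rho was −0.163 (p = 0.216), 0.212 (p = 0.102) and 0.317 (p = 0.0158), so a test within one number passed for the third alone. Each condition holds each replicate number once, so the numbers do not account for the differences between conditions. A difference in the quality or preparation of the samples of a condition was not tested, and an effect of the CKI cannot be told apart from it. Contamination and GC content were not tested for the share.

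Pimasertib and Apitolisib, which the paper does not name among the CKIs that raise *Ifnb1*, raised it by a log2 fold change of 1.35 and 1.15 (adjusted p = 0.0128 and 0.0384 from limma with Benjamini-Hochberg adjustment, with the replicate block 0.00301 and 0.0137). The replicates were at 312, 222 and 317 with Pimasertib, where 2 of 3 samples exceeded all 6 DMSO samples, and at 242, 200 and 298 with Apitolisib, where 1 of 3 did. Among the CKIs not named, TG-100115 had a larger fold change, 1.40, that did not pass (adjusted p = 0.0585, with the block 0.0221, and with the mitochondrial share 0.606). MK-2206, with a fold change between those of Pimasertib and Apitolisib, did not pass either (1.24, adjusted p = 0.0636, with the block 0.0185, and with the mitochondrial share 0.301). Adjusted over the 58 CKIs for this gene alone, p was 0.00399 with TG-100115 and 0.0118 with MK-2206. PH-797804 (1.17, adjusted p = 0.115) and AZD-2014 (0.97, adjusted p = 0.0737) did not pass the main test either, but they passed with the block (0.0376 and 0.0330) and with the mitochondrial share and the block (1.08, adjusted p = 0.00441, and 0.94, adjusted p = 0.00374), so their rise does not go away with the share. In the same fit, the fold change was 0.28 with Pimasertib (adjusted p = 0.743) and 0.34 with Apitolisib (adjusted p = 0.557), so that over these 3 fits the adjusted p ran from 0.00301 to 0.743 and from 0.0137 to 0.557. Given the relation of 0.763 between *Ifnb1* and the mitochondrial share within conditions, the rise with Pimasertib and Apitolisib may follow the same property of the samples. Since the share was itself highest with Pimasertib, the covariate can also remove an effect of the CKI, and the explanations cannot be told apart.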

How the results depend on the processing

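The fits with the share of mitochondrial transcripts as a covariate, the correction for GC content, the splits of the IFNAR score within replicate numbers and the set of the 100 most distant CKI pairs were chosen only after the data had been seen. Over the results that answer a comparison, 894 recomputed values kept their direction and their side of the threshold, or moved by less than the spread between replicates or less than 1.5 times for a count. Another 196 moved further than that, 22 no longer passed the threshold, 2 newly passed it and 21 changed direction. For single genes and summary values, 714 were unchanged in this sense, 8 moved, 20 no longer passed, 7 newly passed and 17 changed direction. The fall of *Ifnb1* with Midostaurin and its rise with Omipalisib, Mubritinib and Lapatinib kept their direction and passed the threshold under all 13 alternatives and in all 9 fits that each left out one replicate. Over the 13 alternatives the log2 fold change lay between −3.51 and −2.59 with Midostaurin, between 3.24 and 3.82 with Omipalisib, between 2.92 and 3.37 with Mubritinib and between 0.96 and 1.90 with Lapatinib. The correlation between BMS-911543 and Filgotinib lay between 0.431 and 0.600 over 12 alternatives. Where a value moved, the cause was not tested, apart from the tests given under the other observations.

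Entering the replicate number as a block gave 426 DEGs with Pacritinib against 22 without it, 3044 with Tofacitinib against 1256, 504 with Mubritinib against 234, 4621 with Lapatinib against 2964, 111 with IMD-0354 against 47, 3305 with Lenvatinib against 1548 and 935 with Midostaurin against 580. With Momelotinib they came to about 2.3e+02 (139 higher and 87 lower) against 100. Filgotinib then shared 887 genes with BMS-911543, 153 with Momelotinib, about 2.1e+02 with Pacritinib (76 higher and 133 lower) and 1128 with Tofacitinib, and Midostaurin shared 173 with Momelotinib. The median Jaccard index over CKI pairs was 0.00539.

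With the mitochondrial share as a covariate together with the replicate block, the DEGs numbered 1910 with BMS-911543, 368 with Momelotinib, and 1132 with Midostaurin, more than in the main fit and than with the block alone. With Mubritinib (455) and IMD-0354 (87) they were more than in the main fit but fewer than with the block alone. They numbered 2 with Pacritinib, 76 with Tofacitinib, 214 with Lapatinib and 4 with Lenvatinib, fewer than in either. The log2 fold change of *Ifnb1* with Momelotinib, −0.91, newly passed the threshold, and those with Tofacitinib (0.75) and Lenvatinib (0.76) no longer did. *Nfkbia* with Filgotinib newly passed (0.17, adjusted p = 0.0468). Of the DEGs of Tofacitinib, 1.32% were in the interferon lists. Filgotinib shared 856 genes with BMS-911543, 233 with Momelotinib, 2 with Pacritinib and 47 with Tofacitinib, and Midostaurin shared 257 with Momelotinib. The closest CKI pairs exceeded all pairs by 0.0359, which no longer passed, and the most distant pairs changed direction to −0.0975. The median Jaccard index was 0.00140.

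With the GC correction and the replicate block, the DEGs numbered 216 with Momelotinib (57 higher and 159 lower), 918 with Pacritinib (345 and 573), 2587 with Tofacitinib (1116 and 1471), 552 with Mubritinib (235 and 317), 4638 with Lapatinib (2240 and 2398), 148 with IMD-0354 (42 and 106) and 2974 with Lenvatinib (1231 and 1743). The higher and lower DEGs were 2272 and 2462 with BGT-226, 2163 and 2365 with Omipalisib, 1845 and 2070 with Filgotinib, 367 and 1254 with BMS-911543, and 344 and 520 with Midostaurin. The share of higher genes moved by over 10 points with all of these CKIs but IMD-0354. Filgotinib shared 877 genes with BMS-911543 (249 higher and 628 lower), 174 with Momelotinib (42 and 132), 411 with Pacritinib (124 and 287) and 1255 with Tofacitinib (572 and 683). Midostaurin and Momelotinib shared 173 (37 and 136). The sign of the log2 fold change changed for *Nfkbia* with Momelotinib (−0.064) and Midostaurin (−0.047) and for *Rsad2* with BMS-911543 (0.011), none of which passed the threshold in either fit. *Nfkbia* newly passed with Pacritinib (−0.33, adjusted p = 0.0235) and Tofacitinib (−0.31, adjusted p = 0.0183), *Rsad2* with Tofacitinib (−0.69, adjusted p = 0.0375) and *Cmpk2* with Pacritinib (−1.29, adjusted p = 0.0335). The difference between the quintiles of H3K27ac distance was −0.000965, and the median Jaccard index was 0.00601.

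With the samples scaled again by the median of ratios, the DEGs numbered 39 with Pacritinib, 495 with Tofacitinib and 640 with Lenvatinib. Among the 13 CKIs discussed, the other counts of DEGs changed by less than 1.5 times, but the split into higher and lower genes moved. With Omipalisib it was 1713 and 1751 against 2227 and 1037, with Lenvatinib 174 and 466 against 1446 and 102, with Mubritinib 100 and 153 against 137 and 97, and with IMD-0354 10 and 48 against 13 and 34. Of the DEGs of Tofacitinib, 1.41% were in the interferon lists. Filgotinib shared 24 genes with Pacritinib (7 higher and 17 lower) and 263 with Tofacitinib (84 and 179), and 18 higher and 68 lower genes with Momelotinib. Midostaurin and Momelotinib shared 17 higher and 68 lower genes. The median log2 fold change of all genes moved from 0.18 to 0.01 with Lenvatinib and from 0.12 to 0.02 with Omipalisib under this scaling, and the splits are relative to these medians. *Nfkbia* changed sign with Momelotinib (−0.050) and Midostaurin (−0.020), and the difference of the IFNAR-dependent score with Tofacitinib became −0.14.

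With the first DMSO set as the only reference, the DEGs numbered 1510 with Filgotinib, 38 with Momelotinib, 6 with Pacritinib, 162 with Tofacitinib, 124 with Mubritinib, 1072 with Lapatinib, 23 with IMD-0354, 3 with Lenvatinib and 328 with Midostaurin. The rise of *Ifnb1* with Lenvatinib, 1.71, no longer passed, and the log2 fold change of *Rsad2* with BMS-911543 changed sign to 0.0049. Of the DEGs of Momelotinib, 2.63% were in the interferon lists. Filgotinib shared 260 genes with BMS-911543, 24 with Momelotinib, 1 with Pacritinib and 68 with Tofacitinib, and Midostaurin shared 28 with Momelotinib. With the second DMSO set alone, the DEGs numbered 43 with Momelotinib, 1 with Pacritinib, 111 with Tofacitinib, 90 with Mubritinib, 1275 with Lapatinib and 24 with IMD-0354, and 0 with Lenvatinib, where 3225 genes had an unadjusted p under 0.05. *Ifnb1* no longer passed with Tofacitinib (1.303), IMD-0354 (1.72) and Lenvatinib (1.42). The score of IFNAR-dependent genes changed direction with BMS-911543 (−0.035) and Tofacitinib (−0.034). Filgotinib shared 33 genes with Momelotinib, 0 with Pacritinib and 59 with Tofacitinib, Midostaurin shared 36 with Momelotinib, and the excess of the closest CKI pairs, 0.0344, no longer passed. With the CKIs of a pair set against different DMSO sets, on average 309 genes were shared by Filgotinib and BMS-911543, 26 by Filgotinib and Momelotinib, 0 by Filgotinib and Pacritinib, 45.5 by Filgotinib and Tofacitinib and 29.5 by Midostaurin and Momelotinib. The correlation of the last pair was 0.464, and the difference between quintiles was −0.0361.

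With only the CKI and the DMSO samples in the fit, the DEGs numbered 1259 with Filgotinib, 534 with BMS-911543, 5 with Momelotinib, 4 with Tofacitinib, 1871 with Omipalisib, 2387 with BGT-226, 22 with Mubritinib, 1729 with Lapatinib, 3 with IMD-0354 and 231 with Midostaurin. They numbered 0 with Pacritinib, where 1057 genes had an unadjusted p under 0.05, and 0 with Lenvatinib, where 3269 did. *Ifnb1* no longer passed with Tofacitinib (1.45), IMD-0354 (1.87) and Lenvatinib (1.56), with fold changes that this fit cannot move. The share of DEGs in the interferon lists was 2.46% with Filgotinib, 0% with Momelotinib and 0% with Tofacitinib. Filgotinib shared 216 genes with BMS-911543, 5 with Momelotinib, 0 with Pacritinib and 3 with Tofacitinib, and Midostaurin shared 5 with Momelotinib.

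With a log2 fold change of at least 1 required as well, the DEGs numbered 604 with Filgotinib, 502 with BMS-911543, 28 with Momelotinib, 13 with Pacritinib, 250 with Tofacitinib, 863 with Omipalisib, 1350 with BGT-226, 84 with Mubritinib, 866 with Lapatinib, 24 with IMD-0354, 311 with Lenvatinib and 206 with Midostaurin, of which 4.30% with Filgotinib and 1.6% with Tofacitinib were in the interferon lists. Filgotinib shared 143 genes with BMS-911543, 18 with Momelotinib, 4 with Pacritinib and 35 with Tofacitinib, and Midostaurin shared 22 with Momelotinib.

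Without the filter on low values, the DEGs numbered 259 with Momelotinib, 154 with Pacritinib, 768 with Tofacitinib, 100 with Ruxolitinib, 175 with IMD-0354 and 687 with Lenvatinib, and 153 genes differed between the DMSO sets. Of the DEGs of Momelotinib, 2.32% were in the interferon lists. Filgotinib shared 183 genes with Tofacitinib and 2 with Ruxolitinib. The correlation between Midostaurin and Momelotinib was 0.483, the median Jaccard index was 0.00471, and the difference between quintiles was −0.00756. With a filter at a mean of 50, Pacritinib had 5 DEGs, 3 of them shared with Filgotinib, and the excess of the closest CKI pairs, 0.0713, no longer passed. With a pseudocount of 10, Filgotinib and Pacritinib shared 7 genes and the score difference with Tofacitinib was −0.0025. With the general interferon list alone, the share with BMS-911543 was 0%. With closeness measured by the Jaccard index of perturbed CREs, the excess of the closest pairs, 0.0183, no longer passed and that of the most distant pairs was −0.111. With the 100 most distant pairs in place of each CKI's least similar CKI, it was −0.00692.

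Across the 9 fits that each left out one CKI or DMSO replicate, the DEGs ran from 1429 to 3109 with Filgotinib, from 642 to 1256 with BMS-911543, from 26 to 107 with Momelotinib, from 2 to 2728 with Tofacitinib, from 2168 to 3955 with Omipalisib, from 51 to 335 with Mubritinib, from 575 to 4070 with Lapatinib, from 16 to 75 with IMD-0354 and from 313 to 611 with Midostaurin. With Pacritinib they ran from 0 (1279 genes at an unadjusted p under 0.05) without its first replicate to 1989 without the third, and with Lenvatinib from 0 (2641 genes) without the third replicate to 2941 without the first replicate of the second DMSO set. *Ifnb1* ran from 0.68 to 1.52 with Pacritinib, from 1.34 to 1.702 with Tofacitinib, from 1.05 to 2.36 with BGT-226, from 1.56 to 2.12 with IMD-0354 and from 1.39 to 1.81 with Lenvatinib. With Pacritinib it newly passed the threshold without the third replicate, and with the other 4 it no longer passed in 1 to 3 of the 9 fits. *Rsad2* with BMS-911543 ran from −0.20 to 0.11, *Mx1* with BMS-911543 from −0.11 to 0.29 and with Tofacitinib from −0.36 to 0.033. The difference of the IFNAR-dependent score ran from −0.12 to 0.14 with BMS-911543 and with Tofacitinib, from −0.26 to 0.046 with Mubritinib and from −0.034 to 0.55 with Lenvatinib. The share of DEGs in the interferon lists ran from 1.13% to 2.52% with Filgotinib, from 3.125% to 11.3% with Momelotinib and from 0% to 0.921% with Tofacitinib.

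Across the 3 fits that each left out one replicate number of every condition, Filgotinib shared from 176 to 457 genes with BMS-911543, from 7 to 30 with Momelotinib, from 1 to 241 with Pacritinib, from 1 to 351 with Tofacitinib and from 0 to 5 with Ruxolitinib. Midostaurin shared from 9 to 34 with Momelotinib, and their correlation ran from 0.612 to 0.726. The excess of the closest CKI pairs ran from 0.0212 to 0.104 and that of the most distant pairs from −0.0468 to 0.0727.

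The tests on read counts planned as an alternative, DESeq2 and edgeR, were not run, because the values are scaled and rounded and the whole reads could not be recovered. The authors ran DESeq2 on the scaled values themselves, which was not repeated here. Closeness by the Jaccard index was not applied to the overlap of effects, which is itself a Jaccard index. Depth limits the results for low genes. Without the filter, genes were called between the DMSO sets, which received the same treatment. With *Ifnb1* at 10 in the Midostaurin samples, the size of its fall depends on the pseudocount, and it came to −2.59 at the smallest among the alternatives.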

Differences from the paper's values

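The fits with the mitochondrial share or the GC correction and the set of the 100 most distant CKI pairs were chosen after the values had been seen. The paper's value for the log2 fold change of *Ifnb1* with Momelotinib is about −1 in Fig. 5A, read by eye, against −0.87 here. Among the alternatives set before the data were examined, it was within the error of the paper's value with a pseudocount of 0.5 (−0.88), with median-of-ratios scaling (−0.97), with the second DMSO set alone (−1.02), and without the second Momelotinib replicate (−0.94), the second (−0.90) or the third (−0.98) replicate of the first DMSO set or the second (−0.97) or the third (−0.94) of the second set, and not under the others. For Lapatinib the paper's value is about 1.5 in Fig. 5A, read by eye, against 1.75 here. It was within the error with a pseudocount of 10 (1.66), with median-of-ratios scaling (1.64), with the second DMSO set alone (1.60), and without the third Lapatinib replicate (1.65), the third replicate of the first DMSO set (1.64) or the second of the second set (1.66), and not under the others. Part of both gaps may come from the formula. In the part of Dataset EV5 used here, 98.5% of the paper's fold changes were within 0.01 of the log2 ratio of mean normalized values. The values here are differences of mean log2 values instead. The mean normalized values were 122 with DMSO, 59.3 with Momelotinib and 372 with Lapatinib, and their ratios were not among the alternatives.

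In Appendix Fig. S7A, read by eye, the paper counts about 240 genes lower with both Filgotinib and BMS-911543, against 509 here. The count came within 1.5 times of the paper's with the first DMSO set alone (254), with only the groups compared in the fit (2.1e+02), without the first (341) or second (173) replicate of every condition and with the DMSO sets apart (300.5), and not under the other alternatives set before the data were examined. For genes higher with both, the paper has about 3 in Appendix Fig. S7A, against 26 here, and the count reached 3 with a log2 fold change of at least 1, 3 without the second replicate and 4 without the third, but not under the others. With Filgotinib and Pacritinib, about 15 genes are lower in Appendix Fig. S7A, against 6 here, and 10 without the filter and 17 with median-of-ratios scaling came near, while the others did not. With Filgotinib and Momelotinib, about 4 genes are higher in Appendix Fig. S7A, against 26 here, and of the alternatives only a log2 fold change of at least 1 came near, with 3. With Filgotinib and Tofacitinib, about 45 genes are lower in Appendix Fig. S7A, against 91 here, and 51 without the filter, 62 without the first replicate and 40 without the third came near, while the others did not. About 18 genes are higher with both in Appendix Fig. S7A, against 338 here, and none of the alternatives set before the data were examined closed this gap. The paper's calls are from DESeq2 and those here from limma. This difference of test was not among the alternatives, so its part in these gaps is not known.

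In Fig. 2F, read by eye, the paper's median correlation is about 0.5 for the closest CKI pairs, against 0.594 here. It came within the error without the filter on low values (0.434), without the second (0.438) or the third (0.583) replicate, with Pearson's correlation (0.570) and with closeness by the Jaccard index of perturbed CREs (0.518), and not under the others. For the most distant pairs the paper's value is about 0.33 in Fig. 2F, against 0.545 here. The sets of pairs differ, since the paper takes the 100 most distant pairs of 58 CKIs, whereas 0.545 is the median of 42 pairs that join each of 45 CKIs to its least similar CKI. With the 100 most distant pairs of the 45 CKIs it was 0.492. Over the alternatives set before the data were examined, the median of the 42 pairs came within the error without the filter (0.412), without the second (0.309) or the third (0.494) replicate, with the DMSO sets apart (0.388) and with closeness by the Jaccard index (0.388), and not under the others.

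The paper states that the most distant CKI pairs were less correlated than random pairs. Here the pairs of each CKI with its least similar CKI exceeded all pairs by 0.0458 (permutation test, p = 0.603). The 100 most distant pairs of the 45 CKIs were lower by 0.00692 (permutation test, p = 0.847), or higher by 0.000653 with the DMSO sets apart (p = 0.992). The distances here rest on 819 CREs and 45 CKIs, a part of those in the paper's network, so the disagreement may come from this smaller set. With the Jaccard index as the measure of closeness the pairs of each CKI with its least similar CKI were at −0.111 from all pairs, without passing the threshold (permutation test, p = 0.0930), and p lay between 0.0930 and 0.767 over the alternatives for these pairs. The paper names BMS-911543 and Filgotinib as the exception among weakly correlated JAKi, whereas their correlation of 0.552 was below the 0.782 of Pacritinib and Tofacitinib. With the mitochondrial share as a covariate and the block, these were 0.446 and 0.479, and between the third replicates alone the order was the other way round, at 0.430 and 0.395. The highest value of any pair of JAKi was 0.648 with the covariate and 0.656 between the third replicates, and neither was of these pairs. The paper also bases the exception on shared genes. Filgotinib shared most DEGs with BMS-911543, 535, against 429 with Tofacitinib, 75 with Momelotinib, 12 with Pacritinib and 0 with Ruxolitinib. With the replicate block it shared 887 with BMS-911543 and 1128 with Tofacitinib. The paper states that Momelotinib reduced *Ifnb1*, and here the fall did not pass the threshold (adjusted p = 0.414 from limma with Benjamini-Hochberg adjustment), except with the mitochondrial share as a covariate and the replicate block, chosen after seeing the values (adjusted p = 0.0372, within a range of 0.0372 to 0.724 over the alternatives). The paper states that all JAKi influenced IFN-regulated genes. Of the 34 IFNAR-dependent genes tested here, Ruxolitinib changed 0 under every alternative run, while 590 genes of any kind had an unadjusted p under 0.05, and Pacritinib changed 0 in the main test, while 2384 genes had an unadjusted p under 0.05. Pacritinib lowered 2 with the replicate block and 2 without the first replicate of the second DMSO set, lowered 3 and raised 2 without the third Pacritinib replicate, and lowered 4 and raised 2 with the GC correction and the block, chosen after seeing the data. With p adjusted over the list alone, Pacritinib lowered 3 and raised 1 of these genes, and Ruxolitinib lowered 5 of the 71 common interferon-stimulated genes. With Ruxolitinib 29 of the 34 genes (median log2 fold change −0.48) and 67 of the 71 (median −0.37) were below 0. The absence of calls therefore does not show an absence of influence. The paper states that Tofacitinib super-induced IFNβ-regulated genes, whereas here Tofacitinib lowered 3 and raised 1 of the 34 and the score differed by 0.03. With the replicate block, Tofacitinib raised 4 and lowered 3.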

Other observations

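The tests with the mitochondrial share as a covariate and the GC correction, and the test of the relation between DEGs and CREs with the mitochondrial share, were chosen only after the results had been seen. The splits of the samples and the relations of the gene scores were not. The further scaling was among the alternatives set before the data were examined, and only its use here to explain the predominance of higher genes came later. To see whether the number of DEGs could come from any grouping of the samples, the 9 samples of each comparison were split in the 27 ways that place one sample of each replicate number on the side of the CKI, the real split included. The other splits mix CKI and DMSO samples on both sides. The real split was the only 1 of 27 with as many DEGs for Filgotinib (largest other 753), BMS-911543 (424), Momelotinib (0, where the real split had 100 DEGs and 1318 genes at an unadjusted p under 0.05), Tofacitinib (11), Omipalisib (809), BGT-226 (1491), Mubritinib (159), Lapatinib (25), IMD-0354 (2), Lenvatinib (3) and Midostaurin (207). For Pacritinib 2 of 27 splits gave as many, and the largest count, 157, came from another split. With Ruxolitinib no gene passed the threshold, so all 27 gave as many. The DMSO sets gave 0 DEGs in all 4 splits that part the same-numbered pairs, with 310 genes at an unadjusted p under 0.05 in the real one, and 4 splits cannot give a share under 0.05.

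The DEGs of some CKIs, but not of others, depended on the share of mitochondrial transcripts. The first principal component of the genes tested held 28.2% of the variance and had a correlation with the log2 share of 0.884 by Spearman and 0.872 by Pearson. When the share entered the fit together with the replicate block, 212 of the 2964 DEGs of Lapatinib, 61 of the 1256 of Tofacitinib and 4 of the 1548 of Lenvatinib were still called in the same direction. By contrast, 3833 of the 3863 DEGs of BGT-226, 3064 of the 3264 of Omipalisib, 2460 of the 2637 of Filgotinib and all 580 of Midostaurin were. For Lapatinib, Tofacitinib and Lenvatinib, a property of the samples that the share follows may therefore lie behind most of the DEGs. The share may itself be an effect of these CKIs, which the covariate would then remove, and with 3 samples for each CKI these explanations cannot be told apart. After a GC correction with the replicate block, 2520 of 2771 DEGs of Lapatinib (90.9%), 879 of 1211 of Tofacitinib (72.6%) and 1059 of 1469 of Lenvatinib (72.1%) that had a GC content were called in the same direction. The block alone raises the number of calls and kept every DEG of these CKIs, so the losses come with the correction, and without the gain from the block they could be larger. GC content therefore does not account for most of these DEGs in the fit with the block, and the correction was not run without it.

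Among all DEGs, the predominance of higher genes with these CKIs and with BGT-226 depended on the authors' scaling. When the samples were scaled again by the median of ratios, 52.0% of the DEGs of Lapatinib, 33.7% of those of Tofacitinib and 27.2% of those of Lenvatinib were higher, against 77.4%, 91.3% and 93.4% in the values as deposited. With BGT-226 the share moved from 79.2% to 50.7%. The median log2 fold change of all genes moved from 0.11 to 0.00 with Lapatinib and from 0.17 to 0.01 with Tofacitinib. It moved from 0.18 to 0.01 with Lenvatinib and from 0.21 to 0.01 with BGT-226. The median of ratios assumes that most genes do not change, so a true rise of most genes would be removed by it, and the data hold no spike-in that could settle which centre is right. For the DEGs taken together, the pervasive upregulation with BGT-226, Lapatinib and Tofacitinib cannot be told apart from an effect of the scaling. Most DEGs with a log2 fold change of at least 1 in size were higher in the values as deposited. They numbered 777 higher and 89 lower with Lapatinib, 242 and 8 with Tofacitinib, and 309 and 2 with Lenvatinib. With BGT-226, 1227 of 1350 were higher. The shifts of the medians are small beside such changes. Under the further scaling, however, the higher DEGs of any size numbered 167 with Tofacitinib and 174 with Lenvatinib. These are fewer than their larger rises as deposited, so some of those rises lost their call. With Lapatinib and BGT-226 the higher DEGs of any size, 1529 and 2000, exceeded the larger rises. Whether scaling is a source of this excess is therefore left open. The splits of these larger changes were not computed under the further scaling.

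The scores of gene groups followed the mitochondrial share within conditions too. Over the 180 samples, the deviations of the IFNAR-dependent score from the condition means correlated with those of the log2 share at a rho of 0.511 and an r of 0.554 (0.540 without the 2 samples farthest from the median share), and those of the LPS-induced IFNAR-independent score at a rho of 0.595 and an r of 0.632 (0.616 without 2 samples). Permutations within conditions gave p = 0.0001, the smallest possible, in each case, and 0.000125 after Benjamini-Hochberg adjustment over 5 relations. Within the replicate numbers 1, 2 and 3, rho was 0.315, 0.338 and 0.334 for the first score and 0.420, 0.479 and 0.430 for the second, with permutation p between 0.0002 and 0.0162. A candidate explanation is a difference in the response to LPS between cultures that goes with RNA composition, which was not tested separately from sample handling.

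Across the 58 CKIs, the number of DEGs rose with the number of perturbed CREs that the paper reports in Dataset EV3, both taken on a log10 scale with 1 added (Spearman's rho 0.641, Pearson's r 0.629, and r 0.607 without BGT-226 and PH-797804, the CKIs farthest from the median number of CREs). Both had a permutation p of 1e-05, the smallest that 100000 resamples can give. With the replicate block, rho was 0.517 (permutation p = 2e-05) and r 0.509 (p = 4e-05). With genes called with the mitochondrial share and the replicate block in the fit, rho was 0.641 and r 0.664, so the mitochondrial share behind the RNA-seq calls does not account for the relation. Over the 13 alternatives, rho lay between 0.515 and 0.681. The paper does not report this relation, and all CKIs share the same DMSO samples in the RNA-seq data. A candidate explanation, which no further test addressed, is that CKIs acting on more regulatory elements change more genes.

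The part of the paper's Dataset EV5 used here gives log2 fold changes of 1002 genes for 24 of the CKIs. Of 23890 of these values, 98.5% were within 0.01 of the log2 ratio of the mean normalized values when both DMSO sets served as the reference, against 8.51% with the first set alone and 8.51% with the second.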
